# The small RNA landscape is stable with age and resistant to loss of dFOXO signaling in *Drosophila*

**DOI:** 10.1371/journal.pone.0273590

**Published:** 2022-11-16

**Authors:** Siobhan Gartland, Baosheng Zeng, Michael T. Marr

## Abstract

Aging can be defined as the progressive loss of physiological homeostasis that leads to a decline in cellular and organismal function. In recent years, it has become clear that small RNA pathways play a role in aging and aging related phenotypes. Small RNA pathways regulate many important processes including development, cellular physiology, and innate immunity. The pathways illicit a form of posttranscriptional gene regulation that relies on small RNAs bound by the protein components of the RNA-induced silencing complexes (RISCs), which inhibit the expression of complementary RNAs. In *Drosophila melanogaster*, Argonaute 1 (Ago1) is the core RISC component in microRNA (miRNA) silencing, while Argonaute 2 (Ago2) is the core RISC component in small interfering RNA (siRNA) silencing. The expression of Ago1 and Ago2 is regulated by stress response transcription factor Forkhead box O (dFOXO) increasing siRNA silencing efficiency. dFOXO plays a role in multiple stress responses and regulates pathways important for longevity. Here we use a next-generation sequencing approach to determine the effects of aging on small RNA abundance and RISC loading in male and female *Drosophila*. In addition, we examine the impact of the loss of dFOXO on these processes. We find that the relative abundance of the majority of small RNAs does not change with age. Additionally, under normal growth conditions, the loss of dFOXO has little effect on the small RNA landscape. However, we observed that age affects loading into RISC for a small number of miRNAs.

## Introduction

There are two major small RNA pathways in the somatic tissue of *Drosophila*, each of which have distinct functions and small RNA content [1, 2]. These pathways can be differentiated in *Drosophila* by the argonaute component present in the RNA-induced silencing complex (RISC). One of these is the microRNA (miRNA) pathway which is essential for cellular physiology and development [3]. The core protein component of the miRNA RISC is Argonaute1 (Ago1), which binds directly to miRNAs expressed from the genome. The other pathway is the small interfering RNA (siRNA) pathway, containing its core RISC protein Argonaute2 (Ago2), and acting as an important line of defense against RNA viruses in *D*. *melanogaster* [4–6]. In this pathway, double-stranded RNA from endogenous or exogenous sources is cleaved by Dicer-2 into siRNA duplexes loaded into Ago2 RISC.

The forkhead box O (FOXO) family of transcription factors responds to multiple cellular stresses, including nutrient deprivation, oxidative damage, heat shock, bacterial infection, and viral infection [7–9]. FOXOs are conserved from *Caenorhabditis elegans* to humans [7]. Whereas mammals possess four paralogs of FOXO, invertebrates have a single FOXO gene, making them valuable models for understanding the role of FOXO in gene regulation [7, 10, 11]. When the FOXO pathway is active in *C*. *elegans* and *D*. *melanogaster* lifespan is extended [11–13] and when FOXO is disrupted in *Drosophila* lifespan is reduced [14]. In *D*. *melanogaster*, dFOXO upregulates genes essential for the RNA interference pathway, including Ago1, Ago2, and Dicer-2 and has been shown to increase the efficiency of siRNA silencing [9]. The siRNA pathway also targets transposon expression in somatic tissue. Several studies in *Drosophila* have shown that the mRNA expression of many transposons increase with age and there is an ongoing debate over whether this increased expression is a driver or a byproduct of aging [15–18]. In any case, increased expression of Dicer-2 has been shown to increase lifespan and inhibit age-associated increases in transposon mRNA [16]. In addition, artificially inducing the *gypsy* transposon has been shown to shorten lifespan [19]. Therefore, the effect of dFOXO on the abundance of transposon siRNAs in RISC across age is of particular interest. The known targets of dFOXO in the miRNA pathway include only one RISC component, Ago1, while in the siRNA pathway dFOXO targets include both an upstream processing enzyme and a RISC component, Dicer-2 and Ago2 [9]. Thus, small RNA loading into each specific RISC may change over the fly lifespan and may be significantly impacted by dFOXO.

Because of the extensive interplay between small RNA pathways, dFOXO, and aging, we investigated the changes in small RNA abundance with respect to age in wildtype or dFOXO-null flies. Previous work investigating small RNAs and aging via RISC bound RNA sequencing showed that miRNAs’ loading into Ago2 increases with age [20]. However, these experiments were limited to males and did not interrogate the total small RNA repertoire for comparison. Here we investigate how total small RNAs, as well as RISC-bound small RNAs, change with age in male and female flies. In addition, we performed the same experiments in dFOXO-null animals to determine the role of the FOXO pathway on small RNA abundance and loading. In agreement with the work in male flies, we find that transposon siRNA abundance in Ago2 RISC decreases with age, whereas the levels of miRNA loading in Ago2 RISC increase with age. Loss of the FOXO pathway showed no detectable influence on this effect. We also find that deletion of dFOXO changes the abundance of four abundant miRNAs in females. In addition, we find that many miRNAs that vary in abundance in the whole animal with age do not exhibit a similar change in abundance within miRNA RISC.

## Results

### The abundance of most miRNAs does not change with age in total small RNA

We sequenced two biological replicates of total small RNAs in whole wildtype (*w*^*DAH*^) adult flies at two timepoints, 5–6 days and 30–31 days, to investigate how the small RNA landscape changes with age. 

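Total small RNA of whole wildtype males and females was sequenced in 2 replicates at each age. By the labels of the libraries, young flies were 5 days old in replicate 1 and 6 days old in replicate 2, and old flies were 31 days old. The labels also name the young and old flies of a replicate as siblings. The authors selected reads by length, mapped them to miRNAs, transposons and spike-ins, and counted them on each feature. All valid alignments of a read were reported, so a read can count on more than 1 feature. The deposited values are these counts, without normalization, and the percents of mapped reads made from them. The table of 19 to 25 nt reads lists 209 miRNAs, 122 transposons, 1 virus and 8 spike-in sequences. Without the spike-ins, the young male libraries held 3285254 and 9590704 counted reads (median 6437979) and the old male libraries 1309973 and 8636187 (median 4973080). The young female libraries held 3406985 and 8993921 (median 6200453) and the old female libraries 1082684 and 8344038 (median 4713361). The lower total was that of replicate 2 in each group. Percents were recomputed here as counts over this total and differed from the authors' percents by a relative difference of at most 0.00332. Changes were tested with edgeR's quasi-likelihood test on the counts, with the total as library size and Benjamini-Hochberg adjustment over the 208 miRNAs with a mean of at least 5 counts. With 2 libraries in each group, a two-sided exact permutation test cannot give a p below 0.333. In counts simulated with the spread of these libraries for 330 features, miRNAs and transposons together, and adjusted over all of them, 0 of 17 features changed 4-fold had an adjusted p under 0.05, although 13 of them had an unadjusted p under 0.05. Of 30 features changed 16-fold, 26 had an adjusted p under 0.05. Counts of calls near 0 therefore say little about changes of 4-fold or less, and changes between 4-fold and 16-fold were not simulated.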

To avoid survivor bias from selecting only animals that live longer than average, we chose 30–31 days as our aged timepoint. For the *w*^*DAH*^ most of the animals survive at this point. For the w^DAH^; *foxo*^*Δ94*^ this point is earlier than the median survival age in both sexes (S1 Fig). In addition, the timepoint was chosen to match previous work on small RNA changes with age in males [20, 21] gene expression profiling [22] and other work characterizing the changes in transposon expression [15, 16, 19].

To separate miRNAs and siRNAs from piRNAs, we selected our reads to 19 to 25 bases in-silico. We mapped the libraries to a database containing the known miRNAs and transposons present in *Drosophila* and averaged the counts in our two replicates. We normalized the libraries by reporting each of our small RNA populations as a percent of total mapped reads. The 20 most abundant miRNAs in our young wildtype total small RNA libraries represent 79 to 94 percent of the reads that mapped to miRNAs (S1 and S2 Tables). 

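The 20 miRNAs of the authors' list for males made up 94.5% of the miRNA reads of young wildtype males in replicate 1 and 92.8% in replicate 2 (93.6% ± 1.16, SD, n = 2). The list for females made up 88.1% ± 1.31 (SD, n = 2) in young wildtype females. When miRNAs were ranked here by their percent in the young wildtype libraries, the 20 highest were the 20 of the authors' list in each sex. The reads behind the ranking moved these shares most. Among 21 nt reads, the listed miRNAs made up 83.2% of the miRNA reads in young males and 63.4% in young females.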

With a stringent two-fold change set as a threshold, we find that 2 of the top 20 miRNAs change by increasing with age in wildtype males and females: miR-34-5p and miR-14-3p (Fig 1). 

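In wildtype males, miR-34-5p rose from 2.20% ± 0.663 of mapped reads in young flies to 6.77% ± 3.16 in old flies (SD, n = 2 each), a ratio of means of 3.08. The ratio was 2.63 in replicate 1 and 3.38 in replicate 2. The log2 fold change was 1.62 (standard error 0.90, adjusted p = 0.632 from edgeR's quasi-likelihood test) and 1.05 without old male replicate 2. In wildtype females, the mean rose from 1.31% ± 0.816 to 4.91% ± 6.06 (SD, n = 2 each), a ratio of 3.73, and the replicates moved apart. Replicate 1 fell from 0.737% to 0.624%, whereas replicate 2 rose from 1.89% to 9.19%. On the log2 scale the change was 1.90 (standard error 0.91, adjusted p = 0.372), and without old female replicate 2 it was -1.08. miR-14-3p rose in both replicates of each sex. In males it rose from 1.08% ± 1.08 to 5.19% ± 4.27 (SD, n = 2 each), a ratio of 4.81 and a log2 fold change of 2.27 (standard error 1.30, adjusted p = 0.632). This change was 1.01 without old male replicate 2 and 4.03 without young male replicate 2. In females it rose from 0.893% ± 0.979 to 2.33% ± 1.21 (SD, n = 2 each), a ratio of 2.61 and a log2 fold change of 1.38 (standard error 1.26, adjusted p = 0.573). This change was 0.56 without young female replicate 1 and 3.53 without young female replicate 2. Compared without the pairing of siblings, the rise of miR-34-5p in males and of miR-14-3p in females exceeded the larger SD of the compared ages. The other 2 rises did not. Within sibling pairs, miR-14-3p rose 6.82-fold and 4.47-fold in males and 7.34-fold and 2.01-fold in females.
These 2 miRNAs were the 2 of 20 listed in males whose mean percent changed at least 2-fold, and the median ratio over the list was 1.03. In females 4 of 20 changed at least 2-fold, 2 upward and 2 downward, and the median ratio was 0.84. The count in males rose to 4 without old replicate 1 or without young replicate 2. The count in females rose to 13 without old replicate 1 and to 9 without young replicate 2. The choice of denominator moved these counts most: against spike-in reads in place of mapped reads, 19 of 20 listed miRNAs changed at least 2-fold in each sex. This was largely a common shift downward, since spike-in reads rose with age relative to mapped reads. With spike-in reads as library size, the median log2 fold change over the tested miRNAs was -2.52 in males and -2.84 in females, in place of 0.54 and 0.04. The 19 therefore need not be separate changes. In dm6, mir-34 lies on chromosome arm 3R from 10100936 to 10101034 and mir-14 on 2R from 9553762 to 9553824, both on the plus strand.

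**Figure D1:**
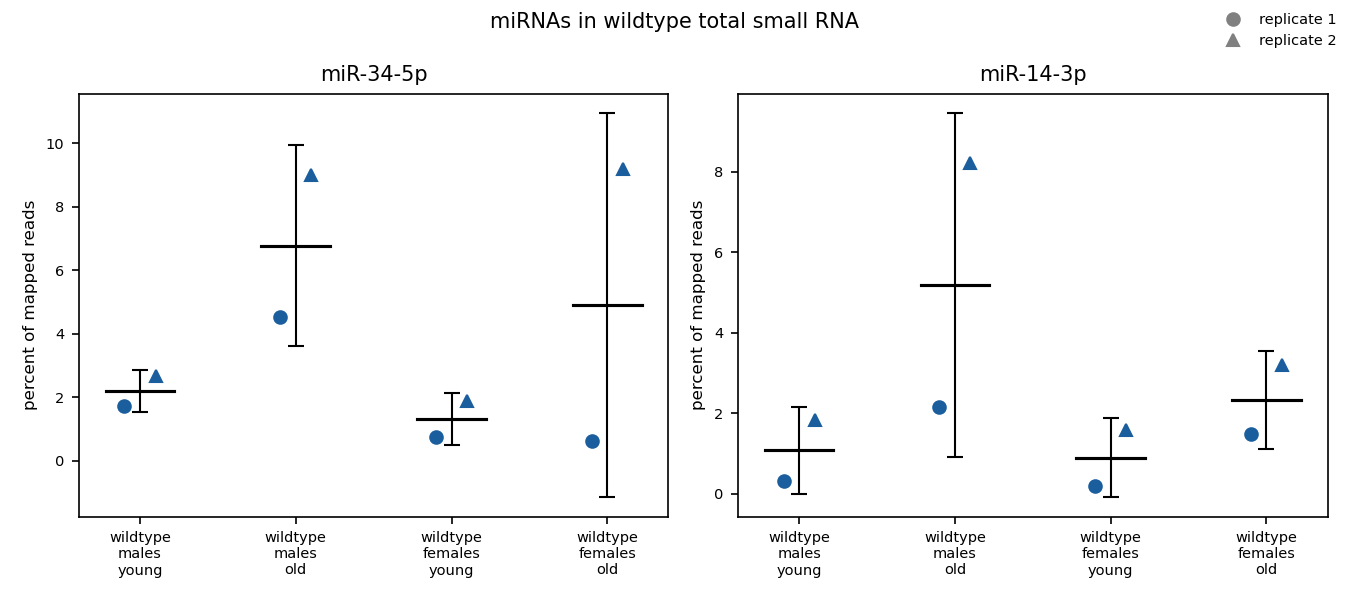
Percent of mapped reads of miR-34-5p and miR-14-3p in young and old wildtype flies of each sex; points are the replicates, horizontal lines the means and vertical bars the SD of 2 replicates. In old females, miR-34-5p lies at 0.624% in replicate 1 and at 9.19% in replicate 2.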

The observed increase in abundance of miR-34-5p with age is consistent with previous work [20, 21]. 

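In wildtype females, miR-318-3p fell from 2.04% ± 0.817 of mapped reads in young flies to 0.681% ± 0.397 in old flies (SD, n = 2 each). The ratio of old to young was 0.274 in replicate 1 and 0.367 in replicate 2, and 0.334 for the means. edgeR gave a log2 fold change of -1.58 (standard error 0.84, adjusted p = 0.391). With DESeq2 it was -2.25 at an adjusted p of 0.0499, in a range of 0.0499 to 0.683 over the alternatives. miR-994-5p fell from 1.30% ± 0.839 to 0.405% ± 0.143 (SD, n = 2 each), with ratios of 0.161 in replicate 1 and 0.722 in replicate 2, and 0.313 for the means. Its log2 fold change was -1.68 (standard error 0.93, adjusted p = 0.391) and -0.79 without young female replicate 1. Both declines were larger than the larger SD of the compared ages, for miR-994-5p by a small margin. The gene mir-994 lies on 3R of dm6 from 10408137 to 10408227 and mir-318 from 10408302 to 10408369, on the same strand with 74 bases between them. In wildtype males, the lowest ratio over the 20 listed miRNAs was 0.593.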

While no miRNAs decreased in abundance in male flies with age, two miRNAs decreased in female flies: miR-318-p and miR-994-5p (Fig 1A). miR-318 and miR-994 are positioned in close proximity in the genome, are abundantly expressed in ovaries, and are likely coregulated [23–25].

**Fig 1:**
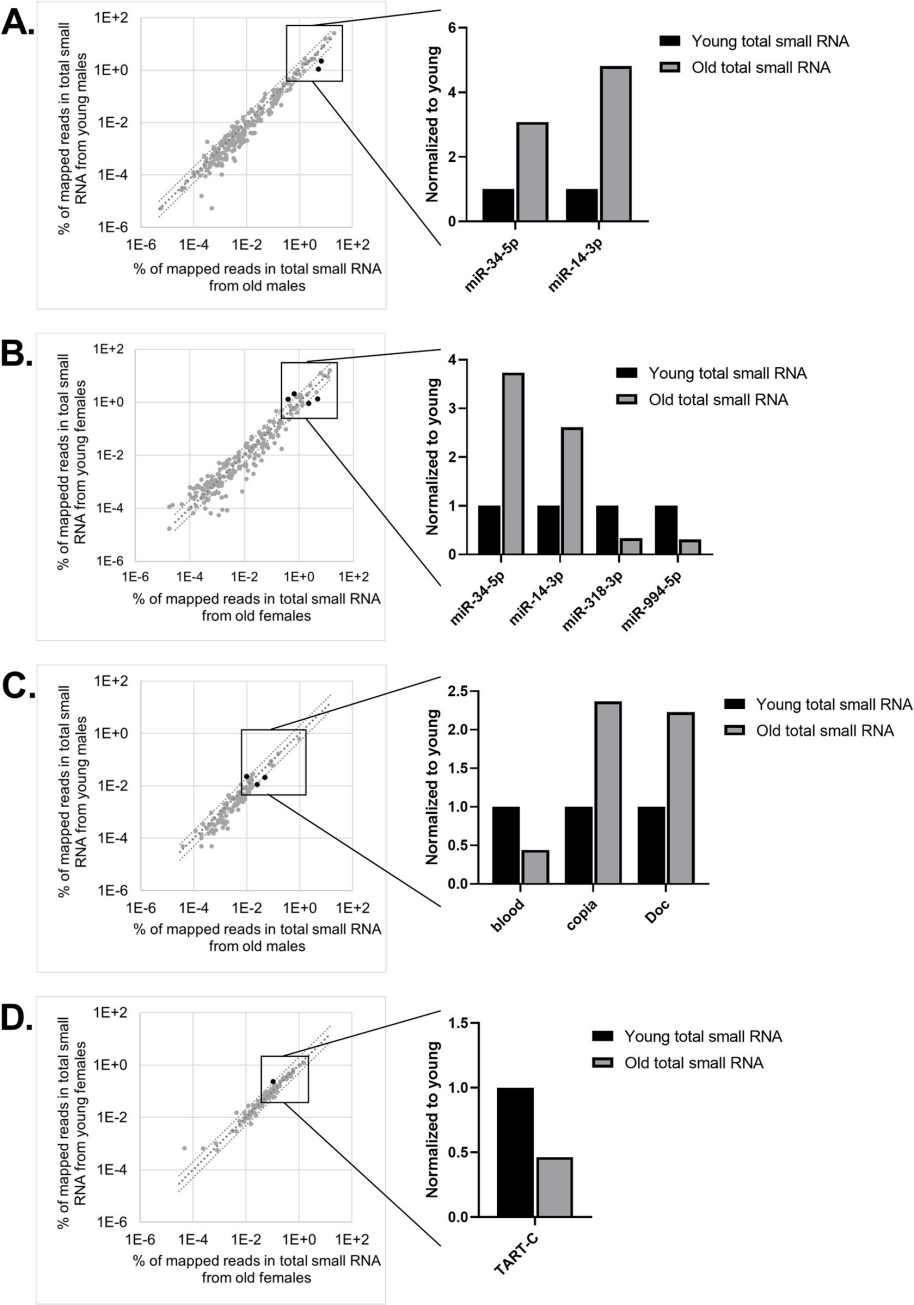
The abundance of most miRNAs and transposon siRNAs is stable with age. (A) Small RNAs from whole wildtype fly lysate were sequenced, mapped to known *Drosophila* miRNAs and transposons, and normalized by total mapped reads (n = 2). miRNA abundance is plotted as percent of reads mapped miRNAs and transposons in young (5–6 day old) and old (31 day old) males and (B) females (n = 2). Plotted in log10 scale. Top 20 miRNAs are boxed and top miRNAs that changed more than 2-fold are shown in black. (C) siRNA abundance from males and (D) females.

### The abundance of most transposon siRNAs does not change across age in total small RNA

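For transposon siRNAs, the authors repeated the mapping and counting on the 21 nt reads of the same wildtype libraries. The resulting table lists 109 transposons, 156 miRNAs and 7 spike-in sequences. Without the spike-ins, the young male libraries held 366147 and 998254 reads of this length (median 682200.5) and the old male libraries 246505 and 1271909 (median 759207). The young female libraries held 418018 and 1077594 (median 747806) and the old female libraries 202623 and 1041456 (median 622039.5). Reads on transposons made up 1.37% ± 0.246 of the mapped reads in young males, 1.92% ± 0.361 in old males, 11.6% ± 0.693 in young females and 12.4% ± 2.69 in old females (SD, n = 2 each). The difference between the sexes exceeded the SD at either age. With age the share rose in males by more than either SD, from 1.20% to 1.66% in replicate 1 and from 1.54% to 2.17% in replicate 2. In females it fell from 11.1% to 10.5% in replicate 1 and rose from 12.1% to 14.3% in replicate 2, and the difference of the means lay between the SD of young and that of old flies. Related transposon sequences can share reads, so their values need not be independent. The 105 transposons with a mean of at least 5 counts were tested as the miRNAs were. In simulated counts with the spread of this table, adjusted over 258 features with its miRNAs included, 4 of 14 features changed 4-fold and 27 of 30 changed 16-fold had an adjusted p under 0.05.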

In order to specifically examine the transposon siRNAs produced by Dcr2, we conducted our siRNA analysis on 21 base reads [2, 26]. 

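In young wildtype males, the 20 transposons of the authors' list took 87.7% ± 3.72 of the 21 nt reads on transposons (SD, n = 2). In young wildtype females, their list took 66.4% ± 0.124 (SD, n = 2). The 20 transposons with the highest percents in the young wildtype libraries of each sex were those of the list. Listed transposons were assigned to the counted sequences by the closest shares in S2 Table, so this overlap is not an independent check. Among the 19 to 25 nt reads, the lists took 68.3% in young males and 60.0% in young females.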

We focused on the 20 transposons with the most siRNAs mapped against them in young animals, representing 54 to 88 percent of reads mapped to transposons in our total small libraries. 

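In wildtype males, siRNAs against copia rose from 0.0210% ± 0.000340 of mapped reads in young flies to 0.0497% ± 0.00144 in old flies (SD, n = 2 each), with at least 76 reads in each library. The ratio was 2.29 in replicate 1 and 2.44 in replicate 2. This amounted to a log2 fold change of 1.24 (standard error 0.51, adjusted p = 0.337 from edgeR). siRNAs against Doc rose from 0.0113% ± 0.000654 to 0.0251% ± 0.00226 (SD, n = 2 each), with at least 43 reads in each library and ratios of 2.47 and 2.00. Their log2 fold change was 1.16 (standard error 0.45, adjusted p = 0.337). For both transposons the rise was larger than the spread between replicates. With spike-in reads as library size, the log2 fold change was -1.25 for copia and -1.18 for Doc, and the median over the tested transposons -1.85 in place of 0.72. Of the 105 transposons tested, 0 had an adjusted p under 0.05 and 13 an unadjusted p under 0.05, all 13 higher in old males. Of the 20 listed, 3 changed at least 2-fold in males, 6 without young male replicate 2 and 5 without old male replicate 1.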

We found that in wildtype males, the relative abundance of siRNAs mapped against two transposons significantly increased by 2-fold or greater with age: *copia* and *Doc*. Copia is an LTR retrotransposon that is abundantly expressed in male germline whose somatic expression increases with age [16, 18, 27]. Doc is a LINE-like non-LTR retrotransposon previously found to increase in expression with age [16, 18]. Conversely, the relative abundance of siRNAs mapped against the *blood* transposon decreased with age (Fig 1C). 

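In wildtype males, blood fell from 0.0229% ± 0.00399 of mapped reads to 0.0101% ± 0.00237 (SD, n = 2 each), with 29 reads in the library with the fewest. The ratio of old to young was 0.420 in replicate 1 and 0.458 in replicate 2. Expressed as a log2 fold change, this was -1.19 (standard error 0.56, adjusted p = 0.385 from edgeR), and the fall of the mean exceeded the SD at both ages.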

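In wildtype females, siRNAs against TART-C fell from 0.229% ± 0.0826 of mapped reads in young flies to 0.106% ± 0.0155 in old flies (SD, n = 2 each), a ratio of means of 0.464. The ratio was 0.688 in replicate 1 and 0.332 in replicate 2. The log2 fold change was -1.11 (standard error 0.68, adjusted p = 0.998 from edgeR) and -0.68 without young female replicate 2. TART-C was the 1 listed transposon of 20 whose mean changed at least 2-fold in females. The count was 0 without young replicate 2 and 0 without old replicate 2. The highest ratio over the list was 1.39. Of the 105 transposons tested in females, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05.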

In females, *TART-C* was the only transposon that showed a significant age-dependent change in siRNA relative abundance with age, decreasing just over two-fold (Fig 1D). The TART family of transposons transpose specifically to the end of chromosomes and protect against chromosome end loss [28].

### Preparation of polyclonal antibodies for Ago1 and Ago2 immunoprecipitation

In order to immunoprecipitate the RISC complexes, we generated polyclonal antiserum to Ago1 and Ago2 (Fig 2A). Glutathione-S-transferase (GST) fusions to the N-terminus of Ago1 (aa 1–300) or Ago2 (aa 1–490) were purified from *E*. *coli* and used to immunize guinea pigs. The antisera were screened for their ability to immunoprecipitate either Ago1 or Ago2. Preimmune or immune sera was used to precipitate Ago1 or Ago2 from whole fly lysates. The precipitated proteins were probed with either a second guinea pig antisera or a commercial antibody against Ago1 or Ago2 (Fig 2B and 2C). Comparison with a commercial anti-Ago1 antibody indicates that the guinea pig antisera effectively and specifically immunoprecipitates Ago1; likewise, the anti-Ago2 antisera effectively and specifically immunoprecipitates Ago2 and is able to deplete Ago2 from lysate (S2 Fig).

**Fig 2:**
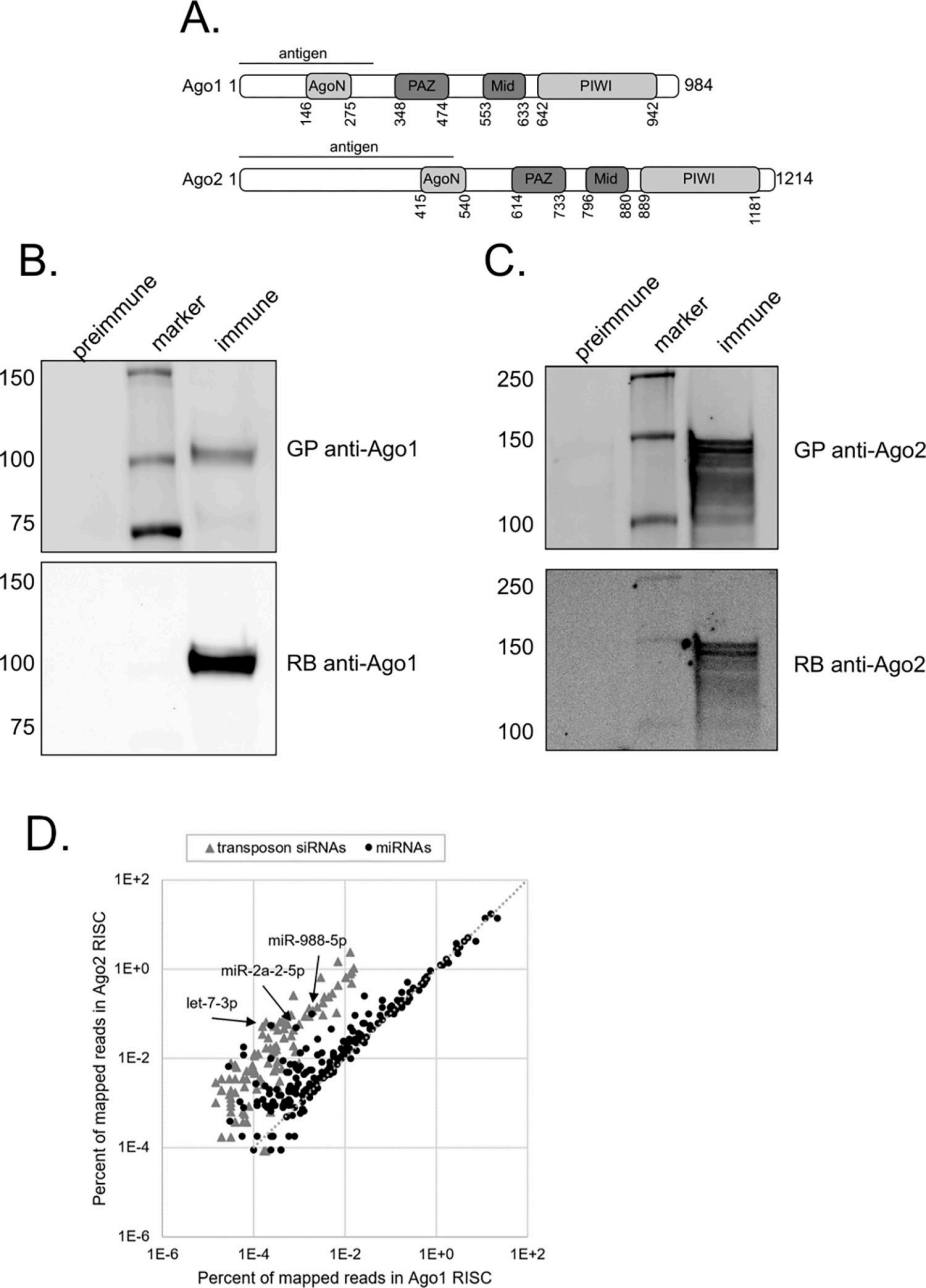
Polyclonal antibodies immunoprecipitate Ago1 and Ago2 exclusively. (A) Domain map of Ago1 and Ago2. (B) The guinea pig (GP) antiserum against Ago1 is able to immunoprecipitate Ago1 as detected by a commercial rabbit (RB) anti-Ago1 antibody [Abcam]. (C) The guinea pig (GP) antiserum against Ago2 is able to immunoprecipitate Ago2 as detected by a commercial rabbit (RB) anti-Ago2 antibody [Abcam]. (D) Small RNAs immunoprecipitated with Ago1 or Ago2 antisera from whole wildtype male lysate were sequenced and mapped to known *Drosophila* miRNAs and transposons (n = 2). miRNAs (black circles) and siRNAs (gray triangles) are shown as percent of total mapped reads. Several miRNAs that have been previously observed to be highly abundant in Ago2 RISC are noted. Representative plot.

### The abundance of most miRNAs in Ago1 RISC is stable with age

To investigate whether aging affects small RNAs’ loading into RISC, we immunoprecipitated the argonaute proteins from whole fly lysates and made small RNA sequencing libraries. This allowed us to construct libraries specifically from the small RNAs bound to endogenous Ago1 and Ago2. Then, two biological replicates of each were generated and these libraries were mapped to miRNAs and transposons, in the same manner as the total small RNA libraries. Overall, the results are consistent with previous observations [29], siRNAs make up a higher percentage of small RNAs in the Ago2 RISC and miRNAs are preferentially loaded in the Ago1 RISC (Fig 2D). Additionally, we also observed differential loading of a few miRNAs, which are more abundant in Ago2 RISC, such as miR-988-5p, miR-2a-2p, and let-7-3p, (Fig 2D), consistent with previous findings [2].

For the Ago1 RISC, we focused our analysis on the same 20 most abundant miRNAs as we did in the total small RNA libraries. As expected from the total small RNA library result, the abundance of most of the top 20 miRNAs found in RISC remains stable with age (Fig 3A and 3B). However, the two miRNAs which show an increase in abundance in total small RNA had different outcomes in terms of RISC loading. In males, Ago1 RISC miR-34-5p abundance increases with age proportional to its increase in total abundance (Fig 3A). However, in females, miR-34-5p loading does not reflect its increase in the total small RNA pool (Fig 3B). Additionally, the increased abundance with age seen for miR-14-3p in the total small libraries is not reflected in the Ago1 RISC libraries for either sex (Fig 3A and 3B).

**Fig 3:**
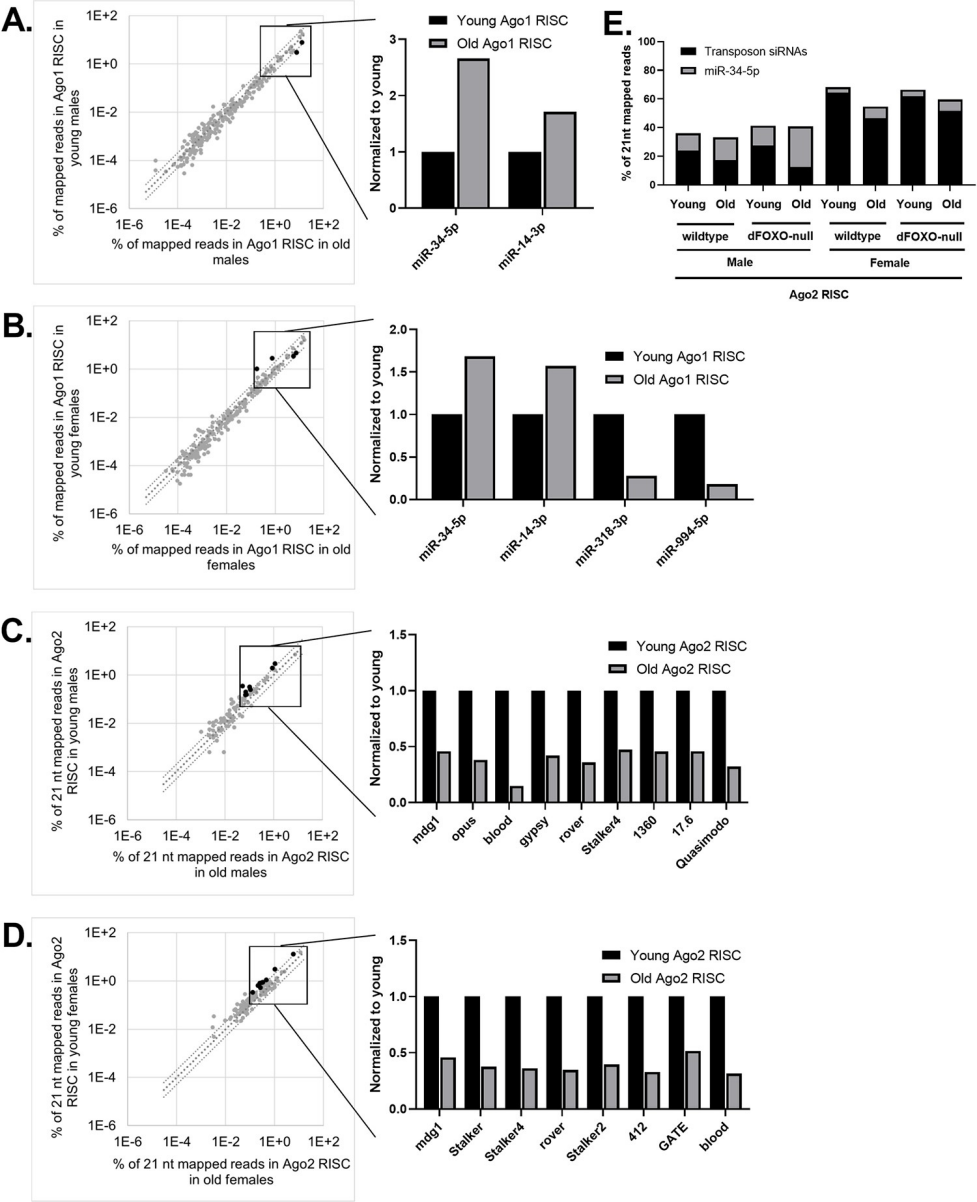
Most miRNAs in Ago1 RISC are stable with age whereas transposon siRNAs in Ago2 RISC decrease with age. Small RNAs immunoprecipitated with Ago1 RISC or Ago2 RISC from young (5 day old) or old (35 day old) whole flies were sequenced and mapped to known *Drosophila* miRNAs and transposons. (A) miRNAs in Ago1 RISC from old and young males are plotted as percentage of mapped reads. miR-34-5p increases with age by more than 2-fold while miR-14-3p does not. (B) miRNAs in Ago1 RISC from old and young females are plotted as percentage of mapped reads. miR-34-5p and miR-14-3p do not change by 2-fold. miR-318-3p and miR-994-5p decrease by 2-fold with age. (C) Small RNA libraries were size selected to 21 nt in silico and mapped to miRNAs and transposons in males and (D) females. In both sexes several of the most abundant transposons decrease abundance in Ago2 RISC with age.

### The abundance of transposon siRNA decreases with age in Ago2 RISC

To investigate the changes in Ago2 RISC, we immunoprecipitated Ago2 and made small RNA libraries from the precipitated material. As expected from previous work [1], siRNAs mapped to transposons make up a larger percentage of the Ago2 libraries than the Ago1 libraries (S3 Fig). In the Ago2 RISC libraries, the abundance of siRNAs mapped to the top transposons in males and females either decreased with age or did not change. Of the transposon siRNAs that showed a decreased overall abundance with age, the Ago2 loading of siRNAs of nine transposons decreased in old male and eight decreased in old female flies (Fig 3C and 3D). Taken as a whole, transposon siRNA abundance decreases with age in Ago2 RISC, in both males and females. Additionally, this difference is associated with an increase of the 21 nt long form of miR-34-5p, as previously observed in males [20] (Fig 3E).

### dFOXO dependent changes in total small RNAs

We sought to determine if dFOXO signaling has an effect on the small RNA landscape. To this end, we made total small RNA Illumina libraries from flies with a large deletion in the dFOXO locus, removing a large portion of the coding region and creating a null allele (*foxo*^*Δ94*^) [14]. 

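Total small RNA of dFOXO-null males and females was sequenced in 2 replicates at the same ages, and the authors counted its reads in the same tables as those of wildtype. Among 19 to 25 nt reads, the young male libraries held 1725056 and 15259153 counted reads (median 8492104.5) and the old male libraries 596871 and 3721873 (median 2159372). The young female libraries held 4578028 and 5036091 (median 4807059.5) and the old female libraries 1428060 and 4809933 (median 3118996.5). Among 21 nt reads, the totals were 193485 and 1571537 in young males (median 882511) and 114210 and 571346 in old males (median 342778). They were 565291 and 604056 in young females (median 584673.5) and 205669 and 568650 in old females (median 387159.5). The genotypes were compared within each sex and age, as the mean percent in dFOXO-null over that in wildtype and by a fit of all 16 libraries with a term for each of the 8 conditions. The labels name siblings within a genotype and state no relation between the genotypes. The deleted gene itself was not analysed here, since 0 of the transcripts counted in dm6 belong to foxo. In dm6, foxo lies on 3R from 14056945 to 14087978.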

Otherwise, these animals are isogenic with w^DAH^. Both sexes of dFOXO-null animals have decreased lifespans compared to wildtype, with a median lifespan of 50 days for mated females and 42 days for males (S1 Fig). Interestingly, the effect of the loss of dFOXO on the small RNA landscape is very complex. In general, under these growth conditions, the majority of the population of total small RNAs are unaffected by the disruption of the FOXO pathway. However, there are reproducible differences between wildtype and dFOXO-null animals, some of which are age or sex specific.

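Between the genotypes, 2 of the 208 tested miRNAs differed at an adjusted p under 0.05 in young males, 0 in old males, 9 in young females and 3 in old females (edgeR). At an unadjusted p under 0.05 these counts were 3, 5, 18 and 30. The median ratio of dFOXO-null to wildtype over the 20 listed miRNAs was 0.987 in young males, 1.03 in old males, 0.973 in young females and 0.876 in old females. A change of at least 2-fold was seen for 1 of 20 listed miRNAs in young males, 0 in old males, 1 in young females and 8 in old females, and in both replicates for 0, 0, 0 and 4 of them. Without single libraries, these counts ranged from 0 to 1 in young males, 1 to 2 in old males, 1 to 4 in young females and 7 to 9 in old females. The count of 0 in young males was that without dFOXO-null replicate 1 or wildtype replicate 2. In old males, leaving out replicate 2 of either genotype gave 2 and replicate 1 of either gave 1. The count of 4 in young females was that without replicate 1 of either genotype. Adjusted over the list alone, 0 of the 20 miRNAs had an adjusted p under 0.05 in each of these comparisons, and the study chose the list on these libraries. With the replicate number as a block, the counts were 7 in old females and 1 in old males, and with DESeq2 18 in old females, 13 higher and 5 lower in dFOXO-null. A block within age, chosen after seeing the data, gave 31 in old females, 21 higher and 10 lower. The count in old females was 0 with only the 4 libraries compared and 0 with spike-in reads as library size. The paper states that most total small RNAs are in general unaffected by the loss of dFOXO under these growth conditions.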

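The 9 miRNAs that differed in young females were miR-960-5p, which was higher in dFOXO-null, and miR-4-3p, miR-5-5p, miR-6-3p, miR-286-3p, miR-1002-3p, miR-1002-5p, miR-4969-5p and miR-9370-5p, which were lower. On the log2 scale the change was -3.68 for miR-6-3p (standard error 0.79, adjusted p = 0.0113 from edgeR), -3.49 for miR-286-3p (standard error 0.75, adjusted p = 0.0113) and -2.59 for miR-5-5p (standard error 0.63, adjusted p = 0.0238). The genes of miR-6-3p, miR-5-5p, miR-4-3p and miR-286-3p lie together on 2R of dm6, where mir-6-1 starts at 19661003 and mir-286 ends at 19661521. The annotation lists further copies of mir-6 beside mir-6-1, and the counts of miR-6-3p do not separate them. miR-4969-5p and miR-9370-5p were also the 2 miRNAs that differed in young males and 2 of the 3 in old females. The third in old females was miR-964-5p, with a log2 fold change of 2.52 (standard error 0.58, adjusted p = 0.0451). miR-4969-5p had 3 to 63 reads in each wildtype library and 0 or 1 in each dFOXO-null library, and miR-9370-5p had 15 to 135 and 0. With spike-in reads as library size, the adjusted p of each of these miRNAs was above 0.05 in each of the 4 comparisons of the genotypes. Between the ages, the effect of dFOXO differed at an adjusted p under 0.05 for 0 of 208 miRNAs in males (0 unadjusted) and for 1 in females (14 unadjusted), miR-1002-3p.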

We first examined the effects of the loss of dFOXO on the two miRNAs that have the greatest age dependent change in wildtype animals, miR-14-3p and miR-34-5p. dFOXO-null males and females show the same pattern of abundance for total miR-14-3p. 

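In young dFOXO-null males, miR-14-3p made up 0.488% ± 0.33 of mapped reads (SD, n = 2), 0.453 of the wildtype mean. The ratio was 0.802 in replicate 1 and 0.392 in replicate 2. The log2 fold change between the genotypes was -1.14 (standard error 1.26, adjusted p = 0.996 from edgeR) and 0.62 without wildtype young male replicate 2. In young dFOXO-null females, miR-14-3p made up 0.219% ± 0.0545 (SD, n = 2), 0.246 of the wildtype mean, with ratios of 0.898 and 0.163. edgeR gave a log2 fold change of -2.03 (standard error 1.29, adjusted p = 0.781) and 0.12 without wildtype young female replicate 2. With only the 4 libraries compared in the fit, the adjusted p in females was 0.0122, in a range of 0.0122 to 0.999 over the alternatives. The difference in each sex lay within the SD of the wildtype replicates.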

In young animals, miR-14-3p is lower relative abundance in dFOXO-null animals than in wild-type. However, it appears that miR-14-3p accumulates at a greater rate in dFOXO-null animals as the 35-day old flies in both genotypes report virtually the same amount of miR-14-3p (Fig 4A). By contrast, miR-34-5p shows a sex specific effect. 

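In old dFOXO-null males, miR-14-3p made up 6.64% ± 7.06 of mapped reads (SD, n = 2), with 1.64% in replicate 1 and 11.6% in replicate 2. The ratio to old wildtype males was 1.28, and the log2 fold change was 0.36 (standard error 1.24, adjusted p = 0.998 from edgeR) and -1.66 without old dFOXO-null male replicate 2. In old dFOXO-null females it made up 2.05% ± 2.53 (SD, n = 2), with 0.265% in replicate 1 and 3.84% in replicate 2. The ratio to old wildtype females was 0.88, with 0.179 in replicate 1 and 1.21 in replicate 2. This amounted to a log2 fold change of -0.18 (standard error 1.24, adjusted p = 0.953) with -3.14 without old dFOXO-null female replicate 2 and 0.72 without replicate 1. With age, miR-14-3p rose 13.6-fold in dFOXO-null males (log2 fold change 3.77, standard error 1.39, adjusted p = 0.463) and 9.36-fold in dFOXO-null females (3.23, standard error 1.35, adjusted p = 0.265). The size of both rises rests largely on old replicate 2, with 11.6% in males and 3.84% in females. Old replicate 1 held 1.64% and 0.265%. With only the 4 libraries compared in the fit, these rises had adjusted p values of 1.73e-10 in males and 0.000688 in females. With 2 libraries in each group, such a fit takes most of its estimate of spread from other features. These 2 p-values therefore do not measure the spread between the replicates of miR-14-3p. Over the alternatives the adjusted p ranged to 0.937 in males and 0.955 in females. The difference between the genotypes in the change with age was 1.50 on the log2 scale in males (standard error 1.77) and 1.84 in females (standard error 1.77), each at an adjusted p of 0.549 over the 5 interactions tested. Without old dFOXO-null replicate 2 of the same sex, these differences were -0.51 in males and -1.11 in females. From the lower level in young dFOXO-null flies and the similar level in old flies, the paper proposes that miR-14-3p accumulates at a greater rate without dFOXO.

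**Figure D2:**
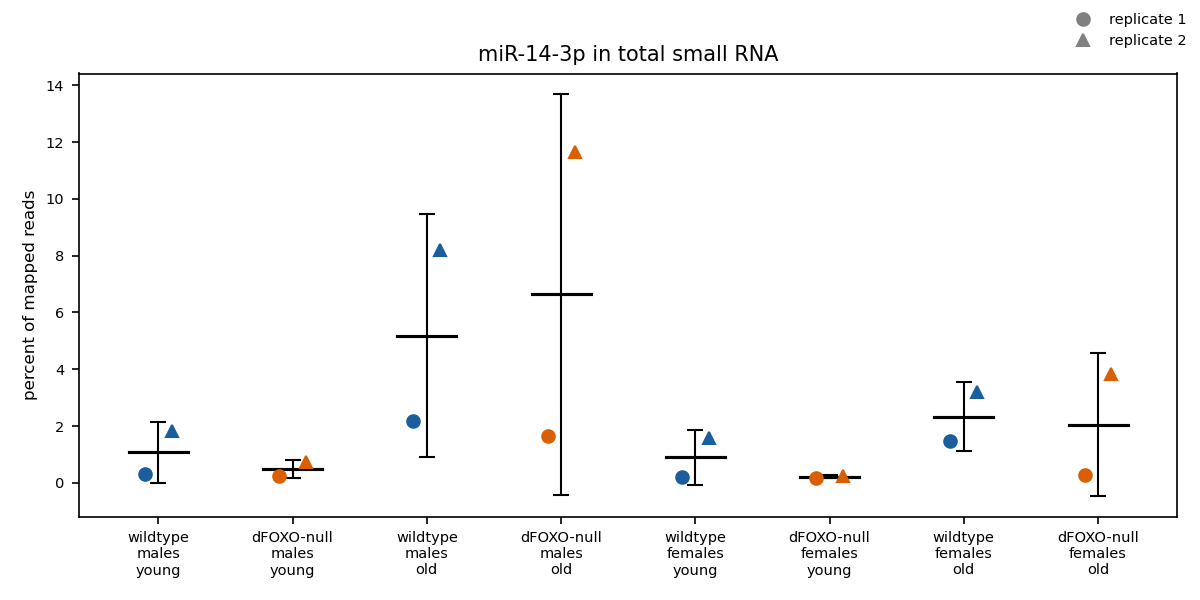
Percent of mapped reads of miR-14-3p in young and old flies of each sex and genotype; points are the replicates, horizontal lines the means and vertical bars the SD of 2 replicates. In old dFOXO-null males the replicates lie at 1.64% and 11.6%.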

In males, miR-34-5p abundance is equivalent in both genotypes (Fig 1A) but in females miR-34-5p is less abundant in dFOXO-null animals at both ages (Fig 4B).

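In males, the ratio of dFOXO-null to wildtype for miR-34-5p was 0.835 in young flies and 0.981 in old flies. The log2 fold changes were -0.26 in young males, 0.09 without wildtype young male replicate 2, and -0.03 in old males, between -0.65 and 0.55 without single libraries. In young females, miR-34-5p made up 0.735% ± 0.185 of mapped reads in dFOXO-null (SD, n = 2), a ratio of 0.56 to wildtype. The ratio was 1.17 in replicate 1 and 0.32 in replicate 2. Expressed as a log2 fold change, this was -0.84 (standard error 0.88, adjusted p = 0.906 from edgeR) and -0.00 without wildtype young female replicate 2. In old dFOXO-null females it made up 2.43% ± 1.31 (SD, n = 2), a ratio of 0.494 to wildtype, with 2.41 in replicate 1 and 0.364 in replicate 2. The log2 fold change was -1.02 (standard error 0.88, adjusted p = 0.596) and 1.96 without wildtype old female replicate 2. With spike-in reads as library size it was 1.54, where the median over the tested miRNAs was 1.14. At both ages the difference in females lay within the SD of wildtype. The difference between the sexes in the effect of dFOXO was -0.58 on the log2 scale in young flies (standard error 1.24, adjusted p = 0.648) and -0.99 in old flies (standard error 1.24, adjusted p = 0.549). Without wildtype female replicate 2 of the same age, it was 0.26 in young and 1.99 in old flies.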

**Fig 4:**
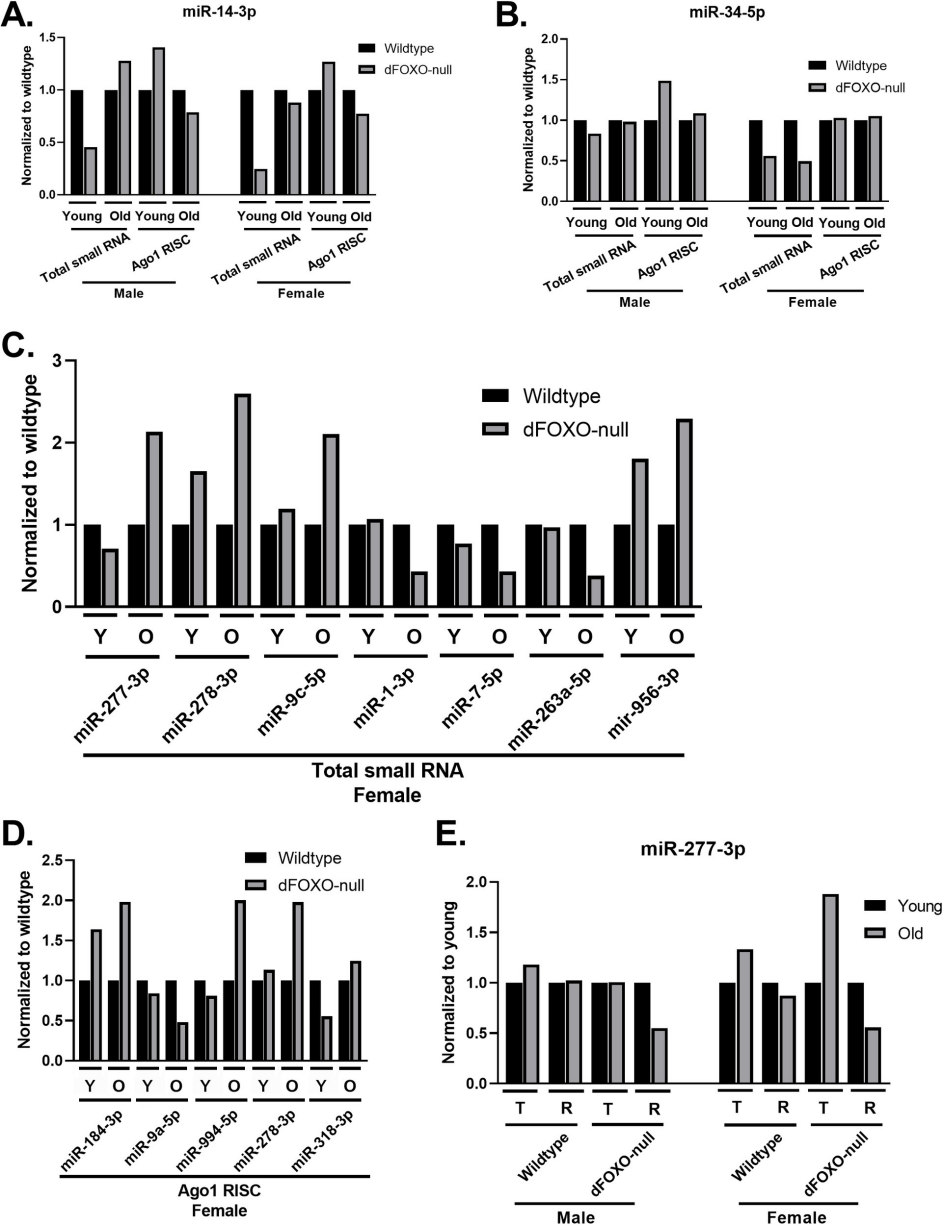
dFOXO dependent changes on small RNAs in total abundance and Ago1 RISC. Small RNAs from wildtype or dFOXO-null flies collected from whole lysate or Ago1 RISC were sequenced, mapped to known *Drosophila* miRNAs and transposons, and normalized by total mapped reads (n = 2). (A) miR-14-3p abundance from dFOXO-null flies in total small RNA or Ago1 RISC were normalized to wildtype. dFOXO-null animals have decreased miR-14-3p at young age in total abundance but not in Ago1 RISC. (B) miR-34-5p abundance in dFOXO-null females is half of wildtype in total abundance but similar abundance in Ago1 RISC. (C) In total small RNA in females, several miRNAs at young (Y) and old (O) age have differential abundance depending on dFOXO. (D) In Ago1 RISC in females, 3 different miRNAs than in total small RNA and miR-278-3p changed dependent on dFOXO. (E) miR-277-3p in total small RNA (T) and Ago1 RISC (R) has decreased abundance at old age only in Ago1 RISC of dFOXO-null males and females.

Other changes in abundance were observed in females only. 

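For the 7 miRNAs that the paper names next in females (miR-277-3p, miR-278-3p, miR-9c-5p, miR-1-3p, miR-7-5p, miR-263a-5p and miR-956-3p), the ratio of dFOXO-null to wildtype lay between 0.851 and 1.22 in young males and between 0.930 and 1.07 in old males. Between the sexes, the effect of dFOXO differed at an adjusted p under 0.05 for 0 of 208 miRNAs in young flies (10 unadjusted) and for 0 in old flies (10 unadjusted).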

Three miRNAs, miR-277-3p, miR-278-3p, and miR-9c-5p, are more abundant in older dFOXO-null animals compared to older wildtype (Fig 4C). 

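In old females, miR-277-3p made up 1.16% ± 0.466 of mapped reads in wildtype and 2.48% ± 1.29 in dFOXO-null (SD, n = 2 each), a ratio of 2.13, with 1.88 in replicate 1 and 2.27 in replicate 2. On the log2 scale the change was 1.09 (standard error 0.54, adjusted p = 0.363 from edgeR) and 0.43 without dFOXO-null replicate 2. miR-278-3p made up 0.547% and 2.14% in the wildtype replicates and 1.79% and 5.20% in the dFOXO-null replicates, a ratio of 2.60. Its log2 fold change was 1.38 (standard error 0.73, adjusted p = 0.407), between 0.41 without dFOXO-null replicate 2 and 2.67 without wildtype replicate 2. miR-9c-5p made up 0.691% and 0.275% in wildtype and 1.48% and 0.56% in dFOXO-null, a ratio of 2.11. Its log2 fold change was 1.08 (standard error 0.60, adjusted p = 0.441), between 0.21 without dFOXO-null replicate 1 and 1.89 without wildtype replicate 1. All 3 were higher in dFOXO-null in both replicates. Compared without pairing, the spread between replicates of a genotype was close to the size of the difference or above it for each of them. With DESeq2, the log2 fold change was 1.22 for miR-277-3p at an adjusted p of 0.0392 and 1.70 for miR-278-3p at an adjusted p of 0.0155. For miR-278-3p a block within age, chosen after seeing the data, gave 0.0121. Over the alternatives, the adjusted p ranged up to 0.851 for both. In young females the ratios were 0.708 for miR-277-3p, 1.65 for miR-278-3p and 1.20 for miR-9c-5p. The gene mir-277 lies on 3R of dm6 from 10100022 to 10100121, 814 bases from mir-34. The gene mir-278 lies on 2R from 15657066 to 15657163 and mir-9c on 2L from 16697924 to 16698015.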

Three miRNAs are less abundant in older dFOXO-null animals than in older wildtype, miR-1-3p, miR-7p, and miR-263a-5p (Fig 4C). 

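In old females, miR-1-3p made up 9.28% and 3.47% of mapped reads in the wildtype replicates and 4.20% and 1.25% in the dFOXO-null replicates, a ratio of 0.428. edgeR gave a log2 fold change of -1.23 (standard error 0.62, adjusted p = 0.367), between -2.35 without dFOXO-null replicate 1 and -0.35 without wildtype replicate 1. miR-7-5p made up 1.66% and 0.942% in wildtype and 0.829% and 0.293% in dFOXO-null, a ratio of 0.431. Its log2 fold change was -1.21 (standard error 0.58, adjusted p = 0.352), between -2.15 without dFOXO-null replicate 1 and -0.65 without dFOXO-null replicate 2. miR-263a-5p made up 0.884% and 1.81% in wildtype and 0.694% and 0.323% in dFOXO-null, a ratio of 0.378. Its log2 fold change was -1.40 (standard error 0.53, adjusted p = 0.212) and -0.80 without wildtype replicate 2. All 3 were lower in dFOXO-null in both replicates, with ratios of 0.453 and 0.36 for miR-1-3p, 0.499 and 0.311 for miR-7-5p and 0.785 and 0.179 for miR-263a-5p. A block within age, chosen after seeing the data, gave adjusted p values of 0.0299 for miR-1-3p and 0.0429 for miR-7-5p, in ranges up to 0.993 and 0.988 over the alternatives. With spike-in reads as library size, the log2 fold changes were 0.09 for miR-1-3p, 0.21 for miR-7-5p and 0.70 for miR-263a-5p. That scaling moved the median over the tested miRNAs from -0.22 to 1.14, so all 3 stayed below it. In young females the ratios were 1.07, 0.77 and 0.968. In dm6, mir-1 lies on 2L from 20487441 to 20487531 and mir-7 on 2R from 20606067 to 20606154.

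**Figure D3:**
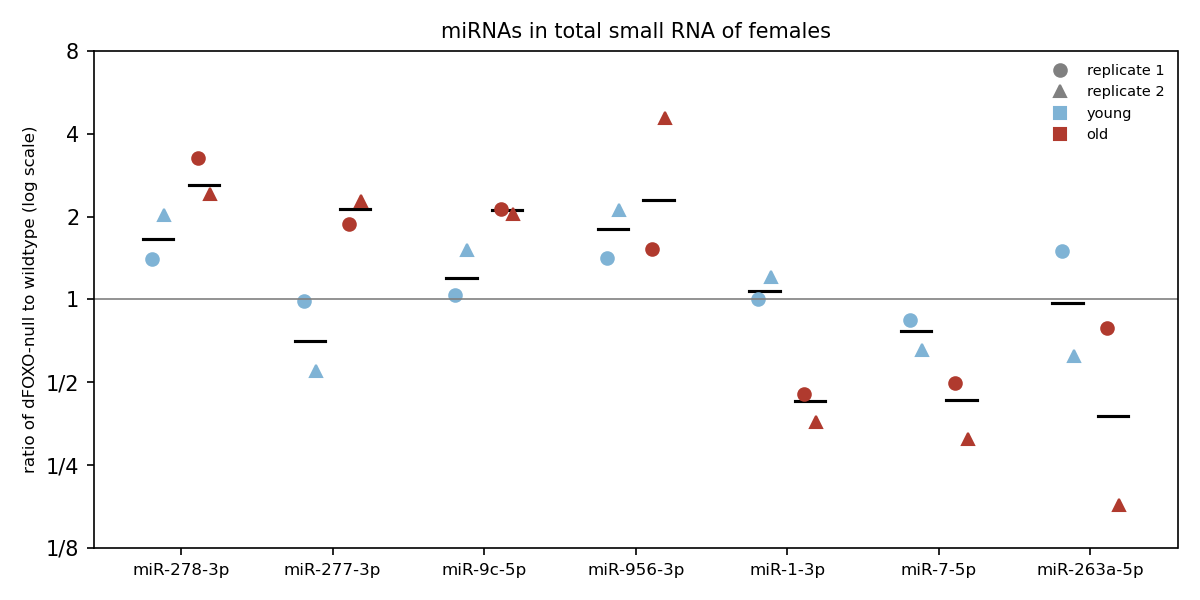
Ratio of dFOXO-null to wildtype percent of mapped reads in young and old females for 7 miRNAs, on a log axis; points are the ratios of the replicates and short black lines the ratios of the means. In old females the ratios of the means run from 0.378 for miR-263a-5p to 2.60 for miR-278-3p.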

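In young females, miR-956-3p made up 2.10% and 2.63% of mapped reads in the wildtype replicates and 2.98% and 5.57% in the dFOXO-null replicates. The ratio was 1.41 in replicate 1 and 2.12 in replicate 2, and 1.80 for the means. This amounted to a log2 fold change of 0.85 (standard error 0.51, adjusted p = 0.781 from edgeR) and 0.33 without dFOXO-null replicate 2. In old females it made up 6.75% and 2.29% in wildtype and 10.3% and 10.4% in dFOXO-null, with ratios of 1.53 and 4.56, and 2.29 for the means. Expressed as a log2 fold change, this was 1.20 (standard error 0.51, adjusted p = 0.283), 0.62 without wildtype replicate 2 and 2.18 without wildtype replicate 1. For the old females a block within age, chosen after seeing the data, gave an adjusted p of 0.0345, in a range up to 0.877 over the alternatives. The gene mir-956 lies on 3L of dm6 from 11773731 to 11773878, on the minus strand.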

One miRNA, miR-956-3p, is more abundant in dFOXO-null animals than wildtype at both ages (Fig 4C).

### dFOXO dependent changes in Ago1 RISC

To investigate effects of the dFOXO deletion on miRNA loading, we immunoprecipitated Ago1 RISC in wildtype and dFOXO-null animals and compared miRNA abundance. In the young animals of both sexes, disruption of dFOXO had no significant effect, above our stringent 2-fold threshold, on Ago1 RISC loading despite the miRNA abundance differences seen in the total small RNA libraries. In older female dFOXO-null animals, four miRNAs showed increased in abundance in Ago1 RISC, while one miRNA showed a decrease in loading (Fig 4D). 

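In total small RNA of young females, the ratio of dFOXO-null to wildtype for miR-184-3p was 1.52, with 1.62 in replicate 1 and 1.37 in replicate 2. The log2 fold change was 0.60 (standard error 0.48, adjusted p = 0.893 from edgeR) and 0.15 without dFOXO-null replicate 1. In old females, miR-184-3p made up 1.34% and 2.80% of mapped reads in wildtype and 0.991% and 1.11% in dFOXO-null, a ratio of 0.507. On the log2 scale the change was -0.98 (standard error 0.48, adjusted p = 0.363), -0.35 without wildtype replicate 2 and 0.69 with spike-in reads as library size, where the median over the tested miRNAs was 1.14. The ratio in old females was 0.738 in replicate 1 and 0.396 in replicate 2. For miR-9a-5p the ratio was 0.901 in young females and 0.744 in old females. Its log2 fold change was -0.15 in young females, 0.16 without wildtype replicate 1. In old females it was -0.43 (standard error 0.51, adjusted p = 0.649) and 0.44 without wildtype replicate 1. The gene mir-184 lies on 2R of dm6 from 13329402 to 13329501 and mir-9a on 3L from 19565131 to 19565208.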

Of the four miRNAs that exhibited changes in Ago1 RISC loading, miR-184-3p and miR-9a-5p do not show a change in total abundance. One miRNA is affected by loss of dFOXO in both sexes in older animals; miR-277-3p is comparatively less abundant in Ago1 RISC in dFOXO-null animals (Fig 4E).

### The basal landscape of transposon siRNAs is dFOXO sensitive

As the identity of the most abundant transposon siRNAs differ between wildtype and the dFOXO-null animals, it is quite difficult to directly compare specific transposons. 

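Of the 20 transposons with the most 21 nt reads in young wildtype males, 17 were among the 20 highest in young dFOXO-null males. In young females, 14 of 20 were shared. In males 297 had rank 1 in wildtype and rank 4 in dFOXO-null, whereas roo had rank 2 in wildtype and rank 1 in dFOXO-null. In females 297 had rank 1 in wildtype and rank 11 in dFOXO-null. The highest in young dFOXO-null females was mdg1, with 0.891% of mapped reads against 0.959% in wildtype. Reads on transposons made up 1.24% ± 0.193 of mapped reads in young and 1.38% ± 0.362 in old dFOXO-null males, and 8.45% ± 1.37 in young and 9.15% ± 3.14 in old dFOXO-null females (SD, n = 2 each).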

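In young males, 297 took 0.608% ± 0.160 of mapped reads in wildtype and 0.0481% ± 0.0541 in dFOXO-null (SD, n = 2 each). The ratio of dFOXO-null to wildtype was 0.0198 in replicate 1 and 0.120 in replicate 2, and 0.0791 for the means. edgeR gave a log2 fold change of -3.68 (standard error 0.84, adjusted p = 0.0380). It was -5.95 without dFOXO-null replicate 2. With only the 4 libraries compared in the fit, the adjusted p was 0.451, in a range of 9.76e-05 to 1 over the alternatives. In old males, 297 took 0.974% ± 0.254 in wildtype and 0.0973% ± 0.0643 in dFOXO-null (SD, n = 2 each), a ratio of 0.0999. This amounted to a log2 fold change of -3.33 (standard error 0.83, adjusted p = 0.132), and with DESeq2 the adjusted p was 0.00258, in a range of 0.00258 to 1. In young females the percents were 1.17% ± 0.146 and 0.233% ± 0.0408 (SD, n = 2 each), a ratio of 0.199 and a log2 fold change of -2.33 (standard error 0.79, adjusted p = 0.373). With only the 4 libraries compared in the fit, this adjusted p was 0.0227, in a range of 0.0227 to 0.995. In old females they were 1.59% ± 0.159 and 0.349% ± 0.0860 (SD, n = 2 each), a ratio of 0.219 and a log2 fold change of -2.19 (standard error 0.79, adjusted p = 0.321). In each sex and age the difference exceeded the SD of either genotype.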

In both sexes of wildtype animals, *297* is the transposon with the most siRNAs. siRNA reads mapping to *297* are much less abundant in dFOXO-null libraries, with 4-fold fewer in females and 8-fold fewer in males (Fig 5A and 5B). The transposon with the most abundant siRNAs in dFOXO-null males is *roo* (S2 Table), which has 2-fold more siRNA abundance in wildtype males and but has a similar abundance in both female genotypes (Fig 5A and 5B).

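In young males, roo took 0.166% ± 0.0360 of mapped reads in wildtype and 0.486% ± 0.111 in dFOXO-null (SD, n = 2 each). The ratio of dFOXO-null to wildtype was 2.89 in replicate 1 and 2.94 in replicate 2. Expressed as a log2 fold change, this was 1.55 (standard error 0.46, adjusted p = 0.165 from edgeR). With DESeq2 it was 1.68 at an adjusted p of 7.32e-05, in a range up to 1 over the alternatives. In old males, roo took 0.161% ± 0.00325 in wildtype and 0.394% ± 0.0240 in dFOXO-null (SD, n = 2 each), with ratios of 2.30 and 2.58. The log2 fold change was 1.29 (standard error 0.46, adjusted p = 0.193), and with DESeq2 the adjusted p was 0.00337, in a range up to 1. Both differences were several times the SD of the replicates. In females the ratio was 1.20 in young flies, with 0.657% ± 0.0232 in wildtype and 0.789% ± 0.151 in dFOXO-null, and 1.31 in old flies, with 0.607% ± 0.00969 and 0.799% ± 0.269 (SD, n = 2 each). The difference in females lay within the SD of the dFOXO-null replicates at each age.

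**Figure D4:**
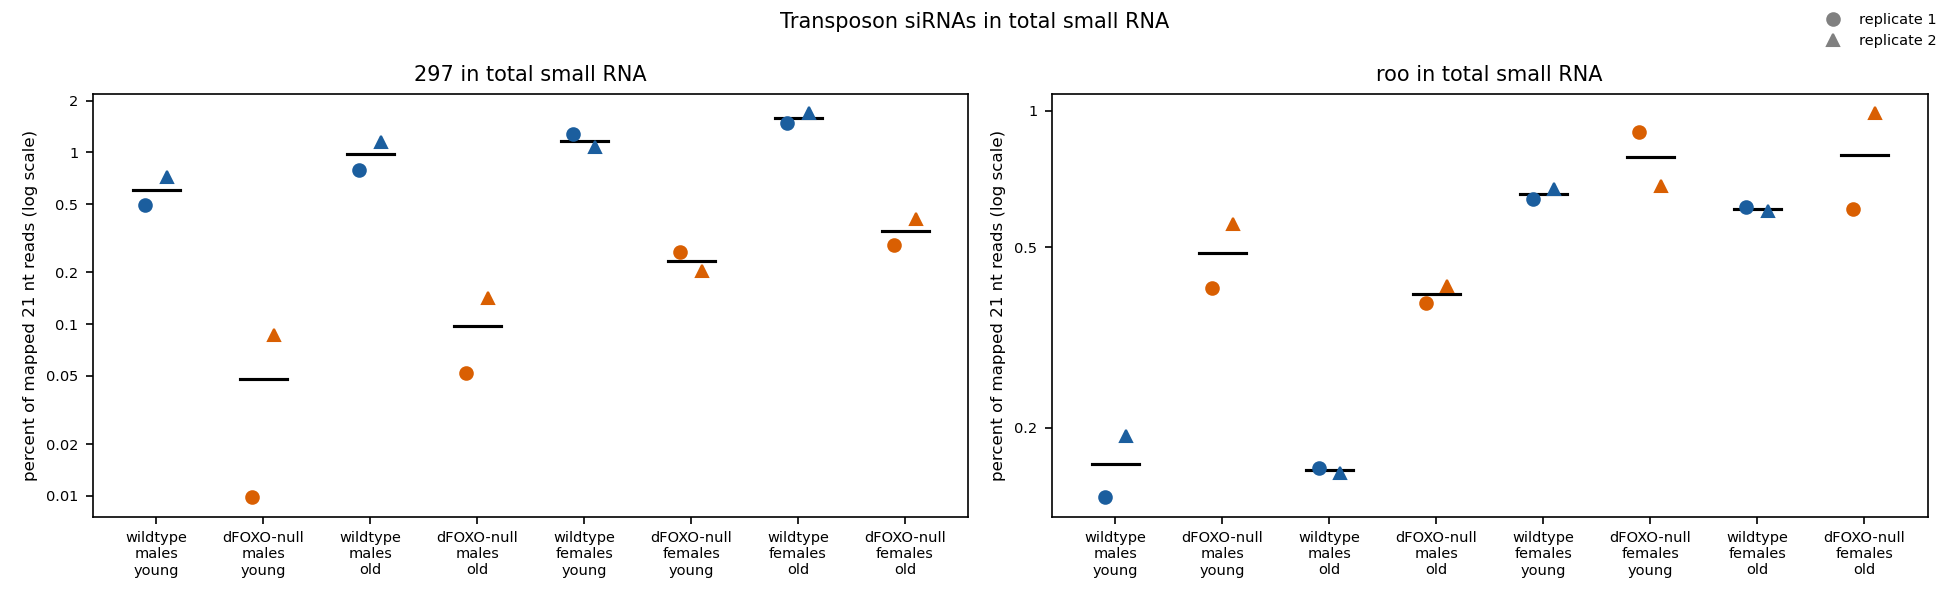
Percent of mapped 21 nt reads of 297 and roo in young and old flies of each sex and genotype, on a log axis; points are the replicates and horizontal lines the means. In males, roo lies at 0.166% (young) and 0.161% (old) in wildtype and at 0.486% and 0.394% in dFOXO-null.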

**Fig 5:**
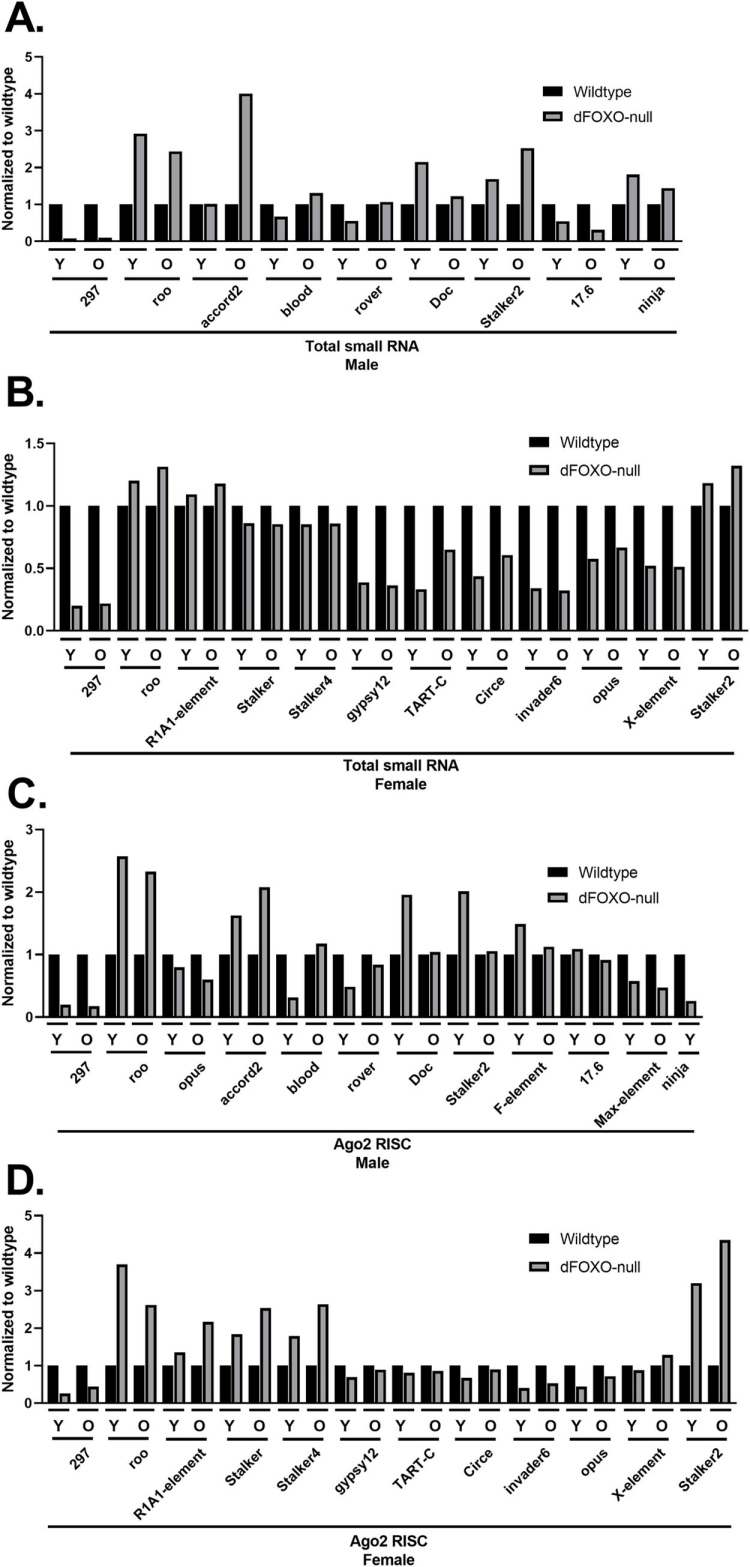
dFOXO dependent changes on transposon siRNAs in total abundance and Ago2 RISC. Small RNAs from wildtype or dFOXO-null flies collected from whole lysate and Ago2 RISC were sequenced, size selected to 21 nt in silico, mapped to known *Drosophila* miRNAs and transposons, and normalized by total mapped reads (n = 2). (A) Many transposon siRNAs in total small RNA at either or both young (Y) and old (O) age have differential abundance dependent on dFOXO in males and (B) females. (C) Most of these transposons also have differential abundance dependent on dFOXO in Ago2 RISC as well in males and (D) females. *Ninja* was not detected in the male wildtype Ago2 RISC old timepoint.

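Of the 20 listed transposons in males, 3 differed at least 2-fold between the genotypes in young flies, 2 higher and 1 lower in dFOXO-null, and 7 in old flies, 3 higher and 4 lower. Without single libraries, the counts ranged from 5 (without dFOXO-null replicate 2) to 7 (without wildtype replicate 1) in young males and from 5 to 9 in old males. The 3 in young males were 297, roo and Doc, the last with a ratio of 2.15. In old males, accord2 had the highest ratio of means, 4.01, with 1.12 in replicate 1 and 13.2 in replicate 2. Lower in old dFOXO-null males, beside 297, were 17.6 with a ratio of 0.312, opus with 0.305 and copia with 0.432. In females, 5 of 20 were at least 2-fold lower in young dFOXO-null flies and 3 in old ones, in both replicates each, and 0 were 2-fold higher. Without single libraries, the counts rose to 8 in young females (without dFOXO-null replicate 1) and in old females to 8 (without dFOXO-null replicate 2) and 6 (without wildtype replicate 1). The ratios were 0.388 in young and 0.364 in old females for gypsy12, 0.34 and 0.322 for invader6, 0.436 and 0.607 for Circe and 0.334 and 0.651 for TART-C. The median ratio over the list was 0.678 in young and 0.669 in old females. Adjusted over the list alone, 2 of 20 transposons had an adjusted p under 0.05 in young males, 1 in old males and 0 in females of either age. The study chose these lists on young wildtype libraries used here, so the counts over the list are not independent evidence.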

### dFOXO dependent changes in Ago2 RISC

The siRNA RISC occupancy of several transposons differs between wildtype and dFOXO-null animals. However, most of the differences can be traced to differences in total siRNA abundance. For example, in the cases of *297* and *roo*, transposons with the most abundant siRNAs in wildtype and dFOXO-null respectively, the difference in abundance is reflected in the siRNA content of Ago2 RISC (Fig 5C and 5D). In males there are two notable exceptions. First, in old animals, although the *stalker2* occupancy is the same for both genotypes, the total siRNA abundance is greater in dFOXO-nulls (Fig 5A and 5C). 

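In total small RNA of old males, Stalker2 took 0.00692% and 0.00527% of mapped reads in the wildtype replicates and 0.00718% and 0.0236% in the dFOXO-null replicates. The ratio of the means was 2.53, with 1.04 in replicate 1 and 4.48 in replicate 2, and the library with the fewest reads held 13. On the log2 scale the change was 1.25 (standard error 0.59, adjusted p = 0.272 from edgeR) and 0.22 without dFOXO-null replicate 2. The difference lay within the SD of the dFOXO-null replicates. In old females the ratio was 1.32. Loading into Ago2 RISC was not analysed here.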

Second, while the total siRNAs matching *ninja* are similar between genotypes, *ninja* siRNAs are not loaded as efficiently into Ago2 RISC in wildtype animals as in the dFOXO-null animals (Fig 5A and 5C). 

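In total small RNA, ninja took 0.00581% and 0.0109% of mapped reads in young wildtype males and 0.0123% and 0.0181% in young dFOXO-null males, a ratio of 1.81. edgeR gave a log2 fold change of 0.86 (standard error 0.60, adjusted p = 0.710). In old males it took 0.00535% and 0.0105% in wildtype and 0.0107% and 0.0123% in dFOXO-null, a ratio of 1.44, with 14 reads in the library with the fewest. This amounted to a log2 fold change of 0.56 (standard error 0.62, adjusted p = 0.844) and 0.11 without wildtype replicate 1.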

There are also exceptions in females. For example, siRNAs matching *stalker*, *stalker2*, *stalker4*, *gypsy12*, *circe* and *TART-C* are overrepresented in the Ago2 RISC relative to their total abundance.

## Discussion

In wildtype *Drosophila* of both sexes, the relative abundance of most small RNAs did not change with age. This indicates that the small RNA landscape remains relatively stable in otherwise unstressed aging animals. However, there were a handful of miRNAs whose expression was affected by aging. 

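With age, 0 of the 208 tested miRNAs had an adjusted p under 0.05 in wildtype males (lowest 0.284) and 0 in wildtype females (lowest 0.0808; edgeR). At an unadjusted p under 0.05 there were 14 in males, 12 higher and 2 lower in old flies, and 28 in females, 15 higher and 13 lower. The median standard error of a log2 fold change was 0.721 in males and 0.741 in females. The median log2 fold change with age was 0.54 in males and 0.04 in females. It was -0.17 and -0.08 with TMM normalization, -0.14 and -0.38 with DESeq2, and -2.52 and -2.84 with spike-in reads as library size. DESeq2 gave 3 miRNAs in males, all lower in old flies, and 15 in females, 2 higher and 13 lower. Of the 1566 transcripts tested in the table of reads on dm6, 0 had an adjusted p under 0.05 in wildtype males (236 unadjusted) and 0 in wildtype females (211 unadjusted). With the siblings' replicate number as a block, these counts were 177 in males, 163 higher and 14 lower in old flies, and 5 in females, 1 higher and 4 lower. From the small share of small RNAs that changed in relative abundance, the paper concludes that the small RNA landscape stays relatively stable in aging flies that are not otherwise stressed.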

Notably, the abundance of both miR-14-3p and miR-34-5p increases with age in male and female *Drosophila* (Fig 1A). Interestingly, these age dependent changes in the total small RNA population are not always reflected in Ago1 RISC, suggesting that loading into Ago1 does not always correlate with the total abundance of a given miRNA (Figs 1A, 1B, 3A and 3B). This is true even for miRNAs, such as miR-14-3p, which are preferentially loaded into Ago1 rather than Ago2 [2]. The total abundance of miR-14-3p increases by more than 2-fold with age, but its abundance in Ago1 RISC does not increase at that same rate. This suggests that the rate of miR-14-3p loading into Ago1 RISC may decrease with age. Perhaps this corresponds to the metabolism dysregulation that older animals experience; as insulin production and normal fat metabolism are key functions of mir-14 [30, 31].

Previous studies have only investigated miRNA occupancy in RISC in males as a function of age [20], and no studies had investigated the total small RNA landscape across age for comparison. Here we find that aging females show an age dependent pattern in their total miRNA landscape that is similar to males, with major differences arising from ovary associated miRNAs, which decrease with age (Fig 1B).

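Between the sexes, the change with age differed at an adjusted p under 0.05 for 0 of 208 miRNAs (7 unadjusted; edgeR). In wildtype males, the ratio of old to young was 0.755 for miR-994-5p, with 32 to 665 reads in a library, and 1.59 for miR-318-3p, with 93 to 1456.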

The loss of dFOXO, in unstressed laboratory growth conditions, leads to only small changes in the overall small RNA landscape with respect to age, with most of the effects limited to only one of the time points. miR-277-3p abundance increases in old animals to a much greater extent in dFOXO-null animals than in wildtype. 

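With age, miR-277-3p fell in wildtype females from 1.86% ± 0.755 of mapped reads (SD, n = 2), a ratio of 0.625, with 0.628 and 0.623 in the sibling pairs, and a log2 fold change of -0.68 (standard error 0.53, adjusted p = 0.51 from edgeR). With DESeq2 it was -1.25 at an adjusted p of 0.0499, in a range of 0.0499 to 0.696 over the alternatives. In dFOXO-null females it rose from 1.32% ± 0.00477 (SD, n = 2), a ratio of 1.88, with 1.19 and 2.57 in the sibling pairs, and a log2 fold change of 0.91 (standard error 0.53). Without young wildtype replicate 2 the change in wildtype was -0.19, and without old dFOXO-null replicate 2 the change in dFOXO-null was 0.25. Between the genotypes the change differed by 1.59 on the log2 scale (standard error 0.75, adjusted p = 0.269 over the 5 interactions, from edgeR) and 0.93 without old dFOXO-null replicate 2. DESeq2 gave 1.55 at an adjusted p of 0.0425, in a range of 0.0425 to 0.265 over the alternatives. In males the log2 fold change was 0.24 in wildtype and 0.29 in dFOXO-null, each with a change of direction under TMM normalization, to -0.57 and -0.75. Compared without the pairing of siblings, both changes in females lay within the SD of the replicates.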

Intriguingly, the constitutive expression of this miRNA has been shown to shorten lifespan and interfere with normal metabolism [32]. However, the loading of miR-277-3p into Ago1 RISC in both sexes of dFOXO-null animals is depressed at the old timepoint, even though miR-277-3p abundance is elevated in old dFOXO-null females compared to wildtype. This result suggests a complex dynamic between the total pool of small RNAs and the efficiency of their loading into RISC (Fig 4E). Therefore, both increased abundance and decreased loading of miR-277-3p could contribute to the shorter lifespan of dFOXO-null animals.

One exception to the general trend in age specific differences is miR-956-3p. This miRNA is more abundant in dFOXO-null females at both timepoints (Fig 4C). Interestingly, the knockout of miR-956-3p appears to be protective against the *Drosophila* C Virus [33]. Given dFOXO’s role in defending against RNA viruses [9], perhaps dFOXO does so by acting through a number of avenues, repressing the expression of miR-956-3p while increasing that of Ago2 and DCR-2. These differences in miRNA abundance and loading into RISC may have more to do with dFOXO as a transcription factor than its direct effects on the expression of miRNA machinery; we observed only changes to particular small RNAs, and not a global trend.

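Between the genotypes, 2 of 105 tested transposons differed at an adjusted p under 0.05 in young males (9 unadjusted), 0 in old males (18 unadjusted), 1 in young females (10 unadjusted) and 0 in old females (9 unadjusted; edgeR). The 2 in young males were 297 and TARTYAK, which was higher in dFOXO-null with a log2 fold change of 2.28 (standard error 0.53). In young females STALKER3 was lower in dFOXO-null, with a log2 fold change of -3.18 (standard error 0.66, adjusted p = 0.0341). DESeq2 gave 8 in old males, 4 higher and 4 lower, and 4 in young males, 3 higher and 1 lower. With reads on transposons as library size, 4 differed in old males, 3 higher and 1 lower, and 0 in young females. The count in young females was also 0 with TMM normalization, spike-in reads as library size or 19 to 25 nt reads. It was 0 with at least 10 counts in every library and 2 with only the 4 libraries compared. In young males the count was 0 with only the 4 libraries compared, spike-in reads as library size or 19 to 25 nt reads.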

The siRNAs landscape targeting transposons differs between the 2 genotypes tested here. This may be due to the apparent difference in active transposons between these two strains [19]. However, the differences in siRNA abundance both in total small RNA population and loaded in RISC do not correlate with the differences seen in transposon mRNAs [19]. This suggests a complex interaction between transposon mRNA expression, siRNA formation and RISC loading that is still unexplored.

The most abundant transposon siRNAs loaded into Ago2 RISC trend downward with age (Fig 3C and 3D). As our analysis is based upon normalizing each library to the total miRNA and transposon siRNA reads mapped, this observation corresponds directly to an increase in the short isoforms of miRNAs in Ago2 RISC, which agrees with previous observations reported in males [20] (Fig 4E). This could reflect an age dependent decrease in Ago2 loading specificity that allows for the increased the silencing efficiency of miRNAs like miR-34-5p, which has an established role in preventing the aging of the brain [21]. However, the associated decrease in siRNAs occupancy in Ago2 RISC may leave the animal less able to defend against transposon activity as they age, potentially contributing to the age associated increase in transposon expression. Our results with total small RNAs and RISC bound small RNAs in both sexes largely complement what was previously found relating to aging and the Ago2 RISC complex. We concur that as the animal ages, there is an increase in miRNA loading into Ago2 RISC [20].

The work described here used two timepoints to investigate changes in the small RNA landscape and identified interesting differences. But overall the results indicate a remarkable stability to the small RNA landscape. One of the motivations for using this time window is that previous work that had identified changes in siRNA, miRNA, transposon and gene expression in this timeframe [15–18, 20–22]. However, this is a relatively early time point in the lifespan of the w^DAH^ line. Therefore, it is possible that there are more dramatic effects on small RNA landscape in truly old animals. In addition, using whole animals could mask tissue specific effects. Further investigation is required to address these questions.

## Methods

### Fly lines and maintenance

w^Dahomey^ (w^DAH^) and w^DAH^; *foxo*^*Δ94*^ (dFOXO-null) lines were obtained from the Partridge lab. The w^Dah^ strain originated from the backcrossing of white^1118^ into the outbred wild-type *Dahomey* background. w^DAH^; *foxo*^*Δ94*^ was created by imprecise P element excision and backcrossed extensively to w^DAH^ [14]. Flies were reared at 25°C with a 12 h light/dark cycle at controlled relative humidity. Flies were fed food with a ratio of 3.23 g of dextrose per 1 g of flaked yeast. For sequencing experiments and immunoprecipitations, males and females were kept together with a density of approximately 30 to 40 animals per vial and flipped weekly until time of collection when animals were separated by sex.

### Life span assay

w^DAH^ and w^DAH^; *foxo*^*Δ94*^ flies life span assay was performed by following the procedure from a previous report [34]. Briefly, newly eclosed flies were mated in bottles for 2 days, sorted by gender, then kept at the density of 25 flies per vial. Flies were transferred to fresh vial 2–3 times per week and mortality was recorded during the transfer. A total of 8–10 vials per genotype were measured for each replicate. Two independent replicates were performed.

### Antisera generation

Glutathione-S-transferase (GST) fusions to the N-terminus of Ago1 (aa 1–300) or Ago2 (aa 1–490) were purified from *E*. *coli* and sent to Cocalico Biologicals, Inc. for guinea pig immunization and antisera production.

### Argonaute immunoprecipitation

Forty whole mated female or male flies were homogenized in 500 μL of chilled lysis buffer [35]. Lysates were incubated on ice for 10 minutes and centrifuged at 15,000 rpm for 15 minutes at 4°C. Two hundred microliters of supernatant were kept as input. For the Ago1 immunoprecipitation, 4 μL of polyclonal guinea pig antibodies BRD-GP-3 and 4 μL BRD-GP-4 were added to 100 μL of lysate. For the Ago2 immunoprecipitation, the same was done with polyclonal guinea pig antibodies BRD-GP-5 and BRD-GP-6. Lysates were incubated with antibody and were rotated for 1 hour at 4°C. Fifty microliters of 25% slurry Pierce protein A/G magnetic agarose [Thermo Fisher] were prepared for each IP. The magnetic agarose was washed in 1 mL of lysis buffer three times before being resuspended in the original volume. Forty microliters of slurry were aliquoted into new tubes, supernatant was removed, and the lysates with antibody were added. Lysates and magnetic agarose were incubated overnight with rotation at 4°C. Agarose was washed five times for 5 minutes in 500 μL of lysis buffer at 4°C before elution for RNA extraction or western blotting.

### RNA extraction, RNA size selection, and small RNA sequencing

RNA was extracted from 40 whole mated female or male flies or from immunoprecipitated Ago1 or Ago2 using Trizol reagent [Invitrogen] following the manufacturer’s protocol. RNA extracted from whole flies was sized selected to 19 to 35 nt fragments using 17% 19:1 acrylamide:bisacrylamide urea gels [National Diagnostics]. Gels were sliced from 19–35 nt, crushed, and eluted overnight in 500 μL 0.3 M sodium acetate with rotation. Twenty micrograms of glycogen and small RNA spike ins [36] were added to the supernatant before it was precipitated with 750 μL isopropanol at -20°C for 1 hour, centrifuged at 15,000 rpm for 30 minutes at 4°C, washed in 80% EtOH, air dried, and resuspended in 50 μL H_2_O. Small RNA libraries were constructed using the NEBNext^®^ Small RNA Library Prep Set for Illumina^®^ [New England Biolabs] following the manufacturer’s protocol. Libraries were sequenced on a NextSeq500 platform [Illumina].

### Computational analysis

Processing of sequence files was conducted using the Galaxy web platform [37] and the Mississippi server sponsored by the ARTbio bioinformatics facility of the Institut de Biologie Paris Seine based at the University Pierre & Marie Curie. Adapters were removed using the application Trim Galore! designed by Felix Krueger on the default settings and by inputting the adapter sequence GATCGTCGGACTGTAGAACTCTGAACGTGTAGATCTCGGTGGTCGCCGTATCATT. The trimmed sequence files were processed through the Reverse-Complement application. These trimmed and reverse complemented files were then size selected using Filter FASTQ [38] to filter out reads longer than 25 nt or filtered to only include 21 nt reads for transposon siRNA analysis. Reads were mapped to the dm6 genome or an in-house FASTA consisting of spike-ins [36], known *Drosophila* transposons, mature miRNAs, and miR* strands using sR_bowtie [39] set to match and report all valid alignments with 1 mismatch allowed. Alignments were quantified using featureCounts [40]. miR* strands, and transposons with an average of less than 5 reads across the libraries were removed from analysis to avoid noise using DEBrowser v1.18.2 [41]. Libraries were normalized by total mapped reads, adapted from Czech *et*. *al* 2008 [2, 29]. All sequencing data files are available from the GEO database (accession numbers GSE212492, GSE212493.)

## Supporting information

S1 Fig Survival curves of animals used in this work. Percent survival of wildtype (w^DAH^) and dFOXO-null (w^DAH^; *foxo*^*Δ94*^) flies were recorded 2–3 times weekly. (A) Mated wildtype males had a median lifespan of 90 days and a maximum survival of 105 days while mated dFOXO-null males had a median lifespan of 45 days and a maximum survival of 65 days. (B) Mated wildtype females had a median lifespan of 90 days and a maximum survival of 110 days while mated dFOXO-null females had a median lifespan of 55 days and a maximum survival of 70 days.
(TIFF) Click here for additional data file.

S2 Fig Ago1 and Ago2 antisera effectively and specifically immunoprecipitate Ago1 and Ago2. (A) Guinea pig anti-Ago1 antisera, Guinea pig anti-Ago2 antisera, or preimmune antisera were used in an immunoprecipitation (IP) using lysate from *Drosophila melanogaster* Schneider 2 cells as input. Western blot of input, supernatant, and eluate was probed with a commercial rabbit (RB) anti-Ago1 antibody. Anti-Ago1 antisera immunoprecipitated Ago1 and was capable of depleting the lysate of Ago1. Preimmune sera and anti-Ago2 antisera did not immunoprecipitate Ago1. (B) A second blot was probed with a commercial rabbit anti-Ago2 antibody. Similarly, anti-Ago2 antisera was able to immunoprecipitate Ago2 and depleted the lysate of Ago2. Preimmune sera and anti-Ago1 antisera did not immunoprecipitate Ago2.
(TIF) Click here for additional data file.

S3 Fig siRNAs against transposons make up larger percentages of Ago2 RISC than Ago1 RISC. Small RNA immunoprecipitated with Ago1 RISC or Ago2 RISC from young (5 day old) or old (35 day old) whole flies were sequenced, size selected to 21 nt *in silico*, and mapped to known *Drosophila* miRNAs and transposons (n = 2). Transposon siRNAs are plotted as percent of mapped reads in Ago1 RISC against percent of mapped reads in Ago2 RISC. All transposon siRNAs that were detected in both RISC make up a greater percentage of Ago2 RISC.
(TIF) Click here for additional data file.

S1 Table 20 miRNAs make up the majority of miRNAs detected in total small RNA, Ago1, and Ago2 RISC. Small RNAs from whole flies, Ago1 RISC immunoprecipitation (IP), or Ago2 RISC IP were sequenced, mapped to known *Drosophila* miRNAs and transposons, and normalized as a percent of total reads mapped (n = 2). miRNA reads were then normalized by total miRNA reads and shown here. (A) The 20 most abundant miRNAs in young wildtype males make up 87 to 94 percent of the total miRNA reads in the male libraries. 

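S1A Table lists each of these miRNAs with its mean percent of the miRNA reads. Computed from the counts, the 20 miRNAs made up 91.1% ± 1.85 of the miRNA reads in old wildtype males, 93.1% ± 0.781 in young dFOXO-null males and 90.3% ± 1.91 in old dFOXO-null males (SD, n = 2 each). Of the 80 values of the table for total small RNA, 77 equalled the recomputed mean within rounding.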

(B) The 20 most abundant miRNAs in young wildtype females make up 79 to 87 percent of the total miRNA reads in the female libraries.

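In old wildtype females the 20 miRNAs made up 84.8% ± 4.32 of the miRNA reads, in young dFOXO-null females 87.2% ± 0.846 and in old dFOXO-null females 86.3% ± 2.68 (SD, n = 2 each). Of the 80 values for total small RNA in S1B Table, 73 equalled the recomputed mean within rounding.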

(PDF) Click here for additional data file.

S2 Table 20 transposon siRNAs make up the majority of transposon siRNAs detected in total small RNA and Ago2 RISC. Small RNAs from whole flies, Ago1 RISC immunoprecipitation (IP), or Ago2 RISC IP were sequenced, size selected in silico, mapped to known *Drosophila* miRNAs and transposons, and normalized as a percent of total reads mapped (n = 2). Transposon siRNA reads were then normalized by total transposon siRNA reads and shown here. 

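In total small RNA of old wildtype males, the 20 transposons of S2A Table took 85.7% ± 0.115 of the 21 nt reads on transposons. They took 81.6% ± 5.18 in young and 77.8% ± 1.54 in old dFOXO-null males (SD, n = 2 each). Of the 80 values for total small RNA in S2A Table, 78 equalled the recomputed mean within rounding. The listed names were assigned to sequences by the closest of these values, so the match is in part built in.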

(A) The 20 most abundant transposon siRNAs in young wildtype males make up 57 to 88 percent of the total transposon siRNA reads in male total small RNA and Ago2 RISC. (B) The 20 most abundant transposon siRNAs in young wildtype females make up 55 to 66 percent of the total transposon siRNA reads in the female total small RNA and Ago2 RISC.

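In total small RNA of old wildtype females, the 20 transposons of S2B Table took 66.0% ± 0.631 of the 21 nt reads on transposons. They took 63.8% ± 0.996 in young and 65.5% ± 0.125 in old dFOXO-null females (SD, n = 2 each). Of the 80 values for total small RNA in S2B Table, 77 equalled the recomputed mean within rounding. As for S2A Table, the names were assigned by the closest values.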

(PDF) Click here for additional data file.

S1 Raw images (PDF) Click here for additional data file.

# Supplementary material for: The small RNA landscape is stable with age and resistant to loss of dFOXO signaling in Drosophila
**Source:** PLoS One. 2022 Nov 16;17(11):e0273590. doi: 10.1371/journal.pone.0273590
**Supplement:** S1 Table — Small RNAs from whole flies, Ago1 RISC immunoprecipitation (IP), or Ago2 RISC IP were sequenced, mapped to known Drosophila miRNAs and transposons, and normalized as a percent of total reads mapped (n = 2). miRNA reads were then normalized by total miRNA reads and shown here. (A) The 20 most abundant miRNAs in young wildtype males make up 87 to 94 percent of the total miRNA reads in the male libraries. (B) The 20 most abundant miRNAs in young wildtype females make up 79 to 87 percent of the total miRNA reads in the female libraries.

**S1A Table. 20 miRNAs make up the majority of miRNAs detected in total small RNA, Ago1, and Ago2 RISC.**

|                               | Male            |             |             |             |             |             |                 |             |             |             |             |             |
|-------------------------------|-----------------|-------------|-------------|-------------|-------------|-------------|-----------------|-------------|-------------|-------------|-------------|-------------|
|                               | Wildtype        |             |             |             |             |             | dFOXO-null      |             |             |             |             |             |
|                               | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             |
|                               | Young           | Old         | Young       | Old         | Young       | Old         | Young           | Old         | Young       | Old         | Young       | Old         |
| miR-276a-3p                   | 25.2            | 20.8        | 17.2        | 13.9        | 19.8        | 18.0        | 23.3            | 17.4        | 16.7        | 16.9        | 19.9        | 14.8        |
| miR-276b-3p                   | 16.4            | 14.1        | 13.3        | 10.5        | 15.3        | 13.3        | 15.4            | 12.1        | 12.5        | 12.1        | 14.3        | 11.4        |
| miR-1-3p                      | 15.4            | 9.5         | 22.5        | 11.9        | 16.0        | 11.2        | 18.7            | 10.1        | 18.3        | 12.9        | 15.6        | 10.8        |
| bantam-3p                     | 8.0             | 7.8         | 5.1         | 4.8         | 6.0         | 5.4         | 7.1             | 7.6         | 5.7         | 4.3         | 5.0         | 4.1         |
| miR-8-3p                      | 4.1             | 4.6         | 3.5         | 6.0         | 3.6         | 4.5         | 4.1             | 5.9         | 4.5         | 5.0         | 3.0         | 5.3         |
| miR-956-3p                    | 2.7             | 3.7         | 3.0         | 4.7         | 3.2         | 4.9         | 3.0             | 3.6         | 2.6         | 3.0         | 3.0         | 2.9         |
| miR-999-3p                    | 2.6             | 1.6         | 2.0         | 1.3         | 1.5         | 1.2         | 2.4             | 1.4         | 1.6         | 1.3         | 1.2         | 0.8         |
| miR-277-3p                    | 2.4             | 2.9         | 4.5         | 4.5         | 4.6         | 3.6         | 2.4             | 3.0         | 4.2         | 2.3         | 4.1         | 3.6         |
| miR-34-5p                     | 2.2             | 6.8         | 3.0         | 7.9         | 4.2         | 6.1         | 1.9             | 6.7         | 4.5         | 8.6         | 5.1         | 11.2        |
| miR-184-3p                    | 2.1             | 2.2         | 3.1         | 3.0         | 2.7         | 2.8         | 2.7             | 2.3         | 2.9         | 3.9         | 3.3         | 3.0         |
| miR-263a-5p                   | 1.9             | 2.0         | 1.5         | 1.8         | 1.5         | 2.5         | 1.9             | 1.9         | 1.1         | 1.5         | 1.3         | 1.5         |
| miR-9a-5p                     | 1.9             | 1.9         | 0.6         | 0.5         | 0.5         | 0.8         | 1.9             | 2.1         | 0.4         | 0.6         | 0.4         | 0.5         |
| miR-10-3p                     | 1.8             | 1.9         | 1.8         | 1.8         | 2.0         | 2.2         | 2.2             | 2.9         | 1.8         | 2.5         | 2.2         | 2.6         |
| miR-7-5p                      | 1.7             | 1.4         | 0.8         | 0.7         | 1.0         | 1.0         | 1.6             | 1.3         | 0.6         | 0.6         | 0.7         | 0.7         |
| miR-14-3p                     | 1.1             | 5.2         | 7.7         | 13.2        | 4.8         | 5.8         | 0.5             | 6.7         | 10.9        | 10.4        | 7.3         | 10.1        |
| miR-375-3p                    | 1.0             | 0.9         | 0.6         | 0.5         | 0.6         | 0.5         | 1.1             | 1.1         | 0.5         | 0.6         | 0.6         | 0.5         |
| miR-278-3p                    | 0.9             | 1.5         | 1.4         | 1.4         | 1.5         | 1.4         | 0.8             | 1.6         | 1.3         | 2.1         | 1.3         | 1.4         |
| miR-31a-5p                    | 0.8             | 0.7         | 0.4         | 0.4         | 0.4         | 0.5         | 1.0             | 0.7         | 0.3         | 0.4         | 0.4         | 0.4         |
| let-7-5p                      | 0.7             | 0.8         | 0.2         | 0.2         | 0.2         | 0.2         | 0.7             | 0.9         | 0.2         | 0.2         | 0.2         | 0.2         |
| miR-11-3p                     | 0.7             | 1.0         | 0.6         | 0.9         | 0.7         | 1.0         | 0.6             | 1.1         | 0.5         | 0.8         | 0.5         | 0.9         |
| <b>Total of top 20 miRNAs</b> | <b>93.6</b>     | <b>91.1</b> | <b>92.6</b> | <b>90.0</b> | <b>89.7</b> | <b>86.9</b> | <b>93.1</b>     | <b>90.3</b> | <b>91.0</b> | <b>90.0</b> | <b>89.3</b> | <b>86.5</b> |
| Other miRNAs                  | 6.4             | 8.9         | 7.4         | 10.0        | 10.3        | 13.1        | 6.9             | 9.7         | 9.0         | 10.0        | 10.7        | 13.5        |

**S1B Table. 20 miRNAs make up the majority of miRNAs detected in total small RNA, Ago1, and Ago2 RISC.**

|                               | Female          |             |             |             |             |             |                 |             |             |             |             |             |
|-------------------------------|-----------------|-------------|-------------|-------------|-------------|-------------|-----------------|-------------|-------------|-------------|-------------|-------------|
|                               | Wildtype        |             |             |             |             |             | dFOXO-null      |             |             |             |             |             |
|                               | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             |
|                               | Young           | Old         | Young       | Old         | Young       | Old         | Young           | Old         | Young       | Old         | Young       | Old         |
| miR-276a-3p                   | 18.7            | 17.1        | 16.1        | 16.4        | 15.7        | 16.2        | 19.0            | 22.1        | 15.8        | 18.2        | 16.7        | 16.2        |
| miR-1-3p                      | 14.8            | 7.9         | 19.9        | 14.4        | 12.1        | 9.6         | 15.3            | 3.1         | 15.2        | 8.5         | 11.5        | 8.8         |
| miR-276b-3p                   | 12.1            | 10.4        | 12.0        | 12.1        | 11.5        | 11.8        | 12.4            | 14.8        | 11.2        | 12.8        | 11.4        | 11.7        |
| bantam-3p                     | 10.7            | 14.5        | 7.3         | 5.4         | 6.4         | 5.0         | 10.1            | 10.2        | 6.3         | 6.3         | 7.6         | 5.1         |
| miR-8-3p                      | 5.1             | 3.3         | 3.1         | 3.5         | 5.1         | 6.2         | 4.4             | 2.7         | 4.3         | 4.3         | 5.2         | 6.5         |
| miR-956-3p                    | 2.8             | 5.6         | 4.0         | 5.8         | 6.5         | 5.8         | 4.9             | 11.9        | 5.5         | 5.9         | 6.0         | 7.1         |
| miR-318-3p                    | 2.4             | 0.8         | 2.8         | 0.8         | 1.6         | 0.4         | 1.6             | 0.8         | 1.5         | 1.0         | 0.9         | 0.5         |
| miR-10-3p                     | 2.3             | 2.6         | 1.6         | 2.1         | 2.6         | 3.3         | 2.0             | 1.3         | 1.6         | 2.3         | 2.2         | 3.3         |
| miR-999-3p                    | 2.3             | 1.3         | 1.2         | 1.1         | 1.0         | 1.0         | 1.7             | 0.7         | 1.0         | 0.6         | 1.2         | 0.8         |
| miR-184-3p                    | 2.3             | 2.6         | 2.9         | 3.2         | 2.3         | 2.5         | 3.3             | 1.2         | 4.8         | 6.3         | 3.9         | 3.6         |
| miR-277-3p                    | 2.2             | 1.4         | 3.6         | 3.1         | 2.8         | 2.8         | 1.5             | 2.9         | 3.0         | 1.7         | 2.5         | 1.8         |
| miR-9b-5p                     | 1.9             | 1.0         | 1.1         | 1.0         | 0.6         | 0.6         | 1.9             | 1.4         | 1.2         | 0.8         | 1.0         | 0.7         |
| miR-7-5p                      | 1.8             | 1.6         | 0.7         | 0.8         | 0.6         | 0.7         | 1.4             | 0.7         | 0.6         | 0.6         | 0.6         | 0.6         |
| miR-9a-5p                     | 1.7             | 1.4         | 0.4         | 0.5         | 0.3         | 0.4         | 1.5             | 1.0         | 0.3         | 0.2         | 0.4         | 0.3         |
| miR-34-5p                     | 1.6             | 6.1         | 3.4         | 5.7         | 3.2         | 5.3         | 0.9             | 2.8         | 3.5         | 6.0         | 3.4         | 5.1         |
| miR-994-5p                    | 1.6             | 0.5         | 1.0         | 0.2         | 3.8         | 0.6         | 1.7             | 0.8         | 0.8         | 0.4         | 2.2         | 1.2         |
| miR-263a-5p                   | 1.2             | 1.7         | 0.9         | 1.4         | 1.9         | 2.5         | 1.1             | 0.6         | 0.9         | 1.3         | 1.2         | 1.8         |
| miR-14-3p                     | 1.1             | 2.9         | 4.7         | 7.3         | 2.7         | 3.2         | 0.3             | 2.4         | 6.0         | 5.7         | 2.4         | 2.2         |
| miR-278-3p                    | 0.9             | 1.7         | 1.3         | 1.4         | 1.1         | 1.0         | 1.4             | 4.0         | 1.5         | 2.8         | 1.4         | 1.6         |
| miR-9c-5p                     | 0.9             | 0.6         | 0.3         | 0.3         | 0.5         | 0.5         | 1.0             | 1.2         | 0.3         | 0.3         | 0.5         | 0.4         |
| <b>Total of top 20 miRNAs</b> | <b>88.1</b>     | <b>85.0</b> | <b>88.0</b> | <b>86.3</b> | <b>82.3</b> | <b>79.3</b> | <b>87.2</b>     | <b>86.4</b> | <b>85.3</b> | <b>86.0</b> | <b>82.0</b> | <b>79.2</b> |
| Other miRNAs                  | 11.9            | 15.0        | 12.0        | 13.7        | 17.7        | 20.8        | 12.8            | 13.6        | 14.7        | 14.0        | 18.0        | 20.8        |

# Supplementary material for: The small RNA landscape is stable with age and resistant to loss of dFOXO signaling in Drosophila
**Source:** PLoS One. 2022 Nov 16;17(11):e0273590. doi: 10.1371/journal.pone.0273590
**Supplement:** S2 Table — Small RNAs from whole flies, Ago1 RISC immunoprecipitation (IP), or Ago2 RISC IP were sequenced, size selected in silico, mapped to known Drosophila miRNAs and transposons, and normalized as a percent of total reads mapped (n = 2). Transposon siRNA reads were then normalized by total transposon siRNA reads and shown here. (A) The 20 most abundant transposon siRNAs in young wildtype males make up 57 to 88 percent of the total transposon siRNA reads in male total small RNA and Ago2 RISC. (B) The 20 most abundant transposon siRNAs in young wildtype females make up 55 to 66 percent of the total transposon siRNA reads in the female total small RNA and Ago2 RISC.

**S2A Table. 20 transposon siRNAs make up the majority of transposon siRNAs detected in total small RNA and Ago2 RISC.**

|                                          | Male            |             |             |             |             |             |                 |             |             |             |             |             |
|------------------------------------------|-----------------|-------------|-------------|-------------|-------------|-------------|-----------------|-------------|-------------|-------------|-------------|-------------|
|                                          | Wildtype        |             |             |             |             |             | dFOXO-null      |             |             |             |             |             |
|                                          | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             |
|                                          | Young           | Old         | Young       | Old         | Young       | Old         | Young           | Old         | Young       | Old         | Young       | Old         |
| 297.0                                    | 44.4            | 50.9        | 7.5         | 11.4        | 29.0        | 44.0        | 3.9             | 7.1         | 0.7         | 1.3         | 5.0         | 10.6        |
| roo                                      | 12.1            | 8.4         | 8.3         | 10.4        | 7.0         | 5.5         | 39.1            | 28.6        | 3.7         | 3.1         | 15.6        | 17.5        |
| mdg1                                     | 6.3             | 4.4         | 9.3         | 7.1         | 8.0         | 5.0         | 10.3            | 11.4        | 11.0        | 11.0        | 11.0        | 9.4         |
| opus                                     | 4.6             | 4.3         | 8.5         | 6.2         | 12.4        | 6.5         | 2.9             | 1.8         | 8.6         | 8.2         | 8.6         | 5.4         |
| FB                                       | 4.4             | 5.1         | 2.1         | 5.6         | 6.6         | 6.6         | 5.9             | 8.1         | 1.8         | 2.6         | 6.6         | 11.1        |
| accord2                                  | 2.0             | 0.9         | 4.7         | 6.5         | 0.8         | 0.7         | 2.3             | 5.2         | 2.4         | 3.4         | 1.1         | 2.0         |
| blood                                    | 1.7             | 0.5         | 0.4         | 0.1         | 1.5         | 0.3         | 1.2             | 1.0         | 0.1         | 0.0         | 0.4         | 0.5         |
| copia                                    | 1.5             | 2.6         | 1.2         | 1.9         | 0.8         | 1.1         | 1.0             | 1.6         | 0.4         | 0.6         | 0.4         | 1.6         |
| gypsy                                    | 1.5             | 0.8         | 0.2         | 0.2         | 1.1         | 0.6         | 0.9             | 1.2         | 0.2         | 0.2         | 0.5         | 0.7         |
| Stalker                                  | 1.1             | 0.6         | 0.3         | 0.3         | 0.6         | 0.4         | 2.3             | 0.9         | 0.4         | 0.3         | 1.0         | 0.7         |
| rover                                    | 1.1             | 0.7         | 0.2         | 0.3         | 0.8         | 0.4         | 1.1             | 1.1         | 0.1         | 0.0         | 0.6         | 0.2         |
| Stalker4                                 | 1.1             | 0.6         | 0.3         | 0.3         | 0.7         | 0.4         | 2.0             | 0.9         | 0.4         | 0.3         | 1.0         | 0.7         |
| 1360.0                                   | 1.0             | 0.8         | 2.5         | 1.8         | 0.6         | 0.4         | 1.4             | 1.2         | 0.9         | 1.2         | 0.3         | 0.6         |
| Doc                                      | 0.8             | 1.3         | 1.0         | 0.9         | 0.9         | 1.0         | 2.0             | 2.2         | 1.5         | 1.3         | 1.5         | 1.5         |
| Stalker2                                 | 0.8             | 0.3         | 0.1         | 0.1         | 0.4         | 0.3         | 1.5             | 1.1         | 0.4         | 0.1         | 0.8         | 0.4         |
| gypsy4                                   | 0.8             | 0.7         | 0.1         | 0.2         | 0.5         | 0.4         | 0.9             | 0.9         | 0.0         | 0.2         | 0.4         | 0.8         |
| F-element                                | 0.8             | 0.8         | 0.9         | 0.9         | 0.9         | 0.7         | 1.2             | 1.5         | 1.1         | 1.1         | 1.1         | 1.1         |
| 17.6                                     | 0.7             | 0.9         | 1.4         | 0.9         | 1.0         | 0.7         | 0.4             | 0.4         | 1.5         | 1.7         | 1.0         | 0.8         |
| Max-element                              | 0.6             | 0.7         | 0.2         | 0.4         | 0.3         | 0.5         | 0.6             | 1.2         | 0.2         | 0.2         | 0.2         | 0.3         |
| ninja                                    | 0.6             | 0.4         | 0.2         | 0.1         | 0.1         | 0.0         | 1.2             | 0.8         | 0.2         | 0.2         | 0.0         | 0.0         |
| <b>Total of top 20 transposon siRNAs</b> | <b>88.0</b>     | <b>85.7</b> | <b>49.3</b> | <b>55.6</b> | <b>73.9</b> | <b>75.7</b> | <b>82.0</b>     | <b>78.0</b> | <b>35.6</b> | <b>36.8</b> | <b>57.0</b> | <b>65.9</b> |
| Other transposon siRNAs                  | 12.0            | 14.3        | 50.7        | 44.5        | 26.1        | 24.3        | 18.0            | 22.0        | 64.4        | 63.2        | 43.0        | 34.1        |

**S2B Table. 20 transposon siRNAs make up the majority of transposon siRNAs detected in total small RNA and Ago2 RISC.**

|                                          |                 |             |             |             |             |             |                 |             |             |             |             |             |
|------------------------------------------|-----------------|-------------|-------------|-------------|-------------|-------------|-----------------|-------------|-------------|-------------|-------------|-------------|
|                                          | Female          |             |             |             |             |             |                 |             |             |             |             |             |
|                                          | Wildtype        |             |             |             |             |             | dFOXO-null      |             |             |             |             |             |
|                                          | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             | Total abundance |             | Ago1 RISC   |             | Ago2 RISC   |             |
|                                          | Young           | Old         | Young       | Old         | Young       | Old         | Young           | Old         | Young       | Old         | Young       | Old         |
| 297.0                                    | 10.1            | 12.8        | 2.9         | 3.8         | 23.7        | 25.1        | 2.8             | 3.8         | 2.2         | 2.6         | 6.4         | 9.9         |
| mdg1                                     | 8.3             | 8.7         | 4.3         | 8.0         | 19.7        | 12.5        | 10.5            | 12.6        | 4.4         | 3.9         | 21.6        | 15.8        |
| roo                                      | 5.7             | 4.9         | 6.0         | 4.0         | 3.5         | 4.3         | 9.3             | 8.7         | 7.8         | 6.9         | 13.5        | 10.2        |
| Max-element                              | 4.7             | 4.8         | 2.6         | 1.8         | 1.0         | 0.9         | 3.8             | 4.0         | 3.3         | 3.4         | 1.1         | 1.2         |
| F-element                                | 4.0             | 3.4         | 3.3         | 1.9         | 1.2         | 1.1         | 3.8             | 3.1         | 3.4         | 3.4         | 1.2         | 1.4         |
| Rt1b                                     | 3.8             | 4.1         | 2.5         | 1.0         | 0.9         | 0.7         | 4.6             | 5.3         | 2.6         | 2.8         | 0.9         | 0.8         |
| GATE                                     | 3.3             | 3.1         | 2.2         | 1.1         | 0.8         | 0.6         | 3.1             | 2.6         | 2.2         | 2.1         | 0.6         | 0.7         |
| R1A1-element                             | 3.1             | 4.0         | 2.4         | 1.5         | 0.8         | 0.7         | 4.6             | 6.4         | 3.5         | 3.8         | 1.1         | 1.4         |
| Stalker                                  | 2.9             | 2.3         | 3.6         | 2.2         | 1.4         | 0.7         | 3.4             | 2.6         | 4.2         | 4.1         | 2.6         | 1.6         |
| Stalker4                                 | 2.7             | 2.1         | 3.6         | 2.0         | 1.3         | 0.7         | 3.2             | 2.4         | 4.0         | 4.0         | 2.5         | 1.6         |
| rover                                    | 2.5             | 2.2         | 1.0         | 0.6         | 4.7         | 2.3         | 3.0             | 2.7         | 1.5         | 1.0         | 5.5         | 2.8         |
| gypsy12                                  | 2.5             | 2.8         | 1.9         | 0.9         | 1.4         | 1.5         | 1.3             | 1.4         | 1.4         | 1.8         | 1.0         | 1.2         |
| Doc                                      | 2.4             | 2.1         | 1.9         | 1.5         | 0.6         | 0.8         | 2.2             | 2.4         | 1.8         | 1.8         | 1.2         | 1.4         |
| 17.6                                     | 2.0             | 1.6         | 3.1         | 2.4         | 1.1         | 1.2         | 1.7             | 1.2         | 1.5         | 1.8         | 0.6         | 0.8         |
| TART-C                                   | 2.0             | 0.9         | 0.8         | 0.7         | 0.4         | 0.4         | 0.9             | 0.8         | 1.0         | 1.0         | 0.4         | 0.3         |
| Circe                                    | 1.5             | 1.0         | 1.3         | 0.7         | 0.7         | 0.7         | 0.9             | 0.8         | 1.0         | 1.1         | 0.5         | 0.5         |
| invader6                                 | 1.4             | 1.2         | 1.2         | 0.5         | 0.9         | 1.1         | 0.7             | 0.5         | 0.8         | 0.9         | 0.4         | 0.5         |
| opus                                     | 1.3             | 1.6         | 1.8         | 4.8         | 2.0         | 2.7         | 1.1             | 1.4         | 1.6         | 1.6         | 0.9         | 1.7         |
| X-element                                | 1.3             | 1.5         | 1.1         | 0.6         | 0.4         | 0.3         | 1.0             | 1.1         | 0.7         | 1.2         | 0.3         | 0.4         |
| Stalker2                                 | 1.2             | 1.0         | 1.6         | 0.8         | 0.5         | 0.3         | 2.0             | 1.7         | 3.8         | 3.1         | 1.7         | 1.1         |
| <b>Total of top 20 transposon siRNAs</b> | <b>66.4</b>     | <b>66.0</b> | <b>49.0</b> | <b>40.6</b> | <b>67.1</b> | <b>58.4</b> | <b>63.8</b>     | <b>65.5</b> | <b>52.5</b> | <b>52.5</b> | <b>64.0</b> | <b>55.3</b> |
| Other transposon siRNAs                  | 33.6            | 34.0        | 51.0        | 59.4        | 32.9        | 41.6        | 36.2            | 34.6        | 47.5        | 47.6        | 36.0        | 44.7        |

# Supplementary material for: The small RNA landscape is stable with age and resistant to loss of dFOXO signaling in Drosophila
**Source:** PLoS One. 2022 Nov 16;17(11):e0273590. doi: 10.1371/journal.pone.0273590

**RI1 Fig. Full blot of Ago1 Immunoprecipitation used in Fig2B.** Immunoprecipitation (IP) using guinea pig antisera against Ago1 (BRD-GP-3) or preimmune antisera was conducted on lysate from whole male flies and probed using (A) a commercial rabbit anti-Ago1 antibody (ab5070) [Abcam] and (B) the anti-Ago1 guinea pig antisera (BRD-GP-4). Blot was imaged with a ChemiDoc™ MP [BioRad]. (1) Eluate using immune sera from  $w^{1118}$ ; P{w[+mC]=FLAG.HA.AGO2}2 flies. All other lanes without marker use lysate from  $w^{1118}$  flies. (2) Eluate using preimmune antisera. (3) Marker. (4) Eluate using immune antisera. (5) Wash 5. (6) Wash 4. (7) Wash 3. (8) Wash 2. (9) Wash 1. (10) Supernatant from IP using immune antisera. (11) Input. (12) Marker.

**RI2 Fig. Full blot of Ago2 Immunoprecipitation used in Fig2C.** Immunoprecipitation (IP) using guinea pig antisera against Ago2 (BRD-GP-5) or preimmune antisera was conducted on lysate from whole male flies and probed using (A) a commercial rabbit anti-Ago2 antibody (ab5072) [Abcam] and (B) the anti-Ago2 guinea pig antisera (BRD-GP-6). Blot was imaged with a ChemiDoc™ MP [BioRad]. (1) Eluate using immune sera from  $w^{1118}$ ; P{w[+mC]=FLAG.HA.AGO2}2 flies. All other lanes without marker use lysate from  $w^{1118}$  flies. (2) Eluate using preimmune antisera. (3) Marker. (4) Eluate using immune antisera. (5) Wash 5. (6) Wash 4. (7) Wash 3. (8) Wash 2. (9) Wash 1. (10) Supernatant from IP using immune antisera. (11) Input. (12) Marker.

RI1 A. <sup>X</sup><sub>1</sub> 2 3 4 <sup>X</sup><sub>5</sub> <sup>X</sup><sub>6</sub> <sup>X</sup><sub>7</sub> <sup>X</sup><sub>8</sub> <sup>X</sup><sub>9</sub> <sup>X</sup><sub>10</sub> <sup>X</sup><sub>11</sub> <sup>X</sup><sub>12</sub>

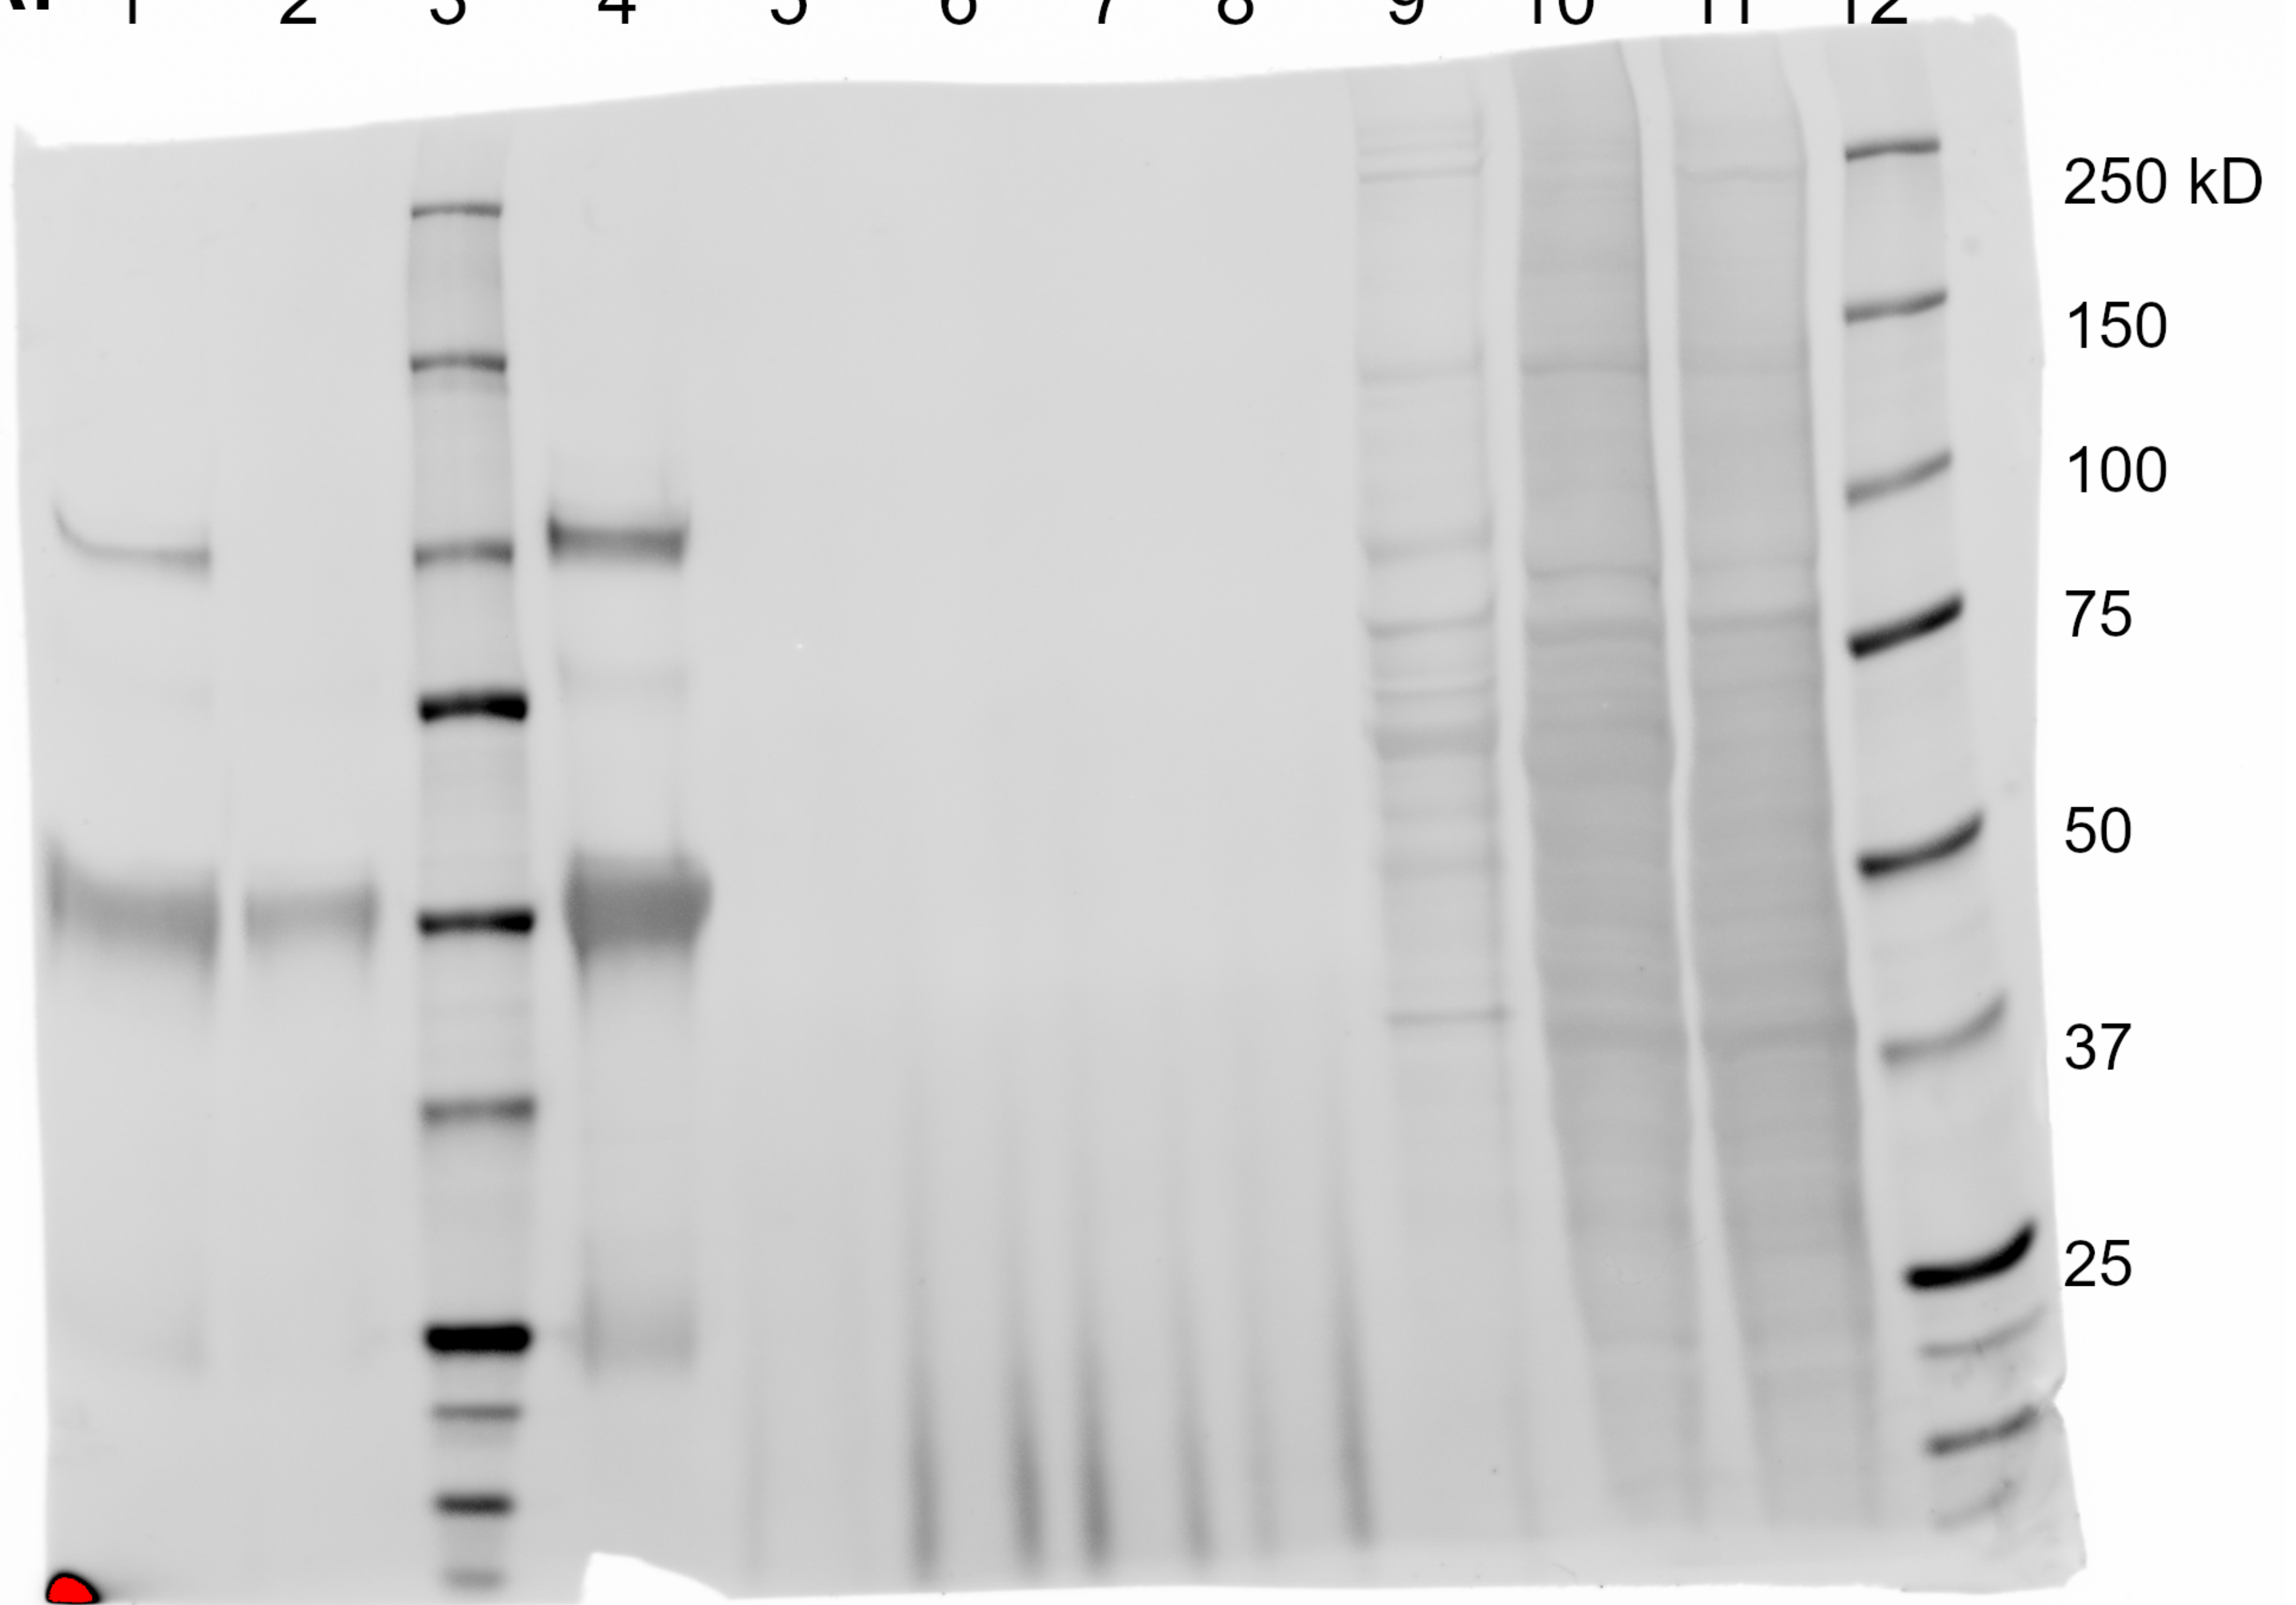

B. <sup>X</sup><sub>1</sub> 2 3 4 <sup>X</sup><sub>5</sub> <sup>X</sup><sub>6</sub> <sup>X</sup><sub>7</sub> <sup>X</sup><sub>8</sub> <sup>X</sup><sub>9</sub> <sup>X</sup><sub>10</sub> <sup>X</sup><sub>11</sub> <sup>X</sup><sub>12</sub>

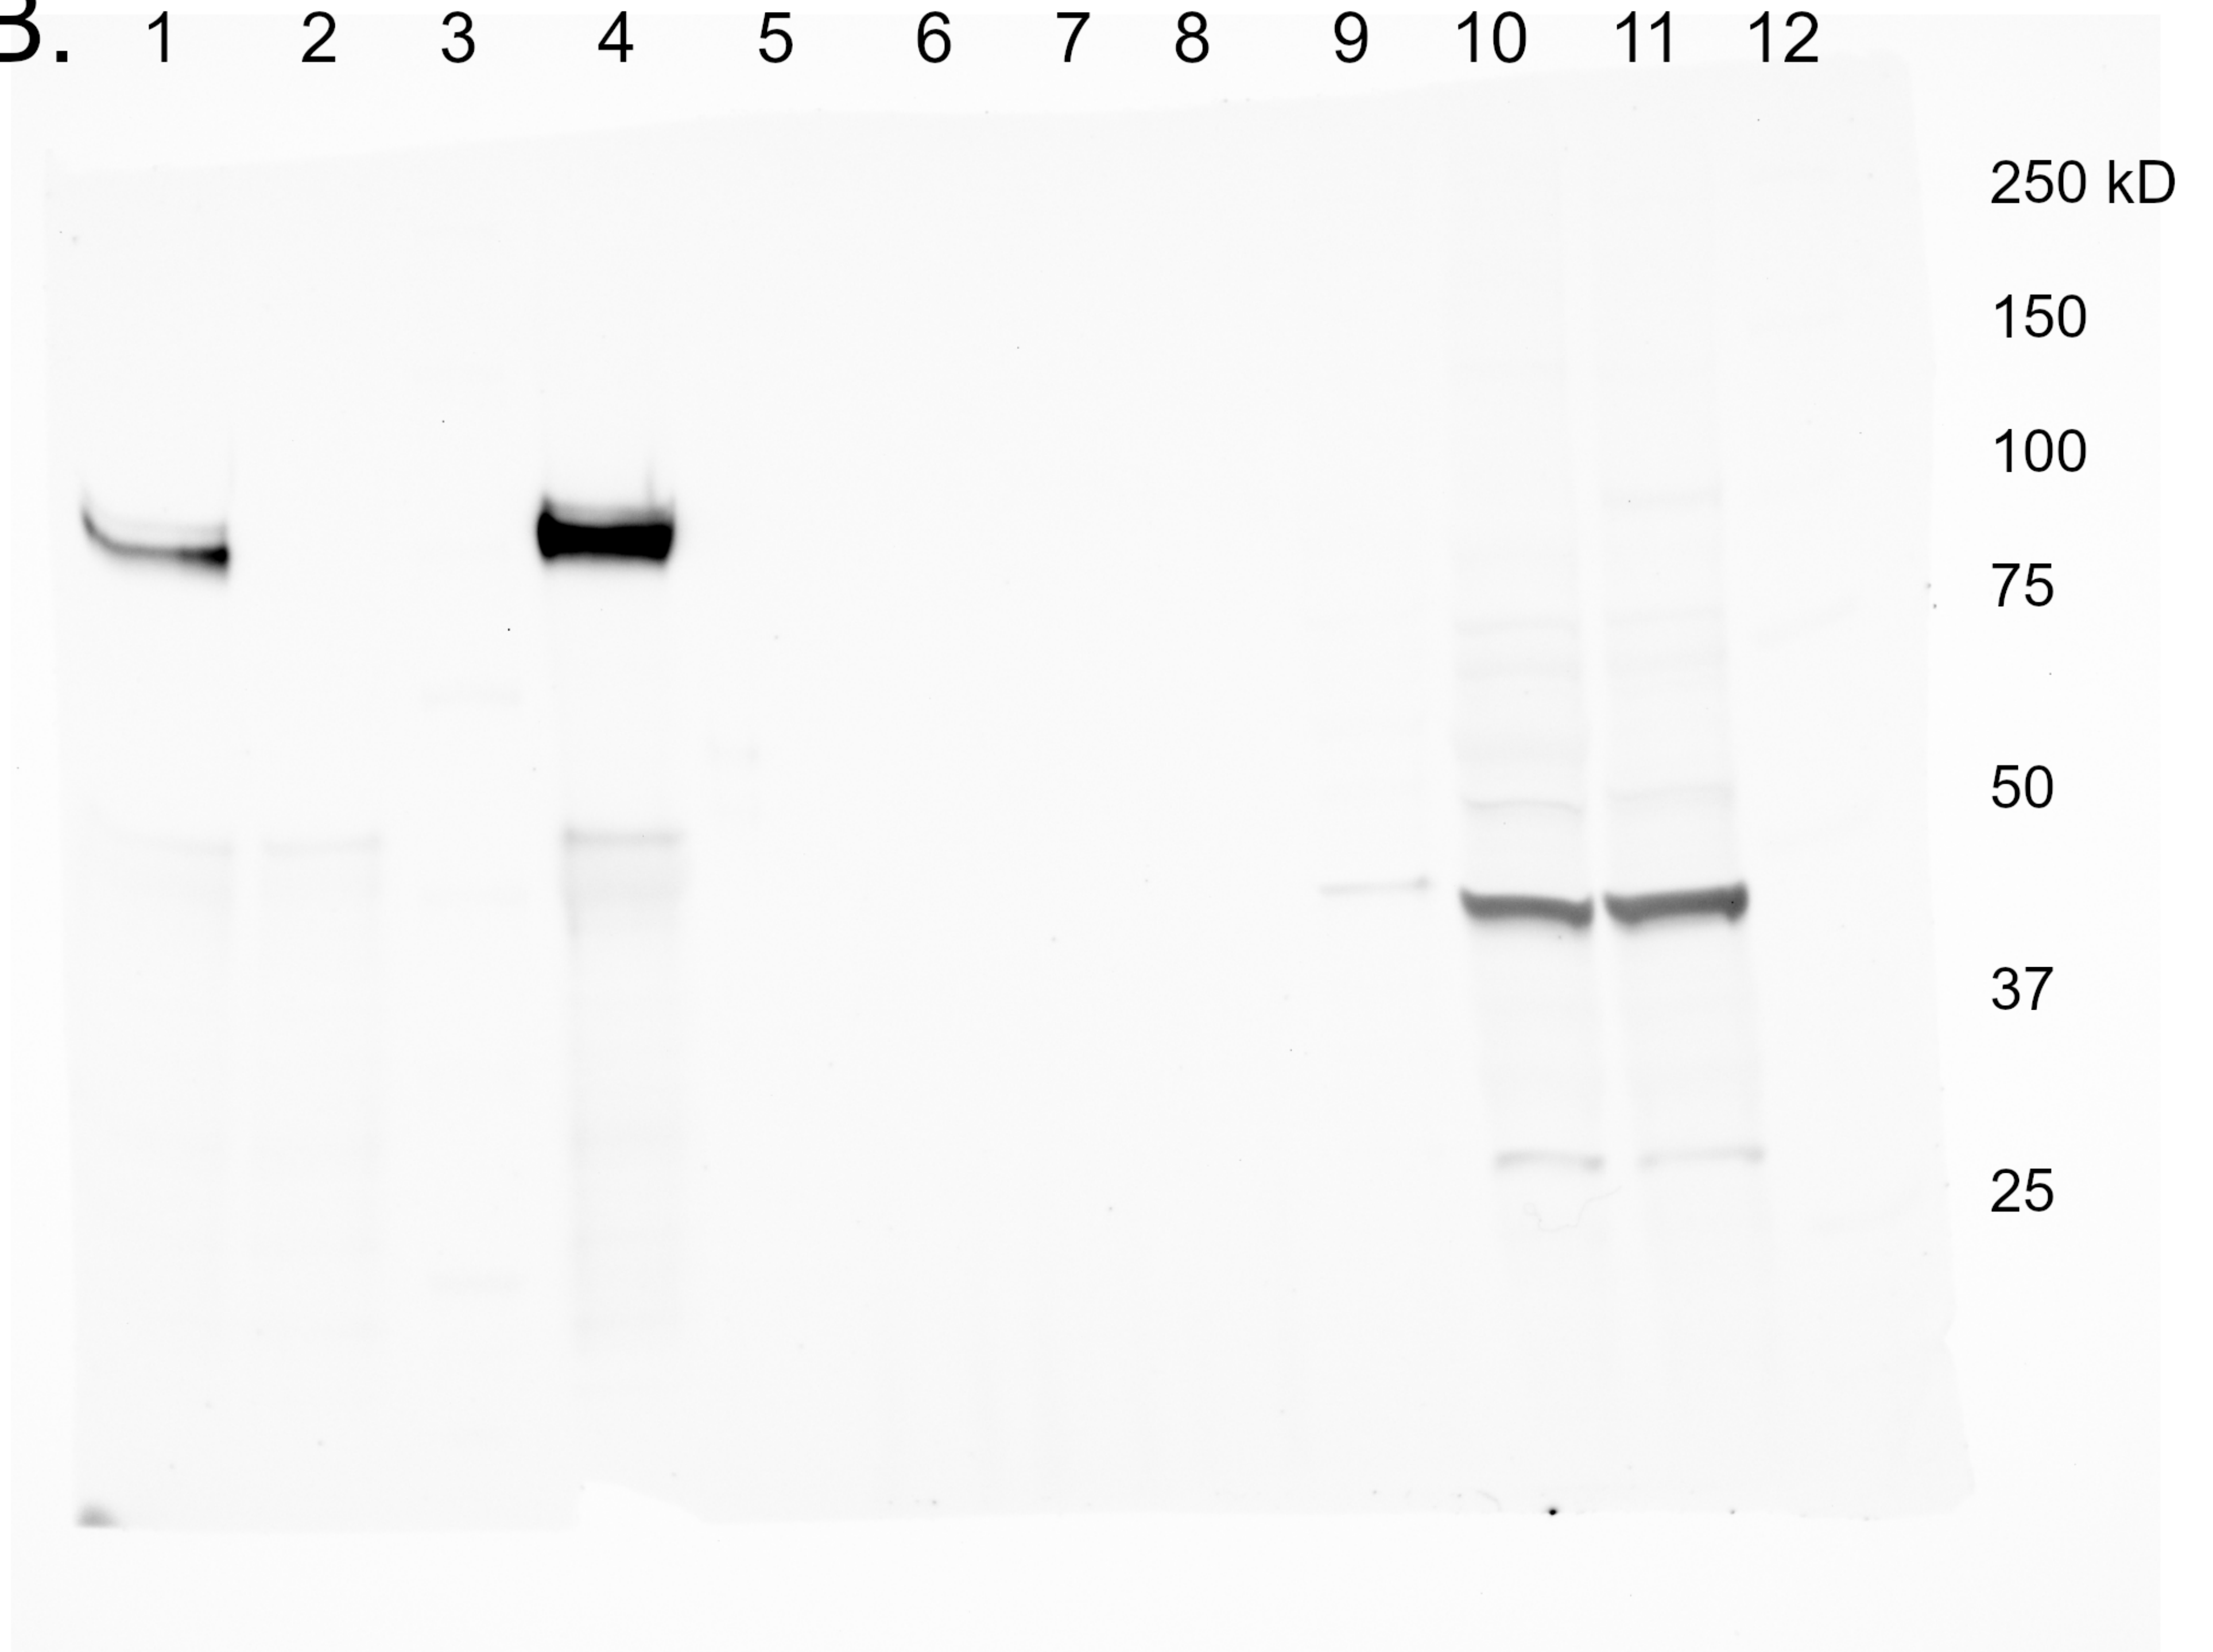

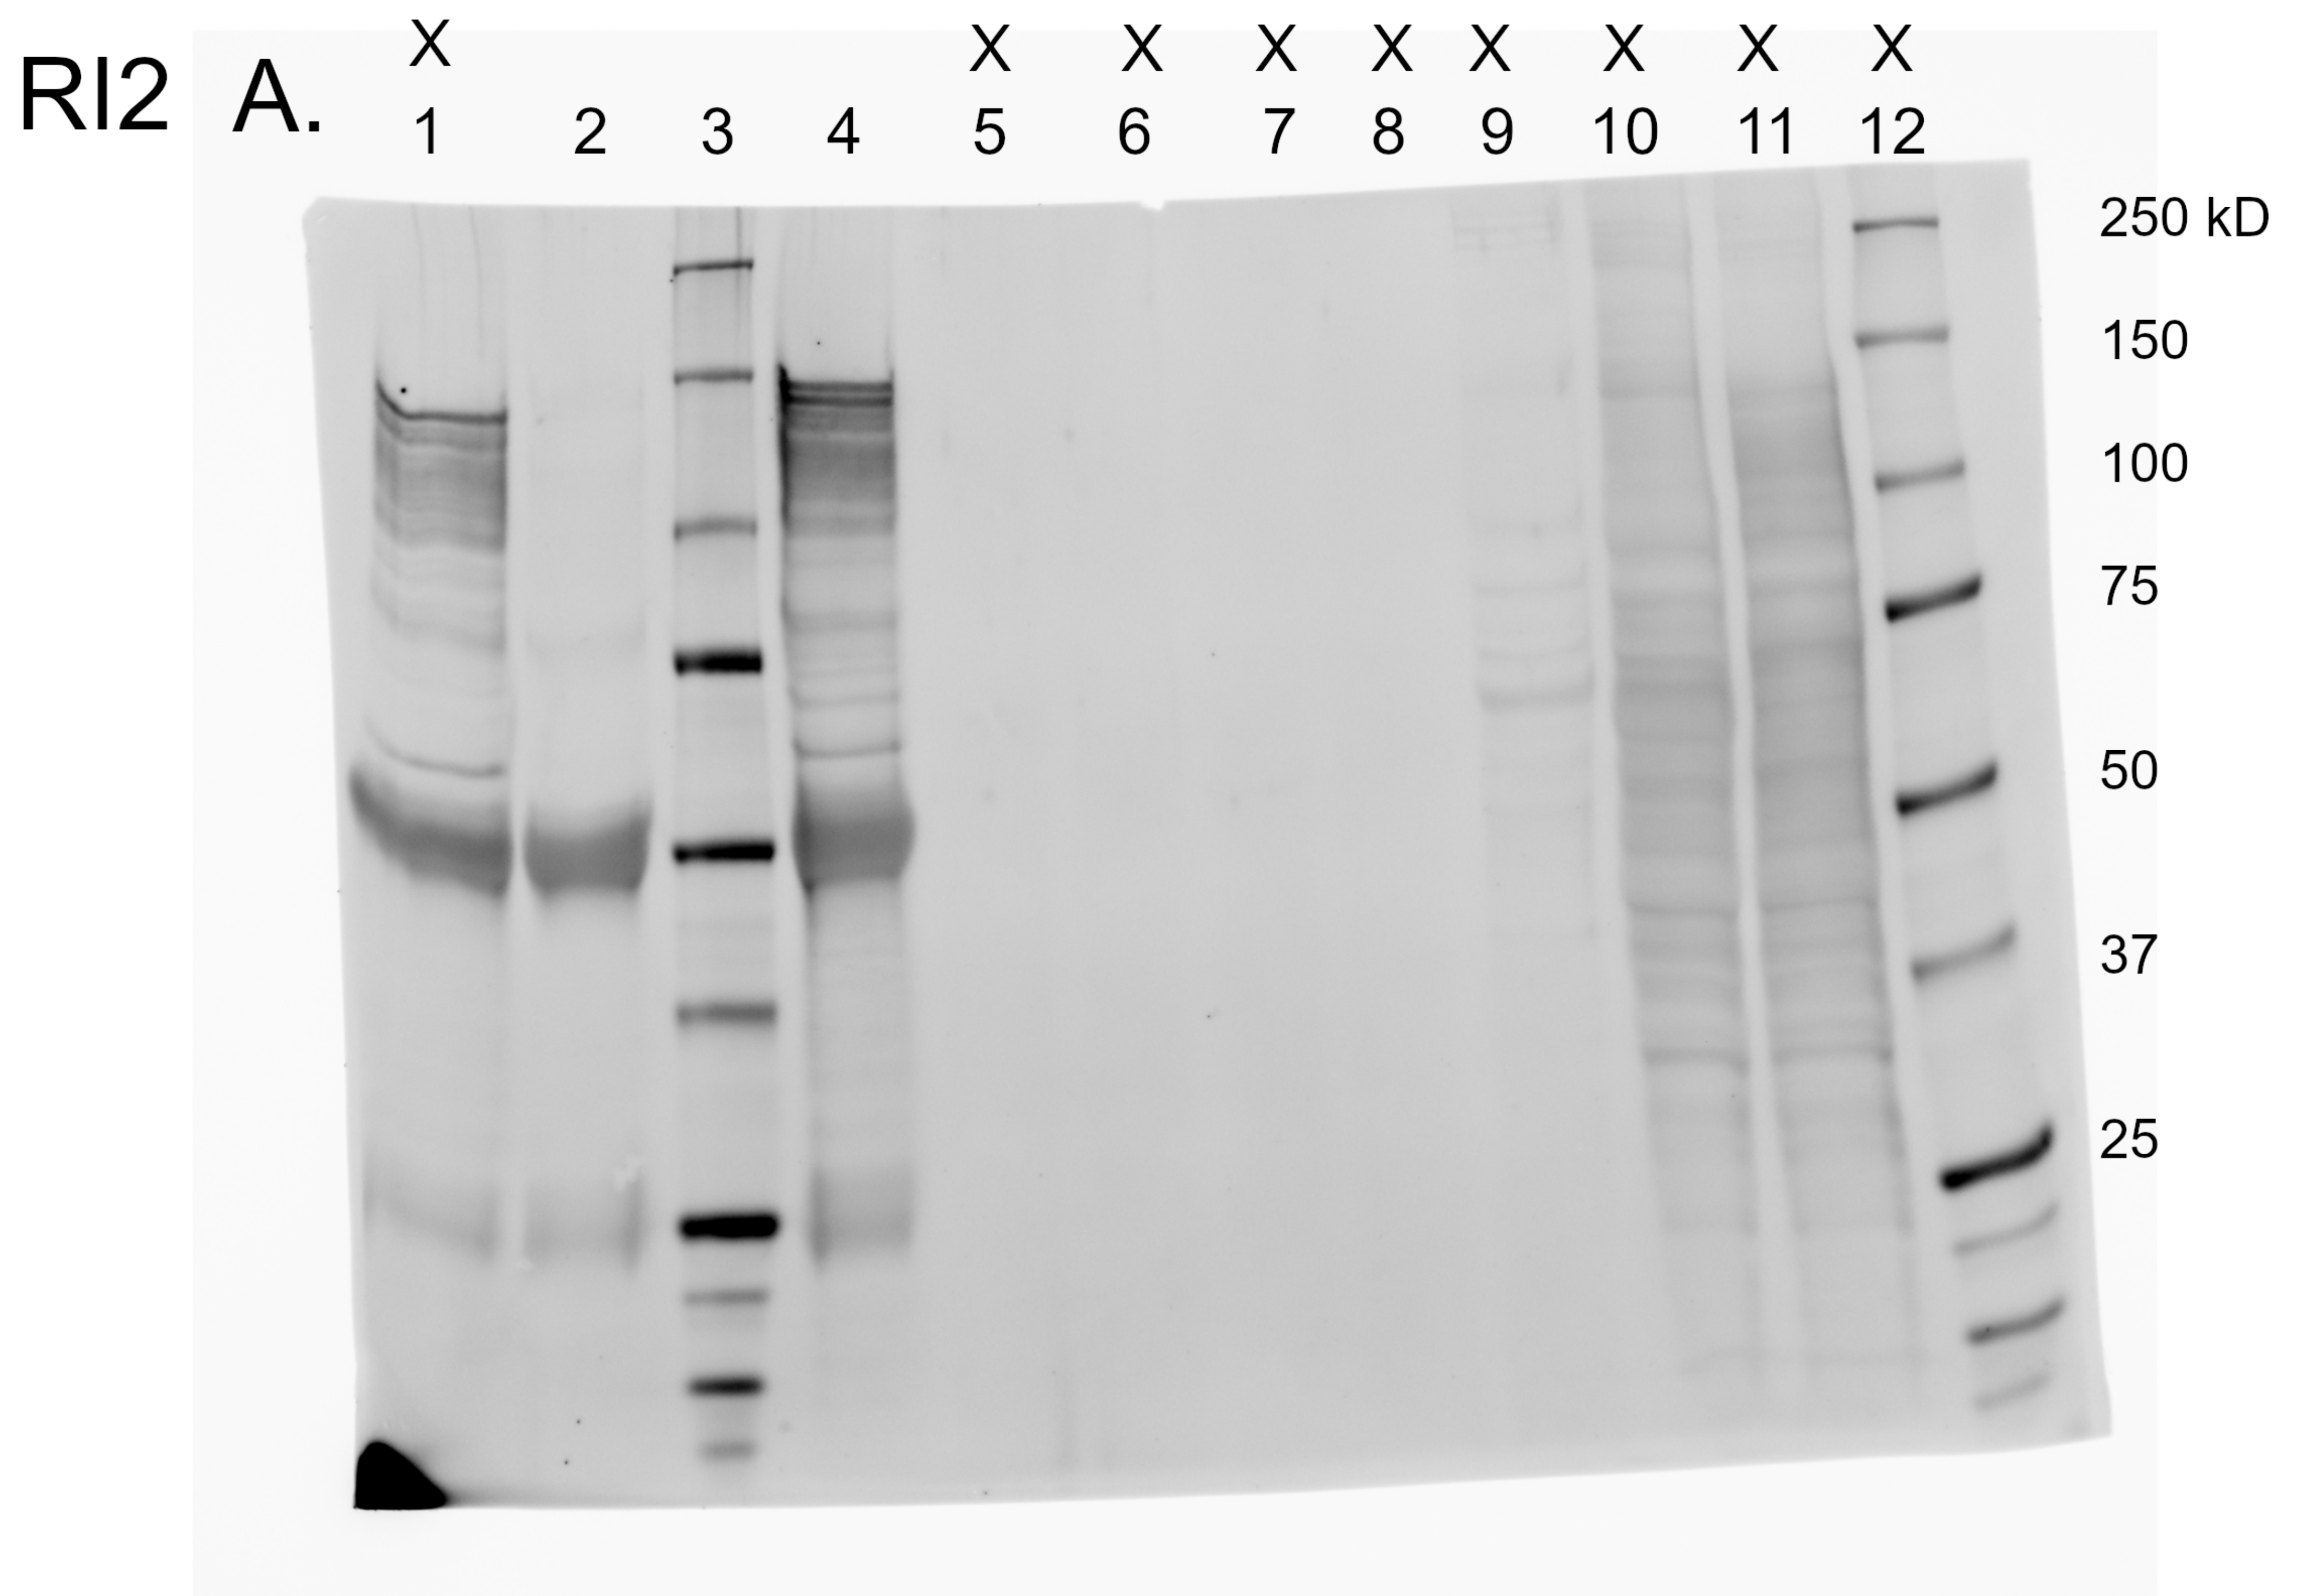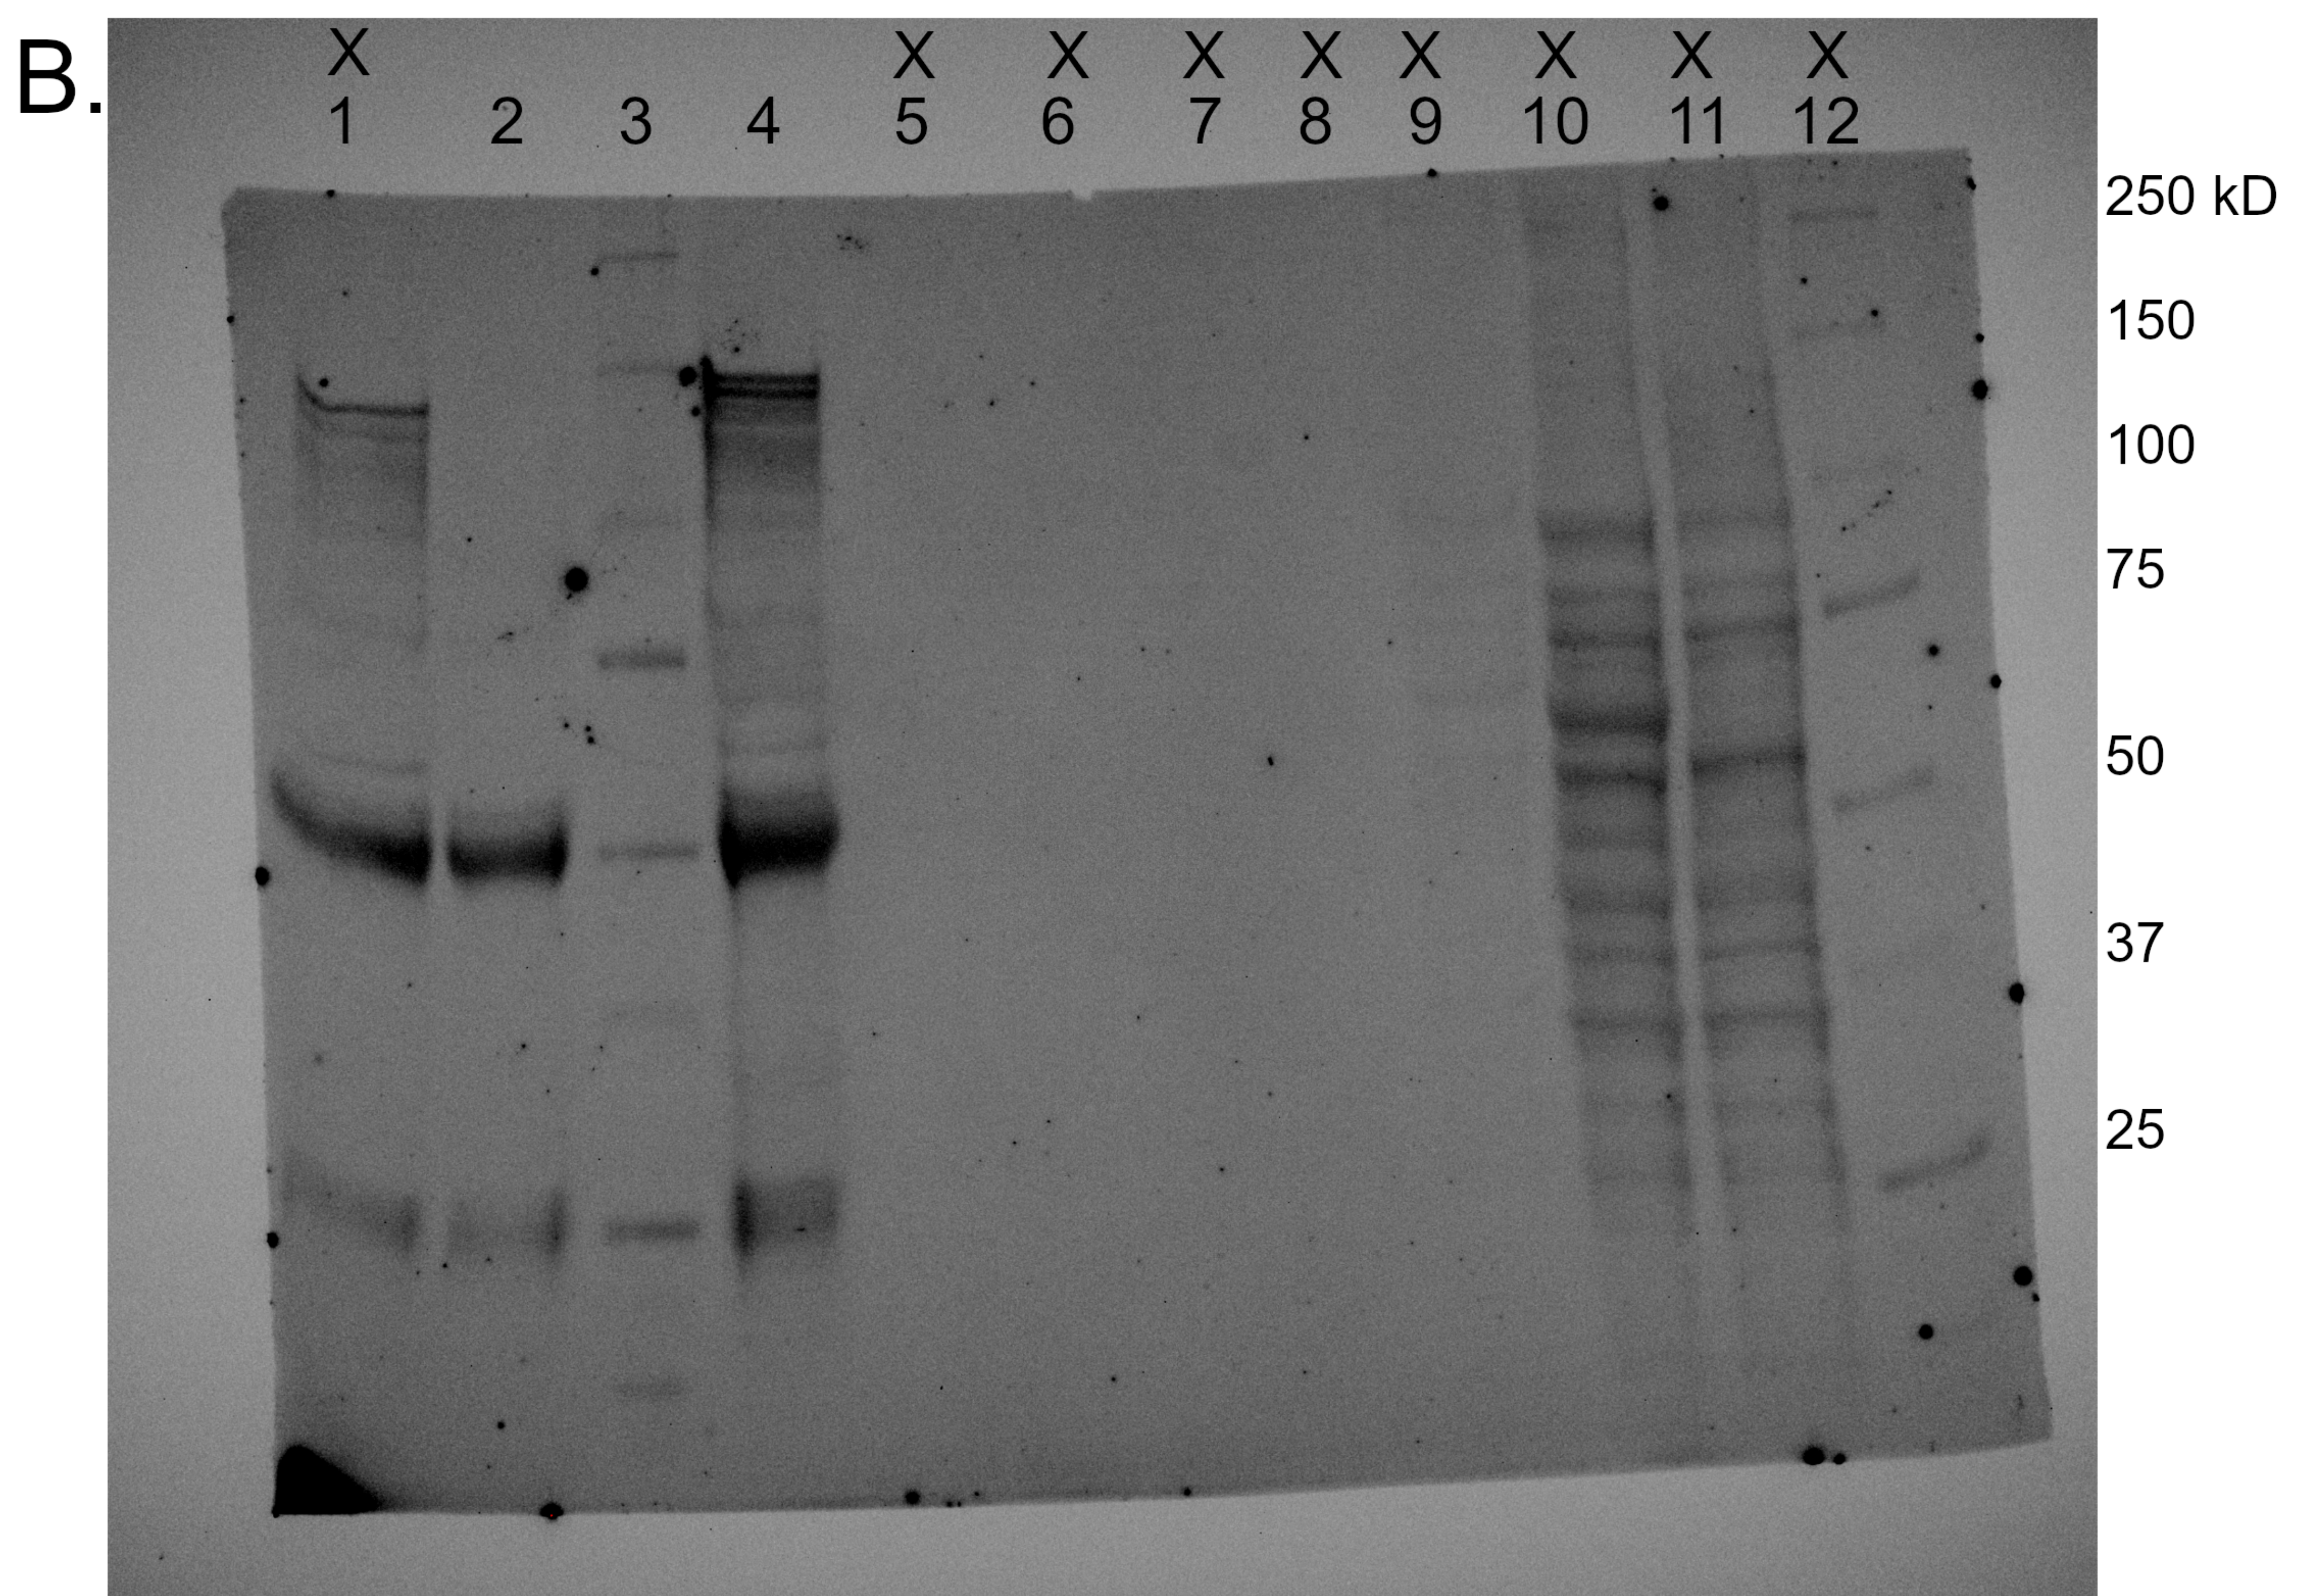

**RI3 Fig. Full blot of anti-Ago1 probe on Ago1 and Ago2 Immunoprecipitations**

**used in S1A Fig.** Immunoprecipitations (IP) using guinea pig antisera against Ago1 (BRD-GP-3 and BRD-GP-4), guinea pig antisera against Ago2 (BRD-GP-5 and BRD-GP-6), or their matching preimmune sera were conducted on lysate from *Drosophila* S2 cells and probed using (A) a commercial rabbit anti-Ago1 antibody (ab5070) [Abcam] and (B) the anti-Ago1 guinea pig antisera (BRD-GP-3 and BRD-GP-4). Blot was imaged with a ChemiDoc™ MP [BioRad]. (1) Marker. (2) Input. (3) Supernatant from anti-Ago1 immune antisera IP. (4) Supernatant from anti-Ago1 preimmune sera IP. (5) Eluate from anti-Ago1 immune antisera IP. (6) Eluate from anti-Ago1 preimmune sera IP. (7) Marker. (8) Marker. (9) Supernatant from anti-Ago2 immune sera IP. (10) Supernatant from anti-Ago2 preimmune sera IP. (11) Eluate from anti-Ago2 immune antisera IP. (12) Eluate from anti-Ago2 preimmune sera IP.

**RI4 Fig. Full blot of anti-Ago2 probe on Ago1 and Ago2 Immunoprecipitations**

**used in S1B Fig.** Immunoprecipitations (IP) using guinea pig antisera against Ago1 (BRD-GP-3 and BRD-GP-4), guinea pig antisera against Ago2 (BRD-GP-5 and BRD-GP-6), or their matching preimmune sera were conducted on lysate from *Drosophila* S2 cells and probed using (A) a commercial rabbit anti-Ago2 antibody (ab5072) [Abcam] and (B) the anti-Ago2 guinea pig antisera (BRD-GP-5 and BRD-GP-6). Blot was imaged with a ChemiDoc™ MP [BioRad]. (1) Marker. (2) Input. (3) Supernatant from anti-Ago1 immune antisera IP. (4) Supernatant from anti-Ago1 preimmune sera IP. (5) Eluate from anti-Ago1 immune antisera IP. (6) Eluate from anti-Ago1 preimmune sera IP. (7) Marker. (8) Marker. (9) Supernatant from anti-Ago2 immune sera IP. (10) Supernatant

from anti-Ago2 preimmune sera IP. (11) Eluate from anti-Ago2 immune antisera IP. (12)

Eluate from anti-Ago2 preimmune sera IP.

RI3 A. X

1 2 3 4 5 6 7 8 9 10 11 12

250 kD

150

100

75

50

37

25

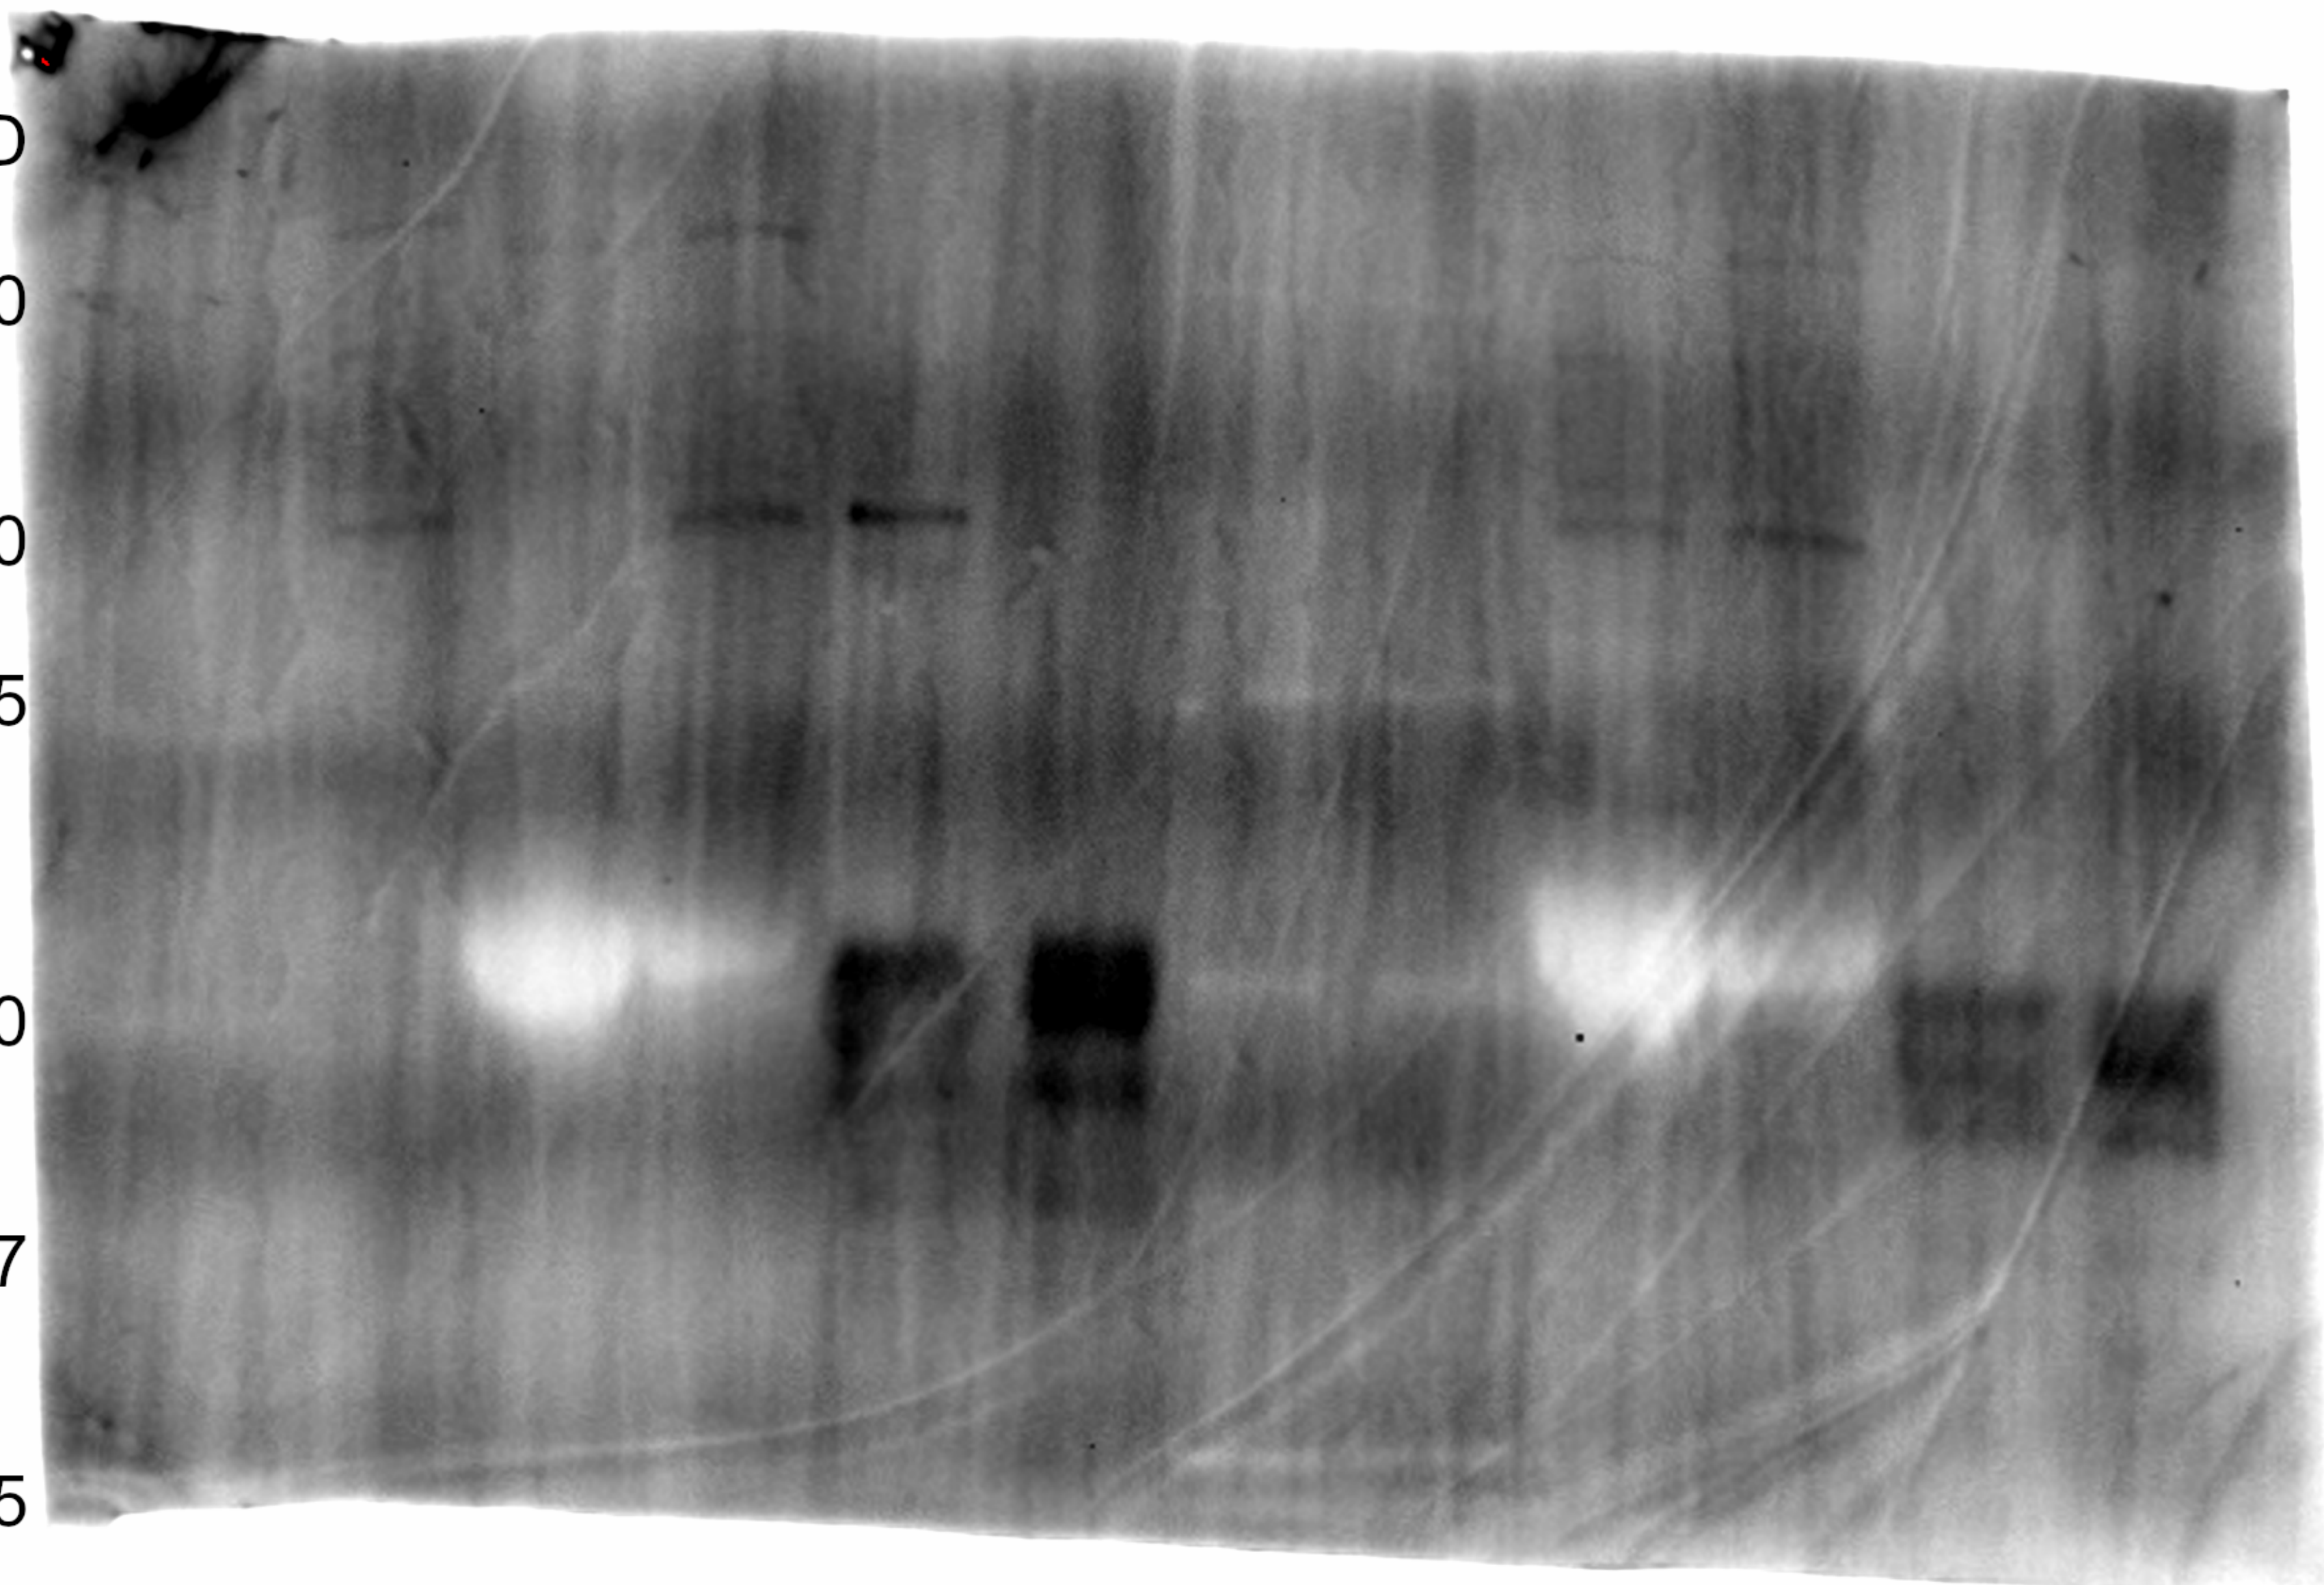

B. X

1 2 3 4 5 6 7 8 9 10 11 12

250 kD

150

100

75

50

37

25

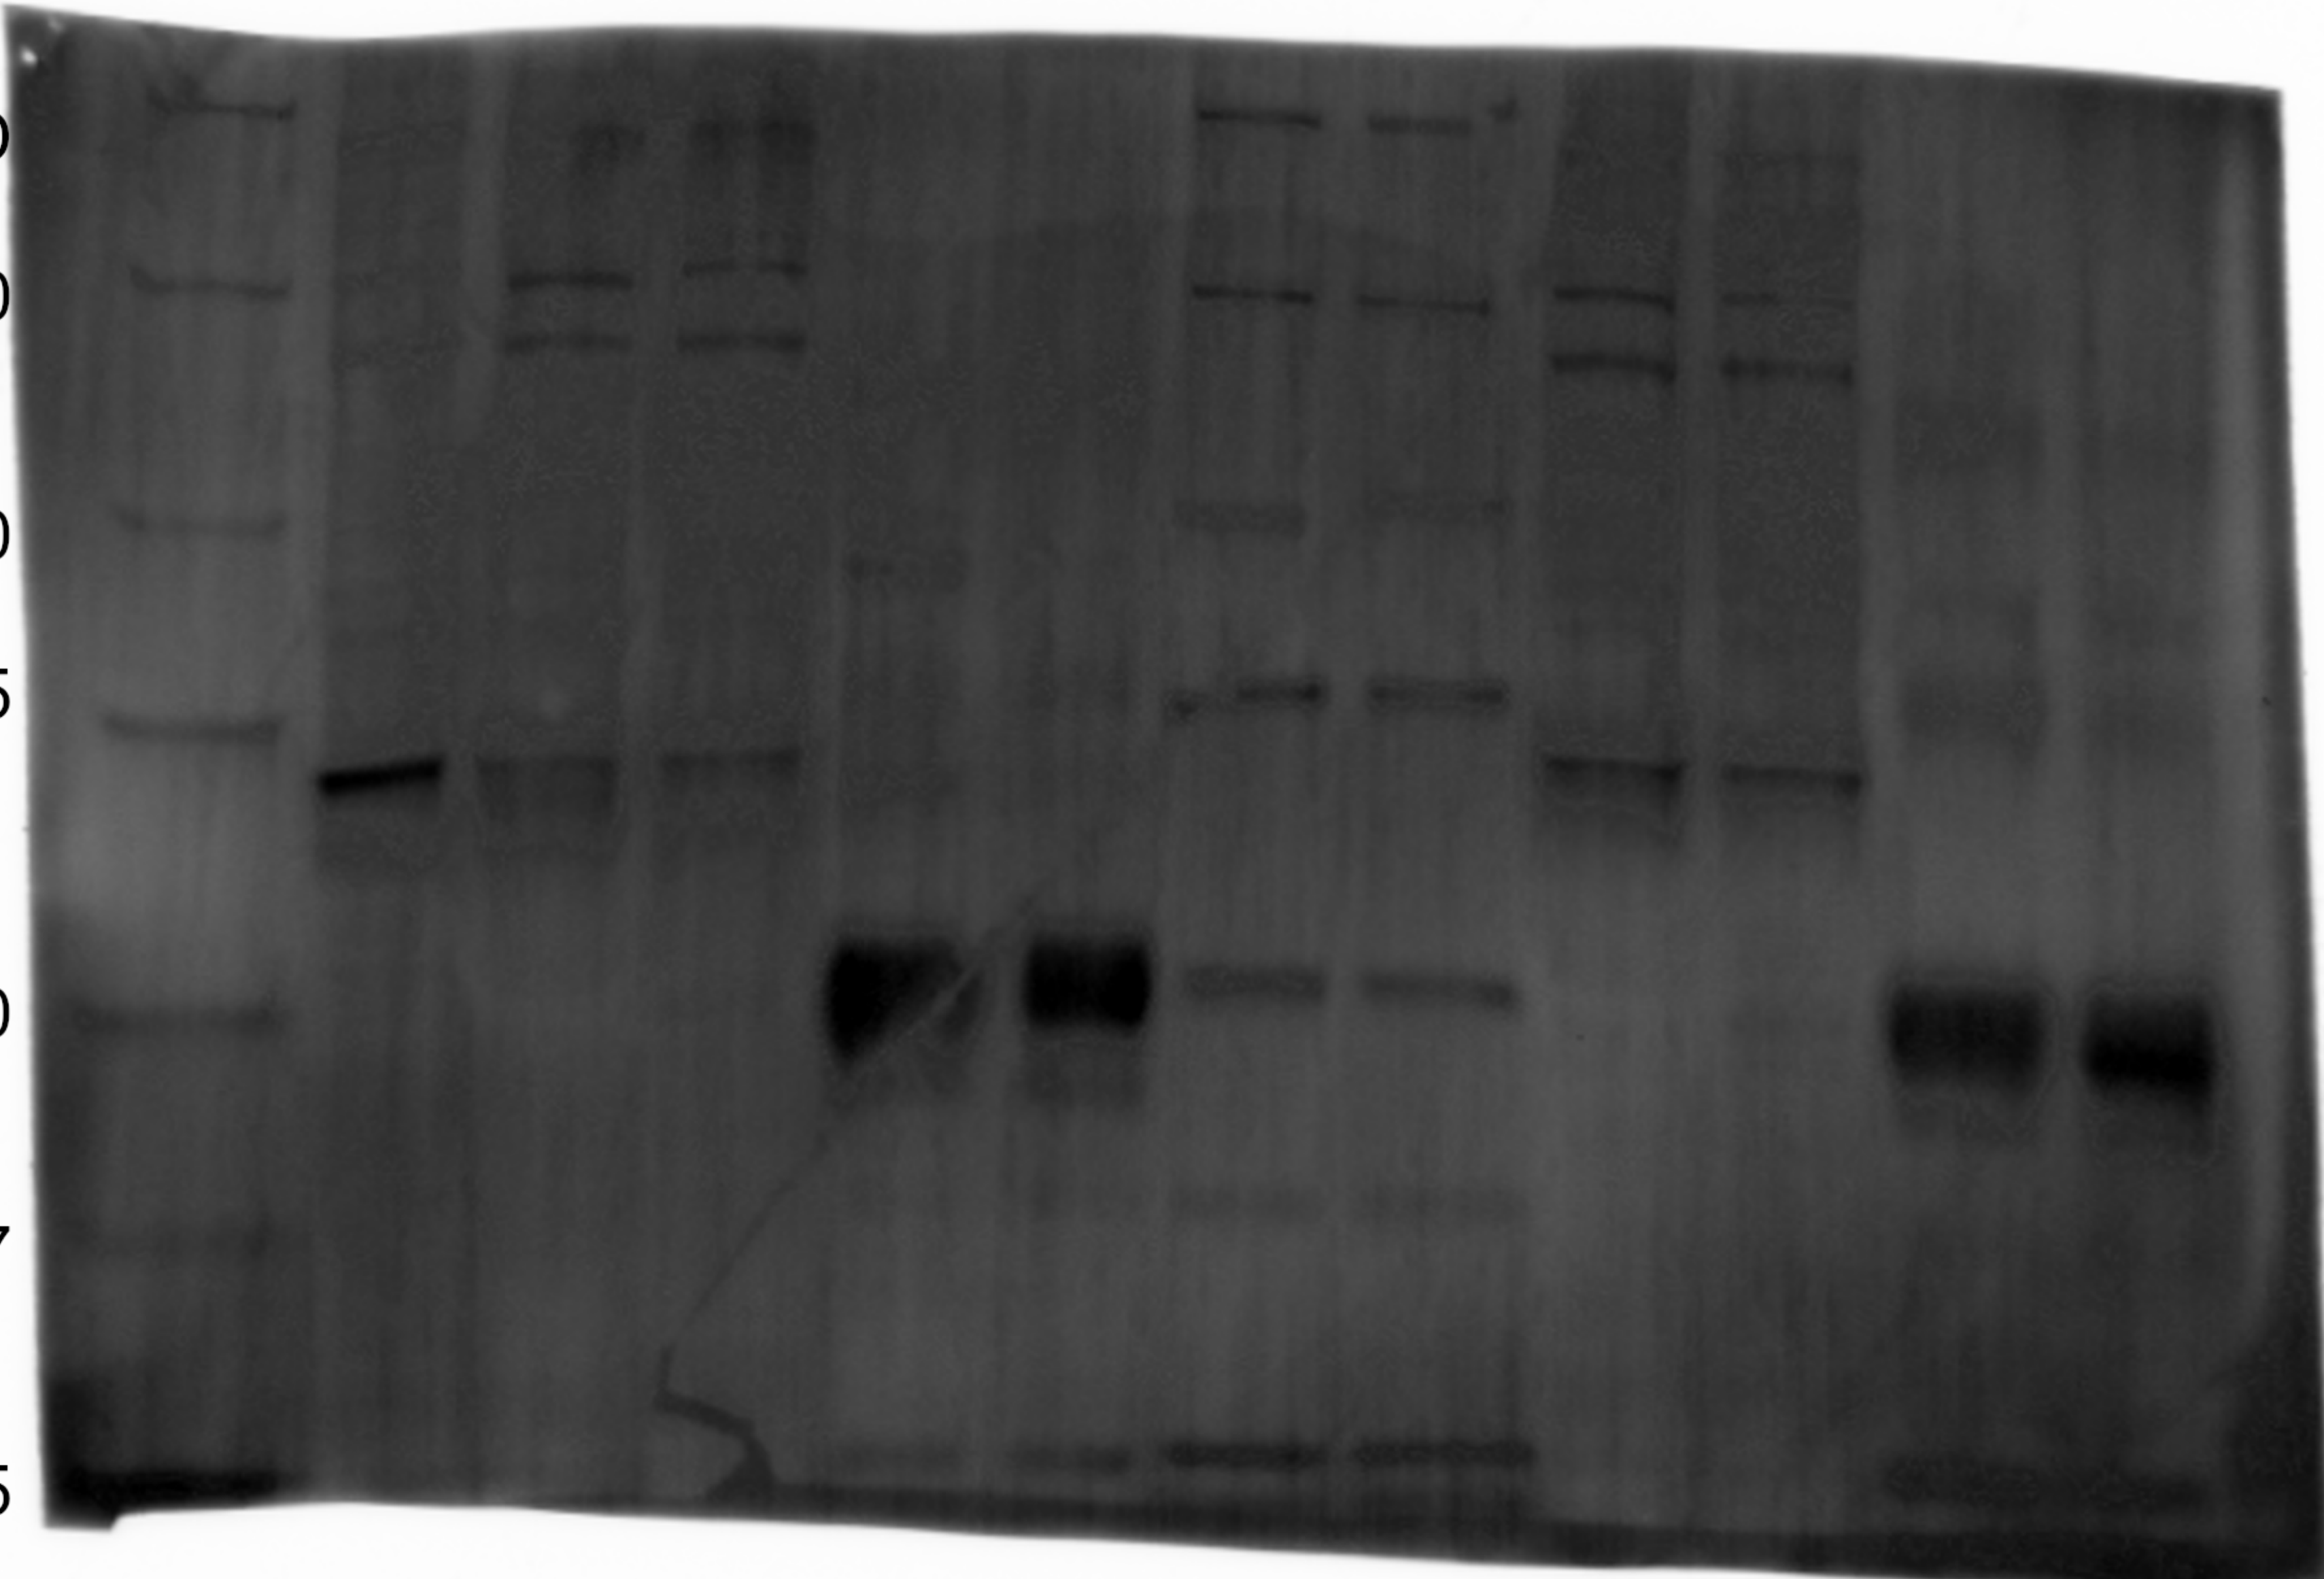

RI4 A.

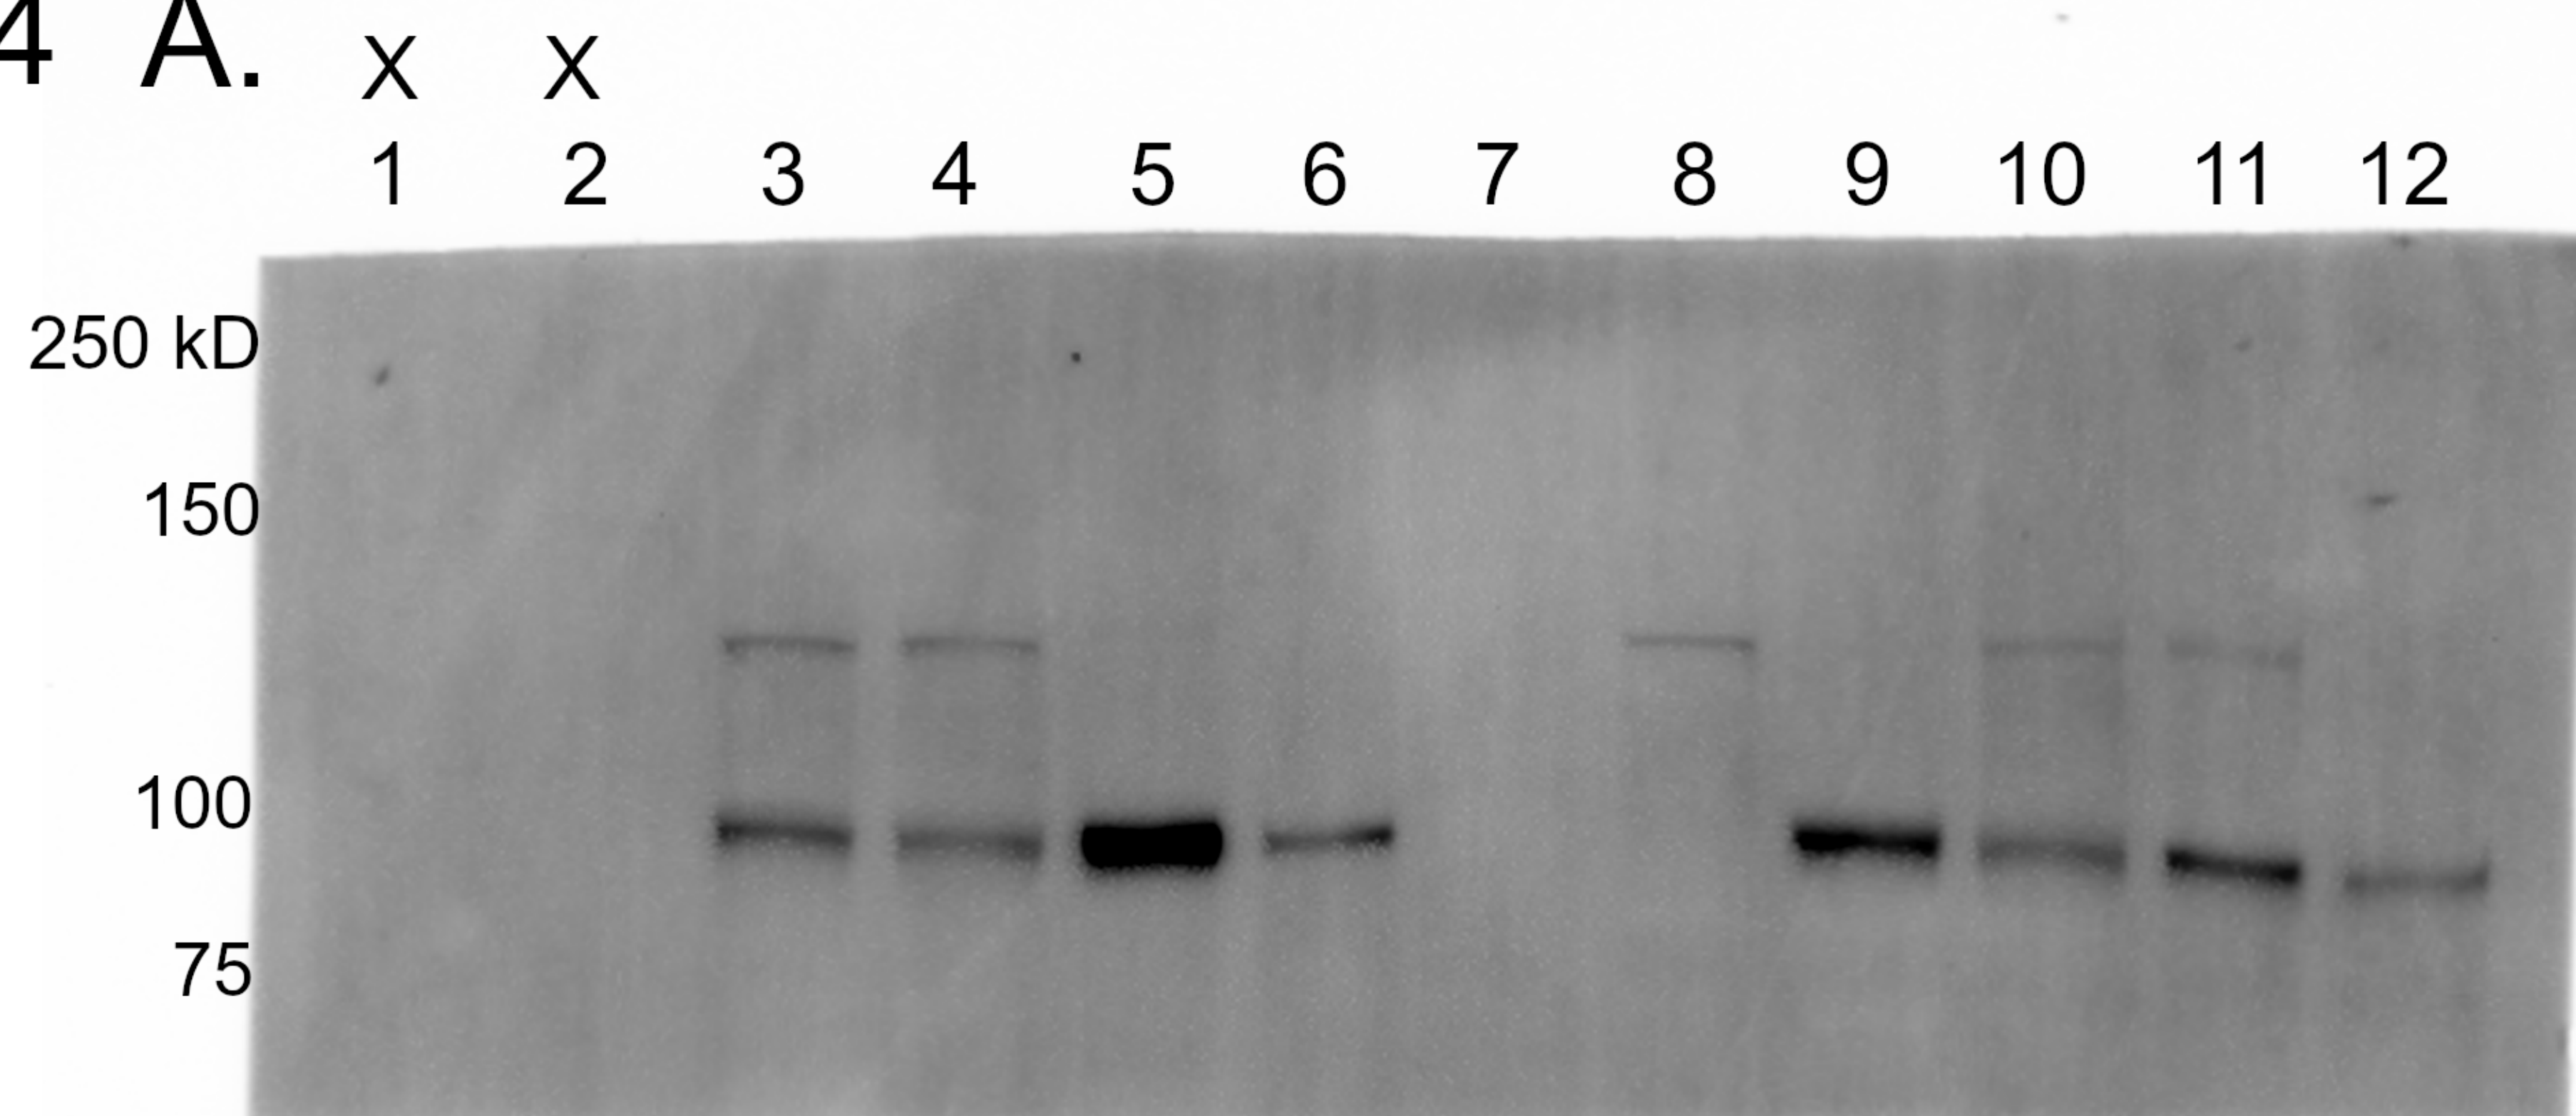

B.

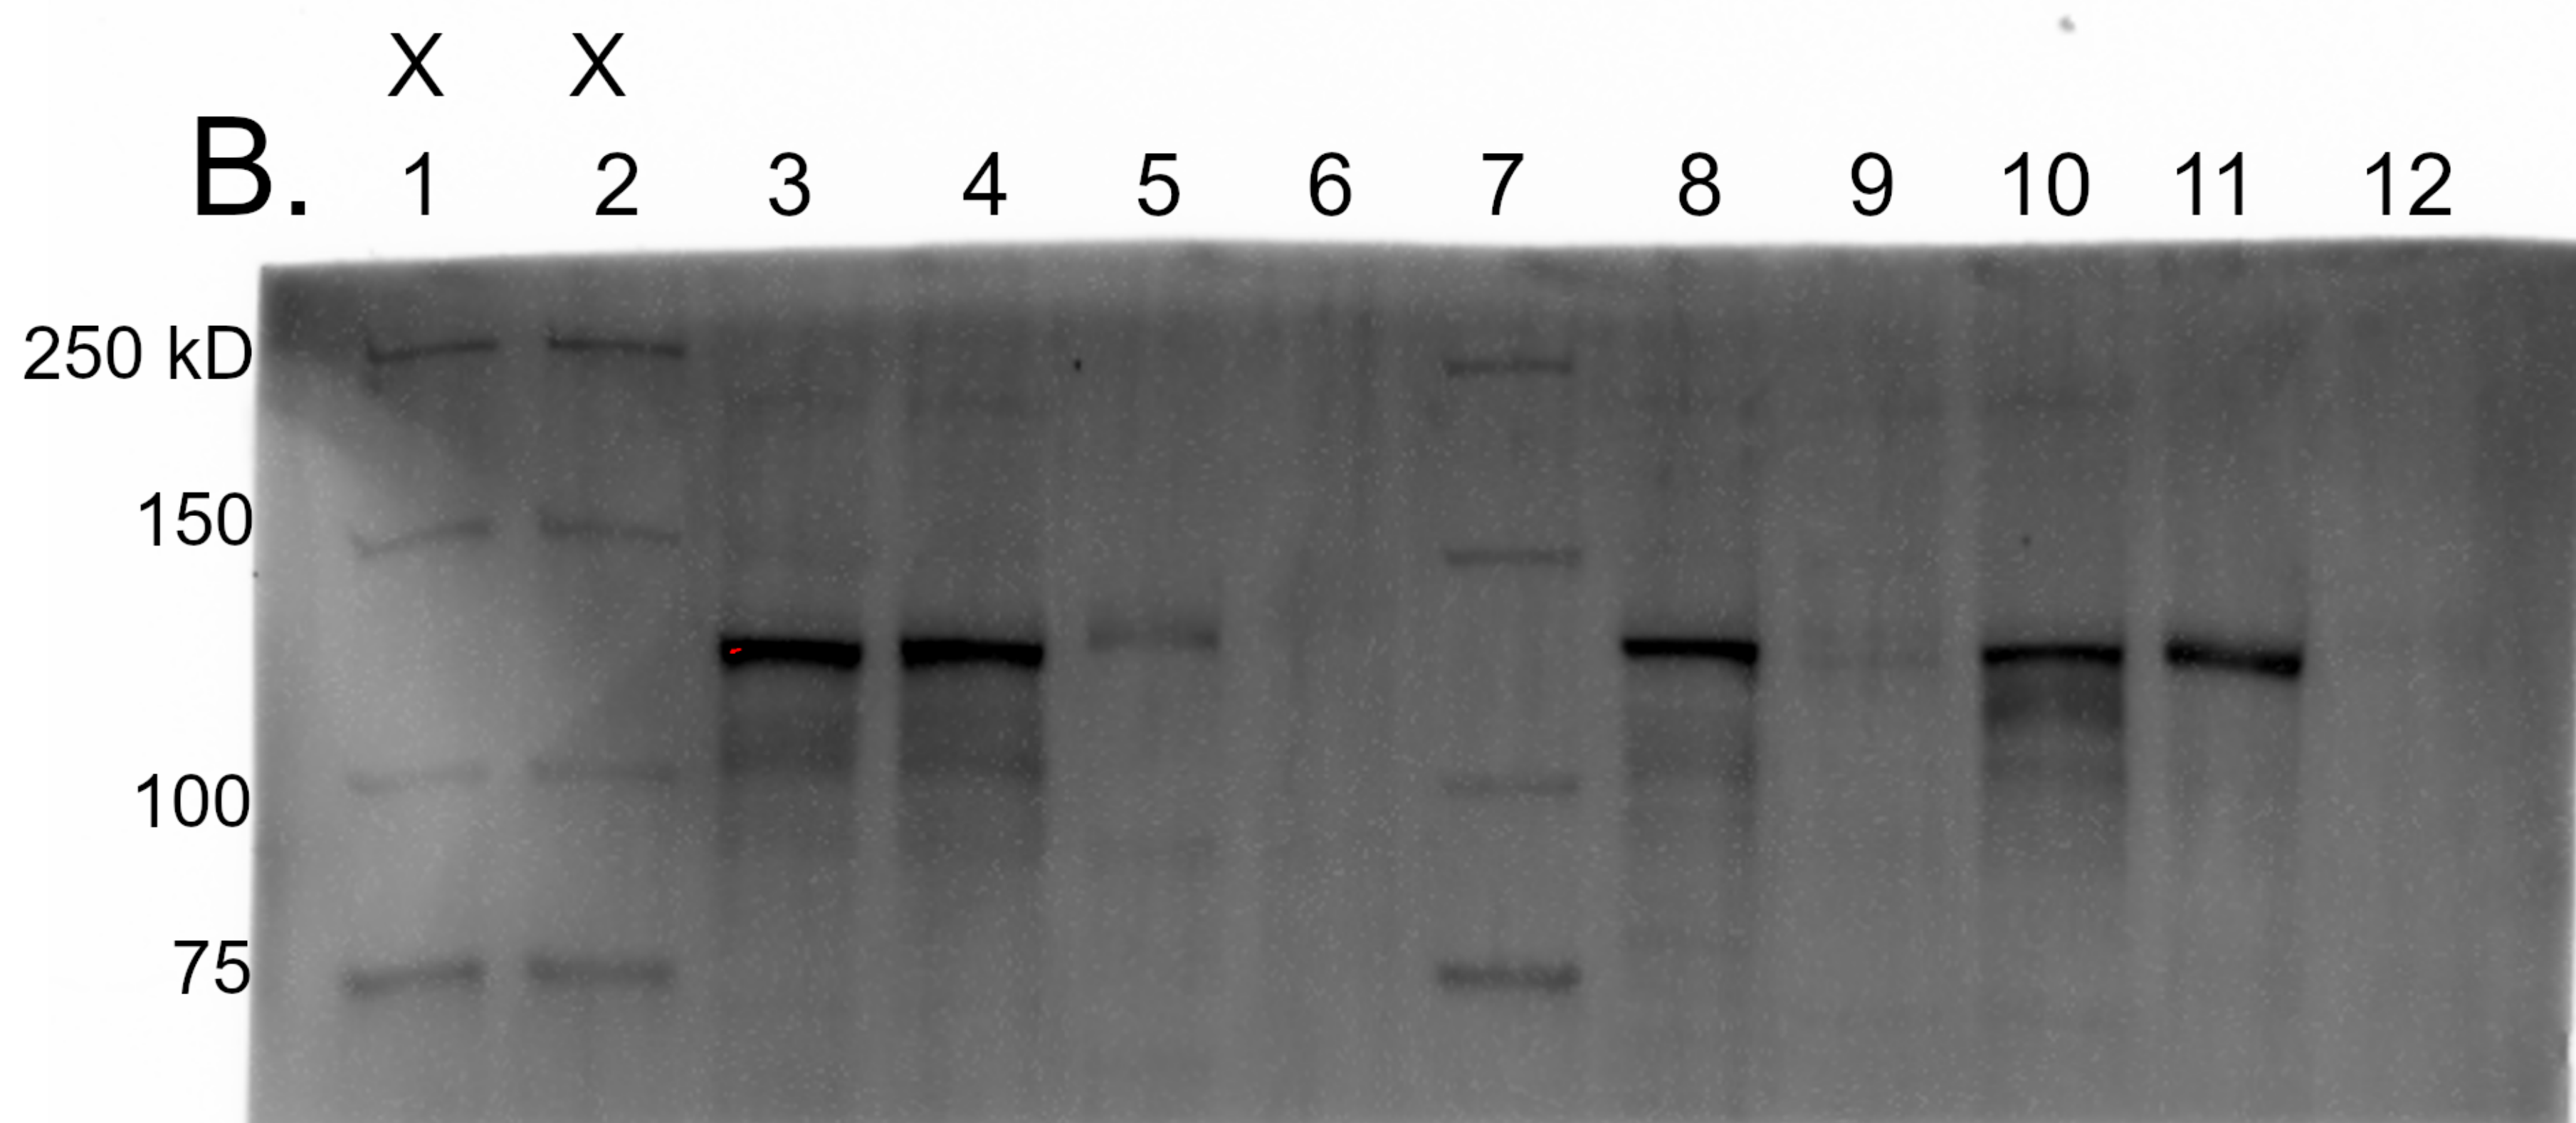

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

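Total small RNA of whole wildtype and dFOXO-null flies was sequenced in 16 libraries, 2 replicates for each of 8 conditions of sex, genotype and age. The libraries of Ago1 and Ago2 RISC are not analysed here. According to the paper, the authors trimmed adapters with Trim Galore!, selected reads by length, mapped them with bowtie while reporting all valid alignments, and counted them with featureCounts. Spike-in sequences were added after the RNA was eluted from the gel. The paper states that miR* strands, and transposons with an average of under 5 reads, were removed from analysis in DEBrowser. Some such features are in the deposited counts, since 105 of 109 transposons of 21 nt reads and 1566 of 2303 transcripts have a mean of at least 5. The deposited counts carry no normalization, and in each table they are whole numbers of reads per feature and library. The authors also deposited percents, made by dividing each count by the mapped reads of its library without spike-ins. The paper's text does not state how a read with several alignments was counted, so counts of related miRNAs, transposons or transcripts can share reads.

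The table of 19 to 25 nt reads holds 340 features, of which 209 are miRNAs, 122 transposons, 1 a virus and 8 spike-ins. The table of 21 nt reads holds 272 features, of which 156 are miRNAs, 109 transposons and 7 spike-ins. The table of reads on dm6 holds 2303 transcripts, of which 2299 matched the annotation: 1401 protein coding, 283 tRNA, 203 ncRNA, 197 snoRNA, 98 rRNA, 88 pseudogene and 29 snRNA transcripts. All columns of values per library were used. The total per library ran from 596871 to 15259153 reads in the first table (median 4149950.5), from 114210 to 1571537 in the second (median 566970.5) and from 394784 to 6166465 in the third (median 2204855). Replicate 1 held 3721873 to 15259153 reads of 19 to 25 nt (median 8490112.5) and replicate 2 held 596871 to 5036091 (median 1576558). At these depths the differences between replicates were far above counting error, with a chi-square per degree of freedom of 66.9 to 4067 between replicates. Reads carry no molecular identifiers, so counting error covers part of the uncertainty only.

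Percents were recomputed from the counts, with a largest relative difference from the deposited percents of 0.00332, 0.000503 and 0.00210 in the 3 tables. Of 320 values for total small RNA in S1 and S2 Tables, 305 equalled the recomputed means within 0.05 percentage points, and the largest difference was 0.0548. The miRNAs of S1 Table were matched by name. Each transposon of S2 Table was assigned to the sequence with the closest shares, so the match of its values is in part built in. Values of listed transposons rest on this assignment. All 320 were equal when the means were rounded in 2 steps, a rule chosen after the values were seen. Positions of genes are those of the BDGP6 annotation, the assembly also called dm6.

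Ratios of mean percents were computed between the ages of wildtype flies and between the genotypes at each age, for the 20 miRNAs and 20 transposons of the authors' lists per sex, with a threshold of 2-fold as in the paper. Counts were tested with edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3, in 1 fit per table of all 16 libraries with a coefficient for each of the 8 conditions, the total of mapped reads without spike-ins as library size and a filter of at least 5 counts on average. P-values were adjusted by the Benjamini-Hochberg method over the 208 miRNAs of the first table, the 105 transposons of the second and the 1566 transcripts of the third. Differences of effects between ages, sexes or genotypes were tested as interactions in the same fits. Standard errors were derived from the log2 fold change and the F statistic. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. A two-sided exact permutation test of 2 libraries against 2 cannot give a p below 0.333 and was not used.

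The fits were tested on simulated counts, with adjustment over all 330, 258 and 1566 features of a table that pass the filter. With the spread of the real libraries, the fit of the dm6 table called 13 of 102 features changed 4-fold and 171 of 200 changed 16-fold. With a dispersion of 0.1, it called 67 of 99 changed 4-fold, and the fits of the other 2 tables 13 of 16 and 9 of 14. Between 3% and 7.33% of unchanged features had an unadjusted p under 0.05.

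Beside the miRNAs and transposons that the paper names, the text names up to 3 features per comparison, those with the largest change. They needed an adjusted p under 0.05, a mean of at least 100 counts and both replicates of 1 condition above both of the other. This rule, the comparisons, the fits and the alternatives were set before the data were examined, apart from alternatives marked as chosen after seeing the data. Other features named in the text, such as the miRNAs at an adjusted p under 0.05 that this rule leaves out, were chosen after their values were seen. The alternatives were TMM normalization, DESeq2 1.42.0, spike-in reads as library size or as denominator, reads of the same class as library size or denominator, TMM-scaled library sizes for the percents, no filter, a filter of at least 10 counts in every library, fits of only the 4 libraries compared, a replicate block, the other read-length table, geometric means of replicate ratios, a 2-fold change in both replicates, the deposited percents, and leaving out each library in turn.

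The labels name the young and old flies of a genotype and replicate as siblings, so comparisons between ages are paired. As a check, replicate differences in log2 percents were correlated across features between conditions. For sibling conditions, Pearson's r over miRNAs was 0.0763 to 0.353 (median 0.254), over transposons -0.137 to 0.363 (median 0.315) and over dm6 transcripts 0.163 to 0.407 (median 0.26). Between the genotypes no relation of the numbers is stated, but over miRNAs the conditions of the same sex and age correlated at 0.446 to 0.683 in all 4 pairs (median 0.577), so for miRNAs the counts of a fit with the block stand beside those of the fit above, which has no block. Features are not independent replicates, so no p is given.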

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

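All tests in this part were chosen after the results were seen.

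The change of miR-1002-3p with age differed between the genotypes in females, with an interaction of 8.51 on the log2 scale in edgeR's fit, the 1 miRNA of 208 with an adjusted p under 0.05 (14 unadjusted). In wildtype females it had 193 and 36 reads in the young and 29 and 6 in the old replicates, and in dFOXO-null females 0 and 1 in the young and 11 and 34 in the old. The interaction, like that of Muc14A below, comes from the fits set before the data were examined. It was picked for this part after its value was seen. The fitted value rests on the libraries with 0 and 1 reads and is no bound on the size of the difference. Lower depth of those libraries is argued against, since the share at the other age of the same genotype would give at least 33.0 reads at their depth. A difference of the old replicate 2 libraries as a batch is argued against as well, since the directions were opposite in 2 of 2 replicates. An effect of genotype on the change with age stays open and was not tested apart from the fit, and so does a chance difference among the tested miRNAs.

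Among the 1566 tested transcripts, the change of Muc14A with age differed between the genotypes in males, with an interaction of -10.60 on the log2 scale, the 1 transcript with an adjusted p under 0.05 (50 unadjusted). In wildtype males it had 0 and 1 reads in the young and 162 and 74 in the old replicates, and in dFOXO-null males 65 and 42 in the young and 9 and 0 in the old. This value too is no bound, because it rests on libraries with 3 reads or fewer. For the young wildtype libraries, depth is argued against by the at least 38.0 reads that the share at the other age would give in them. In old dFOXO-null males only replicate 2 has 3 reads or fewer, where that share would give 8.35 reads, so for this library depth cannot be told apart from a fall with age. The old replicate 2 batch is argued against by opposite directions in 2 of 2 replicates. An effect of genotype, reads shared with related transcripts and chance stay open.

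Spike-in reads, on which the paper does not report, rose with age relative to mapped reads in 8 of 8 sibling pairs, with a median ratio of 9.67. A two-sided exact sign-flip test gave p = 0.00781, with an adjusted p of 0.0104 over the 8 measures tested. The test treats the 8 pairs as independent. By the paper's methods, both sexes shared vials until collection, so a male and a female pair may come from the same cohort. The p-values of all 8 measures may therefore be too small. Lower depth of the old libraries is argued against as the whole cause, since in the sibling pairs whose depths lay within 1.5 times the median ratio was 5.46, from 2.03 to 7.77 over 3 pairs. A batch of the old replicate 2 libraries is argued against as well, with a median ratio of 6.62 in the 4 replicate 1 pairs. A lower yield of small RNA from old flies and a different amount of spike-in added to their samples may each give such values, and no table here separates them.

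Reads on rRNA, which the paper does not discuss, made up 6.07% to 19.2% of the dm6 table in young libraries and 11.9% to 32.8% in old ones. The share rose in 8 of 8 sibling pairs, with a median ratio of 2.42 (two-sided exact sign-flip test, p = 0.00781, adjusted p = 0.0104). The median ratio was 2.42 in the 4 pairs whose depths in this table lay within 1.5 times, from 1.97 to 3.64, and 2.96 in the replicate 1 pairs, which argues against depth and against the old replicate 2 batch as the whole cause. Age of the flies and a difference in RNA breakdown or handling between young and old samples stay open, since the ages were not separated from handling.

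miR-4969-5p and miR-9370-5p, which the paper does not discuss, had 219 and 583 reads in the 8 wildtype libraries, from 3 to 63 and from 15 to 135 per library, and 1 and 0 reads in the 8 dFOXO-null libraries. Lower depth is argued against, since in 15 of the 16 combinations of miRNA and dFOXO-null library the wildtype share would give 3 reads or more. A variant carried along with the foxo deletion on its chromosome is argued against for miR-9370-5p, whose gene lies on chromosome X from 11710252, whereas foxo lies on 3R. For miR-4969-5p it cannot be told apart from an effect of dFOXO, because its gene lies on 3R, 7710535 bases from foxo. A strain variant against the reference elsewhere in the genome could also remove both miRNAs from the counts, and it was not tested.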

How the results depend on the processing

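The alternatives named here were tried one at a time, and the cause of a changed result was not tested unless a value below shows it. Counts of calls are counts of features with an adjusted p under 0.05, given with the count of the fit described above in parentheses. The deposited percents in place of recomputed ones moved none of the 24 shares and none of the 12 counts of 2-fold changes by more than the margins used, which were the SD for shares and 1.5 times for counts. Among the 86 fold changes of named features, 74 kept their direction and side of the threshold with DESeq2, 77 with TMM normalization, 85 with the replicate block and 51 with spike-in reads as library size. With the geometric mean of replicate ratios, 85 of 86 stayed within the SE of the fit. With at least 10 counts in every library 73 kept both, and the others could not be computed except 2 that then passed the threshold. A fit of only the 4 libraries compared left 80 as they were.

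With DESeq2, the counts of miRNAs with a call were 3 (0) for age in wildtype males, 15 (0) for age in wildtype females, 14 (9) between the genotypes in young females, 18 (3) in old females and 1 (0) in old males. The 14 in young females included all 9, with 4 higher and 10 lower against 1 and 8, and the 18 in old females included all 3, with 13 higher and 5 lower against 1 and 2. For transposons the counts were 4 (2) in young males, 8 (0) in old males and 1 (0) in old females. Of the 4 in young males 3 were higher and 1 lower, against 1 and 1. For dm6 transcripts they were 15 (0) for age in wildtype males, 59 (0) for age in wildtype females, 24 (10) in young males, 20 (0) in old males, 29 (10) in young females and 32 (8) in old females. The 29 were 11 higher and 18 lower, against 6 and 4, and included all 10. The interaction of age and genotype for miR-277-3p in females was 1.55 and passed the threshold. Directions reversed for miR-263a-5p in young females (0.0793), miR-34-5p between the genotypes in old males (0.0879) and miR-277-3p with age in wildtype males (-0.53) and in dFOXO-null males (-0.41). Another 8 named fold changes passed the threshold with their direction kept.

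With TMM normalization, the counts were 9 (3) miRNAs in old females, 7 higher and 2 lower, and 1 (0) in old males. In young females the 10 miRNAs were 3 higher and 7 lower, and shared 8 with the 9. For transposons they were 1 (0) in old males and 0 (1) in young females, and for dm6 transcripts 4 (10) in young males, all lower against 5 higher and 5 lower. The 9 (10) dm6 transcripts in young females were all higher. Reversed were Stalker (0.12) and Stalker4 (0.10) in young females, accord2 in young males (-0.0649), rover in old males (-0.0913), miR-263a-5p (0.21) and miR-9a-5p (0.0476) in young females, and miR-277-3p with age in wildtype males (-0.57) and dFOXO-null males (-0.75). 297 in old males passed the threshold. With TMM-scaled library sizes, the listed miRNAs changed at least 2-fold numbered 5 (2) with age in wildtype males, and between the genotypes 0 (1) in young males, 2 (1) in young females and 5 (8) in old females.

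The median log2 fold change between the genotypes moved with the scaling. For miRNAs it was -0.20 in young and -0.22 in old females, 0.04 and 0.13 with TMM normalization and 0.13 and 1.14 with spike-in reads. In old males it was 0.02, -0.11 with TMM normalization, -0.41 with spike-in reads and 0.17 with DESeq2. For transposons it was -0.67 in young and -0.59 in old females, -0.33 and -0.35 with TMM normalization and -0.24 and 0.40 with spike-in reads. In males it was 0.35 in young and 0.09 in old flies, with 0.21 in young flies after TMM normalization and -0.37 in old flies with spike-in reads. DESeq2 gave 0.47 in young males and -0.41 in old females. For transposons with age in wildtype males it was 0.72, 0.47 with TMM normalization and -1.85 with spike-in reads, and in wildtype females 0.05, -0.03 and -2.56. DESeq2 gave 0.58 in those males and -0.42 in those females.

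With spike-in reads as library size, the counts of miRNAs were 1 (0) for age in wildtype females and 0 (2), 0 (9) and 0 (3) between the genotypes in young males, young females and old females. For transposons they were 0 (2) in young males and 0 (1) in young females. With age, the direction reversed for miR-34-5p in wildtype males (-1.55), wildtype females (-2.09), dFOXO-null males (-1.98) and dFOXO-null females (-0.50). It reversed likewise for miR-14-3p (-0.48, -0.71, -0.16 and -0.23 in the same groups), and for miR-277-3p in wildtype males (-3.06), dFOXO-null males (-3.51) and dFOXO-null females (-1.22). In wildtype males copia (-1.25) and Doc (-1.18) reversed as well. Spike-in reads rose with age relative to mapped reads, which lowers every value with age in this setting. Such a scaling moves the features of a comparison together, as the medians above show, so a reversed sign need not be a change relative to other features. It also came with larger standard errors, such as 2.22 in place of 0.62 for miR-1-3p between the genotypes in old females. A call lost in this setting therefore need not mean a lost difference. Between the genotypes in old females the reversed values were 1.54 for miR-34-5p, 0.0854 for miR-1-3p, 0.21 for miR-7-5p, 0.70 for miR-263a-5p, 0.69 for miR-184-3p, 0.65 for miR-9a-5p, 0.16 for Circe, 0.51 for Stalker, 0.52 for Stalker4, 0.27 for TART-C and 0.90 for opus. In young females they were 0.48 for miR-263a-5p, 0.0406 for miR-277-3p, 0.21 for Stalker and 0.20 for Stalker4. In males they were 0.0220 for miR-34-5p and -0.31 for accord2 in young flies, and -0.0861 for miR-14-3p, -0.31 for Doc, -0.21 for blood and -0.78 for rover in old flies. 297 in young males kept its direction and no longer passed the threshold. With spike-in reads as denominator of the percents, the listed miRNAs changed at least 2-fold numbered 19 (2) with age in wildtype males, 19 (4) in wildtype females and 0 (1) between the genotypes in young males. The listed transposons numbered 20 (3) with age in wildtype males and 20 (1) in wildtype females, and between the genotypes 4 (7) in old males, 3 (5) in young females and 6 (3) in old females.

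With reads of the same class as library size, the counts of transposons were 4 (0) in old males and 0 (1) in young females, and the miRNAs in old females were 0 higher and 2 lower. As percents of the same class, 5 (3) listed transposons changed at least 2-fold in young males and 3 (5) in young females.

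With at least 10 counts in every library, fewer features were tested. The counts were 3 (9) miRNAs in young females and 0 (2) in young males, 1 (0) transposon in old males and 0 (1) in young females, and for dm6 transcripts 4 (10) in young males, 0 (10) in young females and 1 (8) in old females. This filter removes features at 0 in the dFOXO-null libraries, such as miR-9370-5p. Without a filter, the counts of dm6 transcripts were 2 (0) for age in wildtype males and 7 (0) in old males.

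With only the 4 libraries compared in the fit, the counts were 17 (9) miRNAs in young females and 0 (3) in old females. For transposons they were 0 (2) in young males and 2 (1) in young females. For dm6 transcripts they were 181 (0) for age in wildtype males. Between the genotypes they were 0 (10) in young males, 19 (0) in old males and 0 (10) in young females. In old females they were 6 (8), with 0 higher and 6 lower against 5 and 3, and 2 of the 6 were among the 8. Among named features 5 passed the threshold and 1, 297 in young males, no longer did.

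With the replicate number of the siblings as a replicate block, the counts of dm6 transcripts for age were 177 (0) in wildtype males and 5 (0) in wildtype females. The block changed no other call with age among the counts, the named features and the 5 interactions tried. Between the genotypes the replicate differences in log2 percents of the same sex and age correlated over transposons at -0.244 to 0.613 and over dm6 transcripts at 0.0464 to 0.662, where the lowest values are those of old conditions. Between young conditions they correlated at 0.328 to 0.613 and at 0.500 to 0.662, so the young libraries share replicate differences in these classes too, and the old ones are not shown to. With the replicate block, the counts between the genotypes were 7 (3) miRNAs in old females and 1 (0) in old males, 1 (0) transposon in old males, and for dm6 transcripts 19 (0) in old males, 41 (10) in young females, 10 higher and 31 lower, and 59 (8) in old females, 16 higher and 43 lower. 297 in old males also passed the threshold. A replicate block within age was chosen after seeing the data. It gave 31 (3) miRNAs in old females, 1 (0) transposon in old males, and for dm6 transcripts 32 (10) in young males, 27 (0) in old males, 87 (10) in young females, 12 higher and 75 lower, and 126 (8) in old females, 36 higher and 90 lower. It reversed rover in old males (-0.0775), and 6 other named fold changes passed the threshold.

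With the other read-length table, the counts were 4 (9) miRNAs in young females and 1 (2) in young males, and 0 (2) transposons in young males and 0 (1) in young females. The other read lengths are a different set of reads, so a changed count need not speak against the first one. Among the lists, 0 (1) miRNAs changed at least 2-fold between the genotypes in young males, 6 (3) transposons with age in wildtype males, 0 (1) with age in wildtype females and 1 (5) between the genotypes in young females. The listed miRNAs made up 83.2% of miRNA reads in young wildtype males, 83.6% in old wildtype males, 63.4% in young wildtype females, 65.5% in old wildtype females, 81.9% in young dFOXO-null males, 83.1% in old dFOXO-null males, 56.8% in young dFOXO-null females and 59.7% in old dFOXO-null females. In the same order, the listed transposons made up 68.3%, 67.4%, 60.0%, 59.4%, 62.7%, 58.4%, 62.1% and 62.5% of transposon reads. Transposon reads made up 0.486% and 0.954% of mapped reads in young and old wildtype males, 16.3% and 19.2% in young and old wildtype females, 0.523% in young dFOXO-null males and 13.3% and 13.1% in young and old dFOXO-null females.

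When a 2-fold change was required in both replicates, the listed miRNAs numbered 2 (4) with age in wildtype females, and 0 (1) in young males, 0 (1) in young females and 4 (8) in old females between the genotypes. The listed transposons numbered 0 (1) with age in wildtype females. With the geometric mean of replicate ratios, the miRNAs numbered 7 (4) with age in wildtype females and 0 (1) between the genotypes in young males.

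Leaving out each library in turn gave counts of listed miRNAs changed at least 2-fold from 2 to 4 with age in wildtype males and from 4 to 13 in wildtype females, where 13 was reached without old replicate 1. Between the genotypes they ran from 0 to 1 in young males, 1 to 2 in old males, 1 to 4 in young females (4 without replicate 1 of either genotype) and 7 to 9 in old females. For transposons the counts ran from 3 to 6 with age in wildtype males (6 without young replicate 2) and from 0 to 1 in wildtype females (0 without replicate 2 of either age). Between the genotypes they ran from 5 to 7 in young males, 5 to 9 in old males, 5 to 8 in young females (8 without dFOXO-null replicate 1) and 3 to 8 in old females (8 without dFOXO-null replicate 2). The interactions ran from -0.51 to 2.76 for miR-14-3p in males and from -1.11 to 2.75 in females, each lowest without old dFOXO-null replicate 2. For miR-34-5p they ran from -1.10 to 0.26 in young flies and from -1.89 to 1.99 in old flies, each highest without wildtype female replicate 2 of that age, and for miR-277-3p in females from 0.93 to 2.07. No calls were made in these refits, since they leave 1 library in a group. Of the 344 fold changes of named features with a library left out, 298 stayed within the SE of the fit.

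The depth was lowest in the old dFOXO-null males, where replicate 2 held 114210 reads of 21 nt. It limits the results for named transposons of males with few reads, such as 17.6 with 8 and Stalker2 with 13 in the library with the fewest. The spread between replicates limits the calls as well. With the spread of these libraries and adjustment over 330 and 258 features, simulated 4-fold changes passed the threshold in 0 of 17 cases among 19 to 25 nt reads and in 4 of 14 among 21 nt reads, and with a dispersion of 0.1 in 13 of 16 and 9 of 14.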

Differences from the paper's values

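Of 100 values of the paper that were also computed here, 78 were read from figures, 16 come from the supplement and 6 from the text. Of these, 4 differed by more than 1.5 times and by more than the spread between replicates.

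For miR-277-3p in wildtype females, the paper's ratio of old to young is about 1.3 in Fig. 4E, read by eye, and the ratio computed here was 0.625. Of the alternatives set before the data were examined, leaving out wildtype female young replicate 2 gave 0.876, within 1.5 times of the paper's value but, like the value of each other alternative, below 1. The paper's S1B Table also lists a fall, from 2.2% of miRNA reads in young to 1.4% in old wildtype females. With the geometric mean of replicate ratios (0.626), TMM normalization (0.549), spike-in reads as library size (0.0972), DESeq2 (0.421), at least 10 counts in every library, only the 4 libraries compared or a replicate block (0.625), and without each of the other libraries (0.448 to 0.802), the gap stayed.

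For rover in young males, the paper's ratio of dFOXO-null to wildtype is about 0.55 in Fig. 5A, read by eye, and the ratio computed here was 0.902. Of the alternatives set before the data were examined, TMM normalization (0.773), spike-in reads as library size (0.804) and leaving out dFOXO-null male young replicate 2 (0.709) brought it within 1.5 times. The paper's S2A Table lists rover at 1.1% of transposon reads in young males of either genotype. The geometric mean (0.881), DESeq2 (0.942), at least 10 counts in every library (0.890), only the 4 libraries compared (0.886), a replicate block (0.875) and leaving out each of the other libraries (0.895 to 1.09) did not.

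For roo in males, the paper's text states 2-fold more siRNAs in wildtype than in dFOXO-null. Computed here, the ratio of wildtype to dFOXO-null was 0.342 in young males and 0.410 in old males, against the paper's 2. Taken the other way, as dFOXO-null over wildtype, the ratios were 2.92 and 2.44, and the paper's Fig. 5A, read by eye, shows about 2.9 and about 2.4 in this direction. The paper's S2A Table also lists roo higher in dFOXO-null, with 39.1% against 12.1% of transposon reads in young males. The difference is thus between the sentence and the values, those of the paper's own figure and table included. None of the alternatives set before the data were examined closed the gap to the sentence. They gave 0.290 to 0.408 in young males and 0.38 to 0.561 in old males.

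Some statements of the paper about significance or a range differ from the values here. The paper calls the changes of copia, Doc and TART-C with age significant beside a 2-fold threshold, without naming a test, and edgeR's adjusted p was 0.337, 0.337 and 0.998. No setting that was run gave an adjusted p under 0.05 for them, and the lowest were 0.136, 0.149 and 0.203. The legend of S1B Table gives the share of the listed miRNAs in females a range that ends below the 88.1% found here in young wildtype females.

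For several miRNAs that the paper names as changed, the adjusted p was under 0.05 in some settings only. With DESeq2 it was 0.0499 for miR-318-3p with age in wildtype females (range over the alternatives 0.0499 to 0.683). In old females DESeq2 gave 0.0392 for miR-277-3p between the genotypes (range 0.0392 to 0.851) and 0.0155 for miR-278-3p (range 0.0121 to 0.851). For the difference between the genotypes in the change of miR-277-3p with age it gave 0.0425 (range 0.0425 to 0.265). With only the 4 libraries compared, miR-14-3p in young females had 0.0122 (range 0.0122 to 0.999). In the same setting the rise with age in dFOXO-null flies had 1.73e-10 for miR-14-3p in males (range up to 0.937), 0.000688 for miR-14-3p in females (range up to 0.955) and 0.00397 for miR-34-5p in males (range up to 0.65). Fits of only 4 libraries take most of their estimate of spread from other features. Their p-values do not measure the spread between the replicates of the miRNA itself. A replicate block within age, chosen after seeing the data, gave 0.0299 for miR-1-3p, 0.0429 for miR-7-5p, 0.0345 for miR-956-3p and 0.0121 for miR-278-3p in old females (ranges up to 0.993, 0.988, 0.877 and 0.851).

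The paper names 297 as lower in dFOXO-null males at either age. In old males the adjusted p was 0.0391 with TMM normalization, 0.00258 with DESeq2, 0.0373 with at least 10 counts in every library, 0.0211 with a replicate block and 0.0135 with a block within age, chosen after seeing the data (range 0.00258 to 1). In young females, only the 4 libraries compared gave 0.0227 (range 0.0227 to 0.995). For Doc in young males, which Fig. 5A shows as higher in dFOXO-null, DESeq2 gave 0.0472 (range 0.0472 to 1). For roo, which was higher in dFOXO-null against the sentence of the text, the adjusted p was 7.32e-05 in young and 0.00337 in old males with DESeq2 (ranges up to 1), 0.0349 in young males with at least 10 counts in every library and 0.0363 with a block within age, chosen after seeing the data.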

Other observations

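All tests in this part were chosen after the results were seen.

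Over miRNAs, replicate differences went together within an age. The replicate differences in log2 percents correlated between old conditions at 0.624 to 0.683 (median 0.648) and between young conditions at 0.357 to 0.691 (median 0.481). Between siblings the median was 0.254 and between old and young conditions that are not siblings 0.2. A difference of the old replicate 2 libraries from the old replicate 1 libraries as a batch is consistent with the median of 0.648. Transposons and dm6 transcripts do not add to it. Over transposons the median was -0.0112 between old conditions, 0.506 between young ones and 0.223 between old and young ones that are not siblings, and over dm6 transcripts 0.267, 0.614 and 0.195. The ranges between old conditions overlap those between old and young ones, so for these classes such a batch cannot be told apart from chance. Whether siblings share differences of their own cannot be told apart from it, since their median of 0.254 is close to that of flies that are not siblings. The correlations are across miRNAs, which are not independent replicates.

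miR-34-5p was 14.7 times as high in old replicate 2 as in old replicate 1 of wildtype females, and 1.98, 2.07 and 2.23 times as high in wildtype males, dFOXO-null males and dFOXO-null females. The median of 2.07 in the other 3 groups is consistent with the same batch, which may account for the direction of the difference in wildtype females but not for the size beyond it.

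Transcripts lower in young dFOXO-null males included CG7231, with a log2 fold change of -3.98, udd with -3.96 and luna with -3.95 (adjusted p = 0.0330 each, edgeR). The ratio of the reads on Snoo, CG7231, luna and udd to those on 297 varied by at most 3.25 times over the 16 libraries, while 297 itself varied by 100 times. A candidate explanation is that reads of 297 were counted on these transcripts, so they are not independent of the result for 297.

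In young dFOXO-null females, lncRNA:CR45222 and Gas8 were higher, with log2 fold changes of 4.46 and 3.88 (adjusted p = 0.0141 each, edgeR), and lncRNA:CR45174 was lower, with -3.64 (adjusted p = 0.0203). In old females the log2 fold changes were 4.20 for lncRNA:CR45222, 3.64 for Gas8 and -3.67 for snoRNA:Or-CD12 (adjusted p = 0.0130 each). Within a dFOXO-null library, the highest of the counts of Gas8, lncRNA:CR44657, Ogdh and lncRNA:CR45222 was at most 1.07 times the lowest. This suggests that the same reads were counted on all 4 transcripts in dFOXO-null, so they may count as 1 observation. In wildtype libraries the ratio reached 3.04. With only the 4 libraries compared, 0 transcripts were higher in dFOXO-null females of either age at an adjusted p under 0.05. With DESeq2, 11 were higher in young and 17 in old females.

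Of the 1566 transcripts tested, 10 differed between the genotypes in young males (5 higher and 5 lower), 0 in old males, 10 in young females (6 higher and 4 lower) and 8 in old females (5 higher and 3 lower). At an unadjusted p under 0.05 the counts were 66 in young males (22 higher and 44 lower), 127 in old males (39 higher and 88 lower), 207 in young females (16 higher and 191 lower) and 218 in old females (44 higher and 174 lower). These counts, and the log2 fold changes of transcripts given above, come from the fits set before the data were examined. With the replicate block, 41 differed in young females, 10 higher and 31 lower. A replicate block within age, chosen after seeing the data, gave 87 in young females, 12 higher and 75 lower, and 32 in young males, 14 higher and 18 lower.

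The share of miR-34-5p reads that were 21 nt long rose with age in 8 of 8 sibling pairs, from 46.8% to 62.9% in young libraries to 59.9% to 70.5% in old ones (two-sided exact sign-flip test, p = 0.00781, adjusted p = 0.0104). The median rise was 11.2 percentage points. As for the spike-in reads, the exact test treats the pairs of both sexes as independent, although they may share a cohort. A shift of all miRNA reads to 21 nt with age is argued against, since the median change over the 23 other listed miRNAs was 1.15 points. Although 16 of them rose, 0 rose by more points than miR-34-5p. As a ratio of old to young, the median was larger for miR-277-3p, at 2.58 against 1.21 for miR-34-5p. For Ago2 RISC, the paper reports a rise of 21 nt miR-34-5p with age, which earlier work had seen in males. For total small RNA, a change in the length of miR-34-5p with age is a hypothesis that stays open. The 21 nt share of miR-277-3p reads also rose in 8 of 8 pairs, from 2.99% to 8.36% in young to 10.1% to 20.7% in old libraries, and that of miR-14-3p fell in 8 of 8, with a median ratio of 0.864 (p = 0.00781 each by the same exact test, adjusted p = 0.0104).

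Reads on tRNA rose with age in 8 of 8 sibling pairs, from 2.36% to 5.44% of the dm6 table in young to 3.11% to 10.4% in old libraries (exact sign-flip test, p = 0.00781, adjusted p = 0.0104). Reads on snoRNA rose in 5 of 8 pairs (exact p = 0.227, adjusted p = 0.227) and reads on protein coding transcripts in 2 of 8 (exact p = 0.211, adjusted p = 0.227). No explanation was tested for these 3 classes. The limit from pairs that may share a cohort holds for their p-values too.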
